# Conserved and species-specific molecular denominators in mammalian skeletal muscle aging

**DOI:** 10.1038/s41514-017-0009-8

**Published:** 2017-05-05

**Authors:** Evi M. Mercken, Miriam Capri, Bethany A. Carboneau, Maria Conte, Juliana Heidler, Aurelia Santoro, Alejandro Martin-Montalvo, Marta Gonzalez-Freire, Husam Khraiwesh, José A. González-Reyes, Ruin Moaddel, Yongqing Zhang, Kevin G. Becker, José M. Villalba, Julie A. Mattison, Ilka Wittig, Claudio Franceschi, Rafael de Cabo

## Abstract

Aging is a complex phenomenon involving functional decline in multiple physiological systems. We undertook a comparative analysis of skeletal muscle from four different species, i.e. mice, rats, rhesus monkeys, and humans, at three different representative stages during their lifespan (young, middle, and old) to identify pathways that modulate function and healthspan. Gene expression profiling and computational analysis revealed that pathway complexity increases from mice to humans, and as mammals age, there is predominantly an upregulation of pathways in all species. Two downregulated pathways, the electron transport chain and oxidative phosphorylation, were common among all four species in response to aging. Quantitative PCR, biochemical analysis, mitochondrial DNA measurements, and electron microscopy revealed a conserved age-dependent decrease in mitochondrial content, and a reduction in oxidative phosphorylation complexes in monkeys and humans. Western blot analysis of key proteins in mitochondrial biogenesis discovered that (i) an imbalance toward mitochondrial fusion occurs in aged skeletal muscle and (ii) mitophagy is not overtly affected, presumably leading to the observed accumulation of abnormally large, damaged mitochondria with age. Select transcript expression analysis uncovered that the skeletal inflammatory profile differentially increases with age, but is most pronounced in humans, while increased oxidative stress (as assessed by protein carbonyl adducts and 4-hydroxynonenal) is common among all species. Expression studies also found that there is unique dysregulation of the nutrient sensing pathways among the different species with age. The identification of conserved pathways indicates common molecular mechanisms intrinsic to health and lifespan, whereas the recognition of species-specific pathways emphasizes the importance of human studies for devising optimal therapeutic modalities to slow the aging process.

## Conserved and unique aging regulatory pathways

Aging is a complex phenomenon involving functional declines in multiple physiological systems with the passage of time. Focusing on skeletal muscle, a group of international scientists identified pathways involved in healthspan and by determining global gene expression profiles across species they exposed common mechanisms fundamental to the aging process. Their experimental design involved comparative analysis of mice, rats, rhesus monkeys and humans, targeting three key time points during their respective lifespans. Pathways related to oxidative stress, inflammation and nutrient signaling, which function collectively to affect the quality and status of mitochondria, emerged across all species in an age-influenced manner. The identification of conserved pathways reveals molecular mechanisms intrinsic to health and survival, whereas the unveiling of species-specific pathways emphasizes the importance of human studies for devising optimal therapeutic modalities to slow the aging process.

## Introduction

Aging is a complex and inevitable phenomenon that almost certainly involves the gradual accumulation of damage to the cellular machinery, eventually leading to the progressive deterioration of normal biological functions, and an increased risk of disease and death.^1^ One of the hallmarks of aging is a marked decline in human skeletal muscle mass and strength, commonly referred to as sarcopenia.^2^ Indeed, sarcopenia has been observed across a wide variety of species, including worms, flies, rodents and primates.^3–5^ Sarcopenia is a multifactorial condition involving many potential mechanisms, such as an altered hormonal status (decreased levels of testosterone, androgen), inefficient protein synthesis, satellite cell dysfunction, muscle denervation, and altered neuromuscular junction integrity. Some of the key processes thought to muscle loss include mitochondrial dysfunction, oxidative stress, chronic inflammation, and perturbations to the insulin-like-growth factor (IGF-1) and the mechanistic target of rapamycin (mTOR) signaling pathways.^6, 7^

Mitochondria are considered the powerhouse of the cell, and use oxygen to generate energy in the form of ATP, creating reactive oxygen species (ROS) as by-products in this process. Importantly, these organelles are highly dynamic, exhibiting the ability to carry out fission and fusion.^8^ The former allows mitochondria to transmit among dividing cells, meet increased ATP demands, and maintain mitochondrial quality, primarily through autophagy.^9, 10^ Fusion is the counterpart biological event, and involves the mixture of mitochondrial compartments to (i) preserve the equilibrium of oxidative phosphorylation (OXPHOS) proteins critical to respiration, (ii) carry out energy exchange, and (iii) complement defects in the mitochondrial genome.^11, 12^ Additionally, it has been uncovered that mitochondrial electron transport chain (ETC) components can exist as supercomplexes, facilitating the electron flow, and hence making the system more efficient.^13, 14^ Destabilization of the supramolecular organization may contribute to the development of an aging phenotype, as it has been shown that a lack of supercomplex formation leads to mitochondrial activity impairment, and reduced ATP levels.^15^

In many studies, age-dependent mitochondrial dysfunction has been reported to drive life-threatening disorders, such as frailty, and accelerate the aging process.^16, 17^ Recent reviews by Nair and others^18–20^ have highlighted the specific involvement in human sarcopenia of reduced mitochondrial DNA (mtDNA) and protein content, impaired enzymatic activity and elevated markers of oxidative damage. However, a report by Lustgarten et al.^21^ found that oxidative stress, introduced by deletion of the radical scavenger MnSOD in mice, resulted in mitochondrial impairment, but not muscle atrophy during aging. Thus, the molecular choreography between mitochondria and aging is multi-factorial and requires further investigation.

Often associated with defects in mitochondrial function is oxidative stress. Elevated levels of ROS can lead to increased macromolecular damage, namely to lipids, proteins and nucleic acids, which in turn can promote cellular dysfunction and organismal aging. Although the free radical theory of aging has experienced its setbacks, there is still significant evidence indicating an age-dependent accumulation of oxidative modifications in the main cellular components in skeletal muscle.^22^ Nevertheless, a revised look at this theory has suggested that harmful imbalances in redox homeostasis or signaling may be more central to the aging phenomenon than to the oxidative damage itself.^23^

Another major etiological event in aging muscle is low-grade chronic inflammation, or the so-called inflamm-aging phenomenon.^24^ The inflammatory response is also a common denominator of major diseases such as diabetes, obesity and cancer.^25^ This event has been proposed to arise due to an overall condition of oxidative stress, which activates signaling pathways, such as the nuclear factor-κB-driven (NF-κB) transcriptional response. The resulting production of pro-inflammatory cytokines and ROS further augment this perturbed oxidative redox state, leading to a vicious cycle.

The nutrient-sensing insulin/IGF-1/mTOR pathway is a highly conserved pathway in evolution that is involved in the regulation of cell growth, survival, and energy metabolism.^26^ The kinase Akt plays an important role in this pathway, as Akt stimulates (i) protein synthesis by activating the kinase mTOR and glycogen synthase kinase 3β (GSK-3β) and (ii) protein degradation by repressing the transcription factor FoxO.^7, 27^ This insulin/IGF-1/mTOR network also plays a complex role in the aging process. In the case of muscle growth, the pathway is activated, whereas reduced signaling has been associated with longevity, both in humans and model organisms.^28^

While the above processes all have supporting evidence for their involvement in the aging phenomenon, there are also reports that have raised questions about their participation in this process. To attempt to consolidate the current picture regarding skeletal muscle aging, we have analyzed four distinct species with vastly different lifespans, i.e., humans, monkeys, rats and mice, to identify genetic pathways that are commonly regulated. Conserved pathways are of specific interest because they may reveal molecular mechanisms intrinsic to aging, which ultimately play a major role in modulating human health and lifespan. A particular strength of this study is the inclusion of multiple age-groups that span the comparative life stages across species, and the involvement of an advanced-age group, which allows for the detection of gradually changing molecular events and those that occur strictly later in life.

## Results

### Age-related differences in body composition among species

Aging has been associated with alterations in body composition in various species, including humans, and such changes can promote adverse health outcomes and retard successful aging. We determined the effects of aging on bodyweight and body composition across four different species—C57Bl/6J male mice, Fischer 344 male rats, male rhesus monkeys, and male humans—at three different ages chosen to represent similar stages during their respective lifespans (see below), broadly defined as young, middle-aged and old (Table 1). All species were heavier at middle and old age compared to their young counterparts, although no significant difference in bodyweight was observed for humans between the middle and old age classifications (Table 1). We note that in humans one individual was an outlier for these parameters, and excluding that participant from the analysis indicates a statistically significant difference, similar to what is seen for mice, rats and monkeys, i.e., higher weight at middle and old age relative to young.

**Table 1:** Study characteristics

		Mice	Rats	Rhesus	Humans
Young	*n*	5	5	6	5
	Age (m/y)	5 month	5 month	6.00 ± 0.00 years	31.2 ± 0.86 years
	Height, cm	–	–	–	173.4 ± 4.0
	BW (g/kg)	29.93 ± 0.85	243.1 ± 8.2	8.50 ± 0.21	78.40 ± 7.28
	BMI (kg/m^2^)	–	–	–	25.86 ± 2.23
	Fat mass (%)	19.61 ± 0.93	25.00 ± 0.22	20.13 ± 4.65	–
	Lean mass (%)	59.44 ± 0.39	65.70 ± 0.21	79.87 ± 4.64	–
	MT (cm)	–	–	–	1.91 ± 0.08
Middle	*n*	5	5	6	4
	Age (m/y)	17 months	17 months	16.48 ± 0.31 years	46.0 ± 0.71 years
	Height (cm)	–	–	–	176.2 ± 2.2
	BW (g/kg)	41.67 ± 2.11^*^	401.0 ± 14.6^*^	13.31 ± 0.33^*^	87.50 ± 7.15
	BMI (kg/m^2^)	–	–	–	28.28 ± 1.91
	Fat mass (%)	24.30 ± 0.57^*^	30.68 ± 0.31^*^	21.07 ± 6.68	–
	Lean mass (%)	58.25 ± 0.17^*^	61.04 ± 0.33^*^	78.92 ± 6.68	–
	MT (cm)	–	–	–	1.71 ± 0.09
Old	*n*	5	5	6	7
	Age (m/y)	28 months	30 months	26.83 ± 0.22 years	74.0 ± 4.38 years
	Height (cm)	–	–	–	169.9 ± 2.2
	BW (g/kg)	46.55 ± 7.30^*^	417.1 ± 15.7^*^	11.12 ± 0.68^*^	85.86 ± 3.16
	BMI (kg/m^2^)	–	–	–	29.74 ± 0.99
	Fat mass (%)	13.76 ± 0.36^*^	30.41 ± 0.31^*^	19.43 ± 5.23	–
	Lean mass (%)	60.91 ± 0.18^*^	61.19 ± 0.32^*^	70.32 ± 11.4	–
	MT (cm)	–	–	–	1.35 ± 0.13^*^

Values are mean ± SEM. Fat mass and lean mass data from mice (young: *n* = 20, middle: *n* = 15, old: *n* = 11), rats (young: *n* = 29, middle: *n* = 27, old: *n* = 21), monkeys (young: *n* = 6, middle: *n* = 6, old: *n* = 3)

*m*/*y* months/years, *BW* body weight, *BMI* body mass index, *MT* muscle thickness

*p < 0.05 compared to young

Contrary to our expectations, middle-aged mice had higher percentage fat mass and lower percentage muscle mass compared to young mice, whereas old mice exhibited lower percentage fat mass and higher percentage lean mass (Table 1). However, when lean mass was not normalized to bodyweight, a significant decrease in lean mass was observed in old mice compared to young (20.3 g ± 1.23 young vs. 18.94 g ± 0.83 old). In agreement with these data, wet mass of hindlimb muscles (soleus, plantaris, gastrocnemius, tibialis, and extensor digitorumlongus) were lighter in old mice compared to young (Fig. S1). In rats, our data indicate that fat mass increases with age, while lean mass decreases. A similar pattern is observed for rhesus monkeys, comparing middle and old aged animals, and for humans, as measured by muscle thickness (Table 1). Consistent with previous studies,^16, 29–31^ our results show that muscle mass among all species declines with age (Table 1). Most striking was the fat mass distribution between mice as compared to rats, rhesus monkeys, and humans; old mice have lower fat mass compared to their younger counterparts (Table 1). Therefore, in terms of body composition, humans seem to be most closely related to their nearest evolutionary counterparts.

### Common signature across species indicative of disruptive mitochondrial homeostasis

Next, we determined whether age modifies the gene expression profile in skeletal muscle of mice, rats, and rhesus monkeys in a pattern similar to what is observed in humans. 

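Skeletal muscle RNA of 18 male rhesus monkeys, 6 young, 6 middle-aged and 6 old, was profiled on Sentrix Human HT-12 BeadChips, 1 array per animal. The young animals were 6.00 ± 0.00 years old, the middle-aged animals 16.48 ± 0.31 and the old animals 26.83 ± 0.22 (SEM, n = 6 each). The probes of this chip are designed for human transcripts, so the intensity of a probe depends on the level of the monkey transcript and on its match to the human sequence. The authors deposited the intensity of each of 47323 probes as read out with GenomeStudio, without normalization, with a detection p-value, and separately the Z scores that they made from the natural log of the intensities within each array. Z scores recomputed from the intensities differed from the deposited ones by at most 0.0184. The median intensity of an array was 71 to 94 in young animals (median 84.5), 76 to 90 in middle-aged animals (median 83) and 73 to 97 in old animals (median 91). The highest intensity was 26023 to 37991 in young, 19899 to 28859 in middle-aged and 29029 to 38145 in old animals. The SD of the log intensities, by which the Z scores are divided, averaged 0.836, 0.788 and 0.841. Comparisons with middle-aged animals can therefore hold a difference in the spread of the arrays. At a detection p under 0.05, 26.8 to 30.5% of the probes were detected in young animals (median 28.1%), 24.5 to 28.8% in middle-aged animals (median 26.9%) and 26.0 to 28.7% in old animals (median 26.6%). For the comparisons between ages, the Z scores were multiplied by 1.19, the mean SD of the log2 intensities of an array, so that a difference reads as a log2 fold change. A gene was tested when a probe carrying its symbol alone was detected on at least 6 of the 18 arrays, and the brightest such probe stood for the gene. This left 8589 genes, which were tested in 1 limma fit of the 3 ages with Benjamini-Hochberg adjustment. The median standard error of a log2 fold change was 0.123, and the number of animals limits this precision. The gene lists, the filter and the tests were fixed before the data were examined. Of 39 gene lists, 37 had at least 3 tested genes and were compared with all other genes by camera, a set test of limma, at its preset correlation of 0.01. The correlation estimated from the data was higher, at 0.30 for ribosomal, 0.37 for heat shock and 0.52 for OXPHOS genes, so the preset p overstates the evidence. PAGE, the set test of the study, takes the genes of a list as independent, so its p overstates the evidence where they correlate. For every list that camera called over all 18 animals except erythrocyte markers, at least 15 of 100 splits of the same animals gave a camera p as low. None of the 13 mitochondrial-encoded OXPHOS genes had a named probe.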

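Markers of other tissues set 1 young animal, replicate 6, apart from the other 5. Its fibroblast and matrix genes averaged 1.27 log2 units above their mean over the 18 animals, against -0.46 to 0.27 in the other young animals. Its adipocyte markers averaged 0.94 against -0.23 to 0.15, and its endothelial markers 0.71 against -0.44 to -0.04. Its nuclear-encoded OXPHOS genes averaged -0.65 against -0.13 to 0.30. The mean correlation of its array with the other arrays, taken across genes, was 0.931, against 0.962 to 0.967 for the other young arrays. Old replicates 1 and 2 had mean correlations of 0.965 and 0.962, against 0.949 to 0.960 for the other old arrays. These 3 animals matter for the paper's own rhesus values. The rhesus Z ratios of Table S4 came out of the deposited data when young replicate 6 and old replicates 1 and 2 were left out of the group means. Over 35 genes of old against young muscle, the median absolute difference from the paper's Z ratios was then 0.00632, against 0.323 for the next best of 1764 choices of arrays and 1.44 for all 18. Over 36 genes of old against middle-aged muscle the corresponding differences were 0.00685, 0.289 and 0.593, and over 39 genes of middle-aged against young muscle they were 0.00451, 0.354 and 0.758. The paper's text names no monkey array as left out. Values are therefore given for all 18 animals, and values for the 15 animals, a choice made after the data were seen, stand beside them where they differ.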

We emphasize again that the three age groups selected (young, middle, and old) fall at similar time points along the lifespan curves of each organism (Fig. 1a, b). 

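Haemoglobin genes showed the largest rise between young and old monkey muscle, and more blood in the old biopsies was not excluded as its source. HBA1, an alpha-globin gene, rose by a log2 fold change of 4.16 (standard error 0.77), HBA2 by 3.68 and the beta-globin gene HBB by 3.58. HBA1 and HBA2 were higher in each of the 6 old animals than in any young animal. The kinase BRSK2 (log2 fold change -1.11), the amino acid transporter SLC7A5 (-0.74), the receptor tyrosine kinase RET (-0.61), the membrane transporter FLVCR2 (-0.52) and NKAPD1 (-0.38) fell, each with all old animals below all young animals. These 3 higher and 5 lower genes had an adjusted p of 0.0467 from limma. From middle-aged to old muscle, 20 genes rose and 36 fell. The largest rises were those of the ubiquitin ligase subunits FBXO6 (log2 fold change 0.87, adjusted p = 0.039) and KLHL21 (0.84, adjusted p = 0.0196), followed by PHTF2 (0.69), the vesicle transport factor TRAPPC12 (0.68), FUT6 (0.64), RANBP9 (0.64), TBC1D17 (0.63) and NUMA1 (0.58). The largest falls were those of SIPA1L3 (-0.93), MUCL3 (-0.86), ZNF331 (-0.82), NSG2 (-0.76), FLVCR2 (-0.69, adjusted p = 0.00515), the mRNA export factor THOC2 (-0.67), the interferon-induced enzyme OAS1 (-0.63) and the cholesteryl ester hydrolase NCEH1 (-0.63). Other probes of RET, NUMA1 and ZNF331 gave -0.03, 0.01 and 0.35. Over all genes, 18.0% of the variance between animals lay between the ages, more than regrouping gave (pseudo-F 1.65, exact permutation test over 2858856 partitions, p = 0.00829). The principal component PC1 held 22.7% of the variance and set young replicate 6 (39.4) apart from the other young animals (6.39 at most). PC2 held 12.4%, and all middle-aged animals (2.59 to 26.0) lay above all young animals (-9.64 to 1.73), while old animals (-16.6 to 3.92) overlapped with both. By limma, no gene passed between young and old muscle in 13 of the 18 fits that leave out 1 animal, with quantile normalization or without the filter on dim probes, and without young replicate 6 alone 54 genes did. Of the 56 genes called between middle-aged and old muscle, the count fell to 1 without middle-aged replicate 6 or without old replicate 4, and 16 of the 18 such fits called fewer genes. With the 15 animals alone, 6 genes rose and 19 fell between young and old muscle, with BRSK2, SLC7A5 and FLVCR2 shared, 2 rose and 2 fell between middle-aged and old muscle, with KLHL21, ZNF331 and FLVCR2 shared, and the separation of the ages had p = 3.1e-04 in the same exact permutation test.

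**Figure D1:**
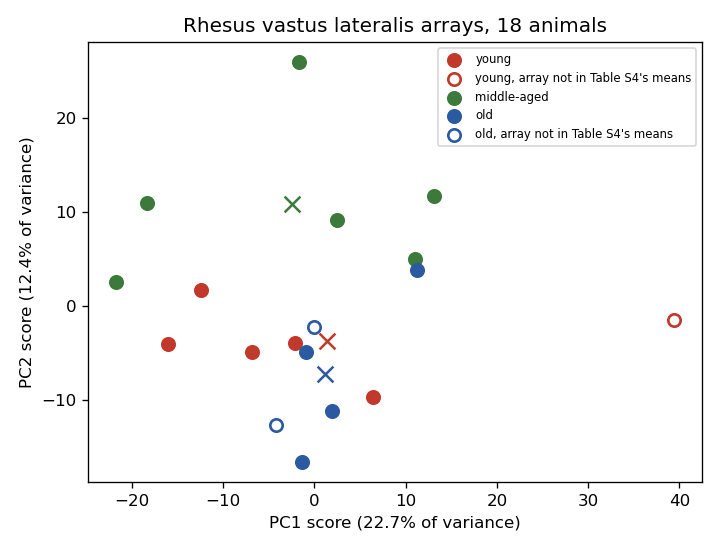
Scores of the 18 animals on PC1 (22.7% of the variance) and PC2 (12.4%) over 8589 genes, coloured by age, with crosses at the group means. Open circles mark the 3 animals that are not in the means of Table S4, and the open young circle at a PC1 score of 39.4 is young replicate 6.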

Principle component analysis (PCA) revealed a very distinct separation of the three age groups among each species for genes (Fig. 1c) and pathways (Fig. 1d). Notably, young animals/humans are more closely related to their middle-aged counterparts than to old individuals, and this pattern is consistent among all species studied. 

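Between young and middle-aged muscle, 2 genes fell and none rose. The homeobox transcription factor PBX3 fell by a log2 fold change of 1.06 (standard error 0.17, adjusted p = 0.0314) and PECR, a peroxisomal enoyl-CoA reductase, by 0.71 (standard error 0.10, adjusted p = 0.00947), and both were lower in all 6 middle-aged animals than in any young animal. In 9 of the 18 fits that leave out 1 animal, 1 gene passed. The haptoglobin-related gene HPR had the largest positive difference among the next genes, with a log2 fold change of 1.69, followed by TEDDM1 (0.50), LMBRD1 (0.43) and the clock repressor NR1D1 (0.40). These 4 genes did not pass limma's test (adjusted p = 0.145). At an unadjusted p under 0.05, 361 genes were higher and 593 lower in middle-aged than in young muscle. The mean profiles of young and middle-aged muscle lay 0.223 log2 units apart (root mean square over 8589 genes), those of young and old muscle 0.219, and those of middle-aged and old muscle 0.235. The distance from young to old exceeded that from young to middle-aged by -0.00334, which regrouping the middle-aged and old animals could not tell from 0 (exact permutation test, two-sided, p = 0.859). With quantile normalization the difference was 0.00370. For the 15 animals the distances were 0.231, 0.276 and 0.258, and the difference was 0.0456 (exact permutation test, two-sided, p = 0.19).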

The pattern is also consistent with the idea that young and middle-aged groups fall closer to each other on the lifespan trajectory than the middle-aged and old groups (Fig. 1a, b).

**Fig. 1:**
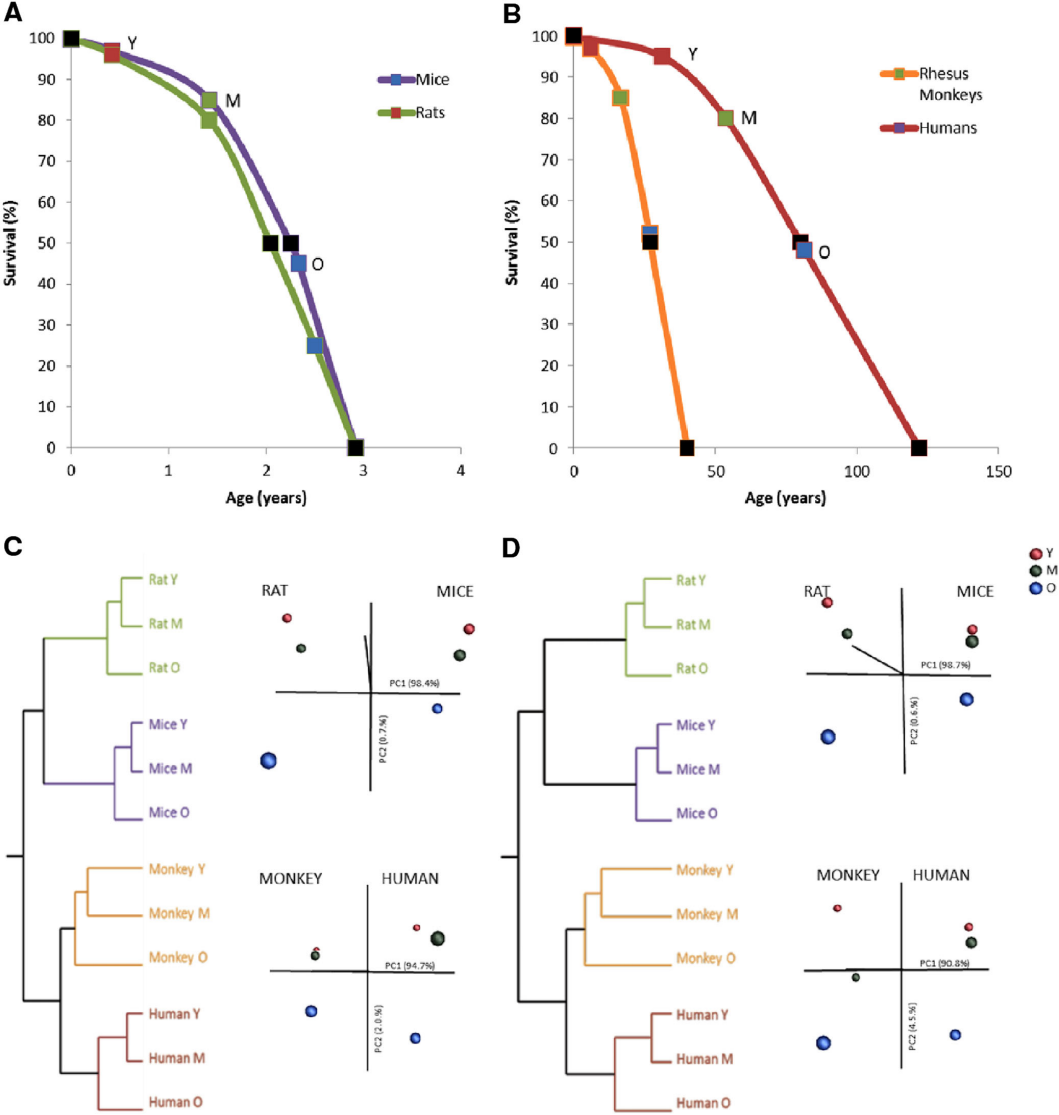

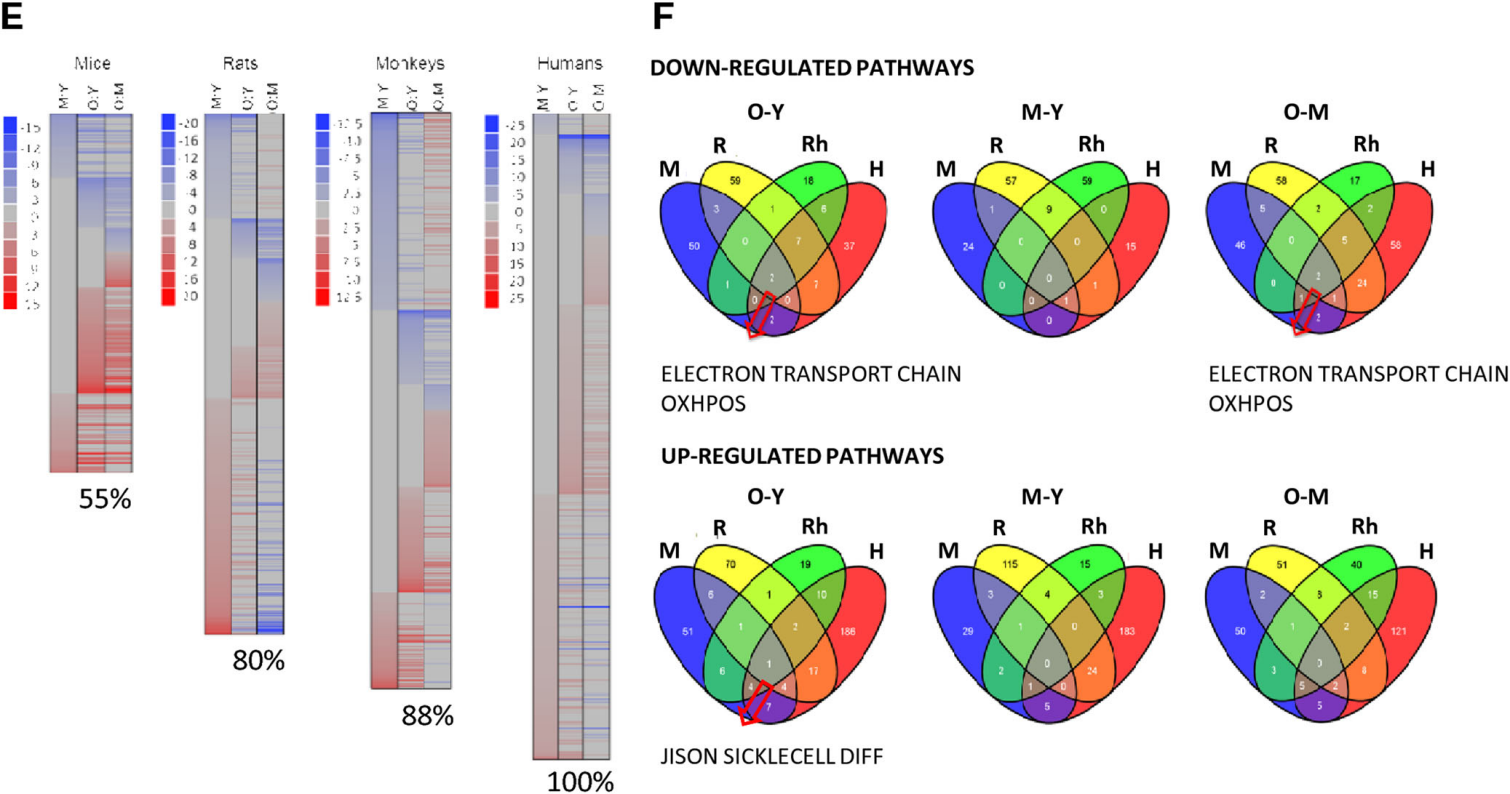
Identification of disrupted mitochondrial homeostasis as a common age-related signature across species. Mean and maximum lifespan curves for mice and rats (**a**), and rhesus monkeys and humans (**b**). Data were taken from the following references: mice mean^76^ and maximum^77^ lifespan, rat mean^78^ and maxium^78^ lifespan, rhesus mean^79^ and maximum^79^ lifespan and human mean (https://www.nia.nih.gov/research/publication/global-health-and-aging/living-longer) and maximum^80^ lifespan. *Black squares* represent mean and maximum lifespan, whereas *red*, *green*, and *blue squares* stand for young, middle-aged, and old species, respectively. PCA analysis from **c** genes and **d** pathways of mice, rats, rhesus monkeys, and humans of different ages are shown in *red* (Y, young), *green* (M, middle-aged), and *blue* (O, old). **e** Parametric analysis of gene-set enrichment (PAGE) was performed on micro-array data from different species. Columns show every gene set significantly upregulated (*red*) or downregulated (*blue*) by age. **f** Venn diagrams showing the up and downregulated gene set interactions between the different species and ages. Full names and Z-ratios for each of the gene set represented in the Venn diagrams are presented in the supplemental material (Table S5)

To further define the role of age in modifying skeletal muscle gene expression in diverse species, we performed parametric analysis of gene set enrichment (PAGE), a computational method that determines differences between genes and pathways using *a priori* defined gene sets.^32^ 

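Heat shock protein genes had higher mean levels in middle-aged than in young or old monkey muscle, and chance was not excluded. Of 100 splits of the animals, the real one included, 20 and 29 gave a camera p as low in these comparisons. From young to middle-aged muscle the list of 21 genes rose, with a median log2 fold change of 0.27 and 17 genes above 0 (adjusted p = 0.00131 from camera, adjusted p = 0.906 with an estimated correlation). From middle-aged to old muscle it fell, with a median of -0.25 and 14 genes below 0 (adjusted p = 0.00541 from camera, adjusted p = 0.82 with an estimated correlation). CRYAB, a small heat shock protein, had a log2 fold change of 1.19 between young and middle-aged muscle and passed when adjusted over the list alone. DNAJA1 (-0.92), HSPA8 (-0.67), HSPB8 (-0.64) and HSPD1 (-0.56) did so between middle-aged and old muscle, where HSPB2 (0.45) had the opposite sign. The fall did not pass without middle-aged replicate 3 (median -0.13, adjusted p = 0.0665). Immediate early genes also rose from young to middle-aged muscle (median 0.12, 16 of 22 genes above 0, adjusted p = 0.0114 from camera, adjusted p = 0.906 with an estimated correlation). Their largest values were those of FOS (2.43), EGR1 (1.59), FOSB (0.93) and IER5 (0.88), against -0.50 for IER3. This list did not pass without young replicate 4 (adjusted p = 0.0532) or without middle-aged replicate 1 (adjusted p = 0.133) or 3 (adjusted p = 0.0537). Its median ran from 0.061 without middle-aged replicate 1 to 0.30 without young replicate 6 (adjusted p = 0.00747). It was 0.30 over the 15 animals as well (adjusted p = 0.0013 from camera, adjusted p = 0.919 with an estimated correlation). From middle-aged to old muscle the median of this list was -0.09 (16 genes below 0, adjusted p = 0.188 from camera, adjusted p = 1.8e-08 from PAGE). Over the 15 animals it was -0.21 there (19 genes below 0, adjusted p = 0.0157 from camera, adjusted p = 0.669 with an estimated correlation). Fibroblast and matrix genes fell from young to middle-aged muscle (median -0.27, 21 of 25 genes below 0, adjusted p = 0.0323 from camera, adjusted p = 0.906 with an estimated correlation), with COL1A2 at -1.42, COL1A1 at -1.14, COL5A2 at -0.91 and COL15A1 at -0.64. Without young replicate 6, whose matrix genes stood highest, and old replicates 1 and 2 this median was -0.02 (adjusted p = 0.626). The list did not pass either without young replicate 2 (adjusted p = 0.0602) or without middle-aged replicate 2 (adjusted p = 0.265) or 3 (adjusted p = 0.15). Erythrocyte markers rose between young and old muscle (median 1.15, 5 of 7 genes above 0, adjusted p = 1.4e-04 from camera, adjusted p = 0.269 with an estimated correlation), and 4 of them passed when adjusted over the list alone: the 3 globin genes and ALAS2, the erythroid enzyme of haem synthesis (log2 fold change 1.15). ALAS2 stood at 3.50 in old replicate 3 and at 0.08 to 1.66 in the other old animals, and without this animal the median of the list was 0.67 (adjusted p = 4.4e-04 from camera). Of the 37 lists, camera called 1 higher and 1 lower between young and old muscle, 0 higher and 6 lower between middle-aged and old, and 5 higher and 1 lower between young and middle-aged. PAGE, recomputed on the same lists but with their dim genes included, called 11 higher and 4 lower, 9 and 9, and 10 and 3. No list passed with an estimated correlation. In the 15 animals, camera called 4 higher and 5 lower, 1 and 7, and 5 and 2, and PAGE 7 and 7, 11 and 9, and 9 and 6.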

PAGE analysis revealed that as one moves from mice to humans, pathway complexity increases, and as mammals age, there is predominantly an upregulation of pathways in all species (Fig. 1e, and Table S2). Furthermore, this analysis indicates that aging leads to perturbations in pathways associated with energy metabolism (i.e., oxidative phosphorylation, glucose, and fatty acid metabolism), diabetes (synthesis and function of insulin, IGF, and ghrelin), immune response and protein synthesis (Table S3). 

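Genes of cytosolic ribosomal proteins had lower mean levels in old than in young and in middle-aged monkey muscle, and chance was not excluded. Of 100 splits of the animals, the real one included, 26 and 31 gave a camera p as low in these comparisons. Between young and old muscle the list fell, with a median log2 fold change of -0.13 and 47 of 62 genes below 0 (adjusted p = 0.00243 from camera, adjusted p = 0.998 with an estimated correlation). From middle-aged to old muscle it fell with a median of -0.11 and 53 genes below 0 (adjusted p = 9.8e-06 from camera, adjusted p = 0.809 with an estimated correlation). RPS4X (-0.34), RPL12 (-0.30) and RPL17 (-0.24) were among the genes with lower values in old against young muscle and RPS18 (-0.35), RPS14 (-0.33) and RPS27 (-0.31) in old against middle-aged muscle, while RPS27L had 0.39 and RPS9 0.27. No ribosomal gene passed on its own over all 18 animals, also when adjusted over the list alone. Over the 15 animals, 1 was lower in each of these comparisons when adjusted over the list alone. By camera, TCA cycle, glycolysis, fatty acid oxidation and glycogen metabolism genes did not pass between young and old muscle. TCA cycle genes had a median of -0.06 (10 of 14 below 0, adjusted p = 0.912), glycolysis genes 0.02 (8 of 15 above 0, adjusted p = 0.748), fatty acid oxidation genes -0.06 (11 of 20 below 0, adjusted p = 0.993) and glycogen metabolism genes 0.16 (9 of 12 above 0, adjusted p = 0.284). PAGE called the glycogen list there over all 18 animals (Z of 2.40, adjusted p = 0.0436) and not over the 15 (Z of 0.23, adjusted p = 0.869), where its median was -0.0069. Young replicate 6 had a glycogen score of -0.52 against -0.07 to 0.19 in the other young animals. Its TCA cycle score was -0.62 against -0.09 to 0.30. Over the 15 animals the TCA cycle median between young and old muscle was -0.19 (adjusted p = 0.113 from camera, adjusted p = 0.0534 from PAGE). In old against middle-aged muscle the glycogen list had a median of 0.20 (adjusted p = 0.225 from camera, adjusted p = 0.0354 from PAGE, and adjusted p = 0.0738 from PAGE over the 15 animals). There, 4 of its genes were higher when adjusted over the list alone, among them PPP1R3A (0.65), which targets a phosphatase to glycogen, and the phosphorylase kinase subunits PHKG1 (0.47) and PHKB (0.43), and PYGL (-0.27) was lower. SLC2A4, the insulin-responsive glucose transporter, had a log2 fold change of 0.33 in this comparison and passed over its list alone. Proteasome genes had a median of 0.10 (21 of 29 above 0, adjusted p = 0.253 from camera). PSMD11 (0.30) and PSMD3 (0.29) were higher and PSMD5 (-0.36) lower when adjusted over the list alone. The proteasome median over the 15 animals was 0.19 (adjusted p = 0.114 from camera, adjusted p = 0.01 from PAGE). Interferon response genes (median -0.04, 5 of 9 below 0, adjusted p = 0.901) and MHC class II genes (5 of 10 above 0, adjusted p = 0.926) did not pass between young and old muscle. The ribosomal medians over the 15 animals were -0.21 (adjusted p = 2.3e-06) and -0.17 (adjusted p = 4.1e-08), with adjusted p = 0.639 and 0.669 with an estimated correlation. Without young replicate 2 (median -0.095, adjusted p = 0.0546) or old replicate 4 (-0.084, adjusted p = 0.267) the list did not pass between young and old muscle. Middle-aged replicate 6 had a ribosomal score of 0.38 against -0.03 to 0.08 in the other middle-aged animals, and without it the median between middle-aged and old muscle was -0.070 (adjusted p = 0.0119 from camera), while without old replicate 1 it was -0.18.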

Our transcriptional profiling also revealed an age-induced increase in the inflammatory response (a list of the top 20 up and downregulated inflammatory genes can be found in Table S4). 

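STAT3, a transcription factor of cytokine signaling, had the clearest difference among inflammatory genes between young and old monkey muscle. Its log2 fold change was 0.45 (standard error 0.12, adjusted p = 0.133 from limma), and it was the only gene of the inflammatory response list that passed when adjusted over the list alone. PLA2G2A, a secreted phospholipase, had a log2 fold change of 1.64 (adjusted p = 0.272), haptoglobin (HP) 0.58 and the cytokine signaling inhibitor SOCS3 0.28. IL18 and LCN2 were at 0.36 and 0.46 in middle-aged against young muscle and at -0.36 and -0.50 in old against middle-aged muscle. Neither passed there, also when adjusted over the list alone, and each had 1 outlying middle-aged animal. IL18 stood at 7.32 in replicate 6 (6.42 to 6.75 in the other middle-aged animals) and LCN2 at 1.83 in replicate 5 (0.11 to 0.30). The list of inflammatory response genes, 20 of 50 tested, had a median log2 fold change of 0.07 between young and old muscle, with 12 genes above 0 (adjusted p = 0.284 from camera). Between young and middle-aged muscle the median was 0.08 (adjusted p = 0.157), and between middle-aged and old muscle it was 0.07, while camera's statistic pointed downward (adjusted p = 0.914). Complement genes had a median of 0.08 between young and old muscle (8 of 11 above 0, adjusted p = 0.363), with CFB at 1.01 and C1S at 0.56. Macrophage markers had a median of 0.14 (13 of 14 above 0, adjusted p = 0.284), with LYZ at 0.68, C1QB at 0.52, C1QC at 0.40 and CD163 at 0.28. PAGE called the inflammatory (adjusted p = 6.7e-05), complement (adjusted p = 2.6e-06) and macrophage (adjusted p = 6.0e-04) lists higher between young and old muscle over all 18 animals. It took 49, 16 and 23 genes of these lists, dim ones included, and so differs from camera in genes as well as in test. Young replicate 6 had higher scores than the other young animals for macrophage markers (0.90 against -0.52 to 0.37), complement genes (0.75 against -0.51 to 0.10) and inflammatory response genes (0.26 against -0.32 to 0.02). Old replicates 1 and 2 had lower scores than the other old animals for inflammatory response genes (0.01 and -0.03 against 0.08 to 0.16). The same held for complement genes (-0.11 and -0.15 against -0.03 to 0.54) and macrophage markers (-0.01 and -0.31 against 0.05 to 0.63). Without young replicate 6 alone the inflammatory list did not pass by camera (median 0.11, adjusted p = 0.0563). The 15 animals leave out young replicate 6 and old replicates 1 and 2. By camera over them, the inflammatory list was higher in old muscle (median 0.11, adjusted p = 0.042). So were the complement (0.36, adjusted p = 0.00627) and macrophage (0.51, adjusted p = 4.1e-04) lists. Each had an adjusted p = 0.639 with an estimated correlation. STAT3 then passed over all genes (0.62, adjusted p = 0.0412). The inflammatory list was also higher in middle-aged than in young muscle there (0.10, adjusted p = 0.0329 from camera, adjusted p = 0.919 with an estimated correlation), and from middle-aged to old muscle it passed by PAGE (adjusted p = 0.0199). The cytokine genes TNF, IL1B and IL6 were too dim on these arrays to be tested.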

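Genes of the electron transport chain and of oxidative phosphorylation (OXPHOS) had lower mean levels in old than in middle-aged monkey muscle, and chance was not excluded. Of 100 splits of the animals, the real one included, 19 gave a camera p as low for each list. The 59 tested nuclear-encoded OXPHOS genes had a median log2 fold change of -0.21, with 49 below 0 (adjusted p = 3.2e-05 from camera, adjusted p = 0.82 with an estimated correlation), and the 46 electron transport genes -0.20, with 38 below 0 (adjusted p = 5.8e-04 from camera, adjusted p = 0.82 with an estimated correlation). The ATP synthase subunit ATP5MG (-0.48, other probe 0.01) and the complex I subunits NDUFB3 (-0.39), NDUFB8 (-0.38) and NDUFA11 (-0.31) had the lowest p among them, against 0.37 for COX6A2. No single gene passed, also when adjusted over the list alone. Between young and middle-aged muscle both lists rose (OXPHOS median 0.12, 45 genes above 0, adjusted p = 0.00734 from camera, adjusted p = 0.906 with an estimated correlation, electron transport chain adjusted p = 0.0114 from camera, adjusted p = 0.906 with an estimated correlation), with NDUFC1 at 1.65, NDUFB9 at 1.05 and UQCRH at 0.46, against -0.35 for NDUFB1. Between young and old muscle neither list passed by camera or PAGE, with an OXPHOS median of -0.06 (40 genes below 0, adjusted p = 0.284) and an electron transport median of -0.05 (29 genes below 0, adjusted p = 0.363). NDUFB8 (-0.37), NDUFB1 (-0.24) and ATP5F1E (-0.24) were among the lower genes, NDUFC1 (1.25) and NDUFB9 (0.79) among the higher. The comparisons with young muscle turned on young replicate 6, whose OXPHOS genes were lowest and whose matrix, fat and vessel markers were highest. Without it the OXPHOS median was -0.21 between young and old muscle (adjusted p = 1.3e-08) and -0.01 between young and middle-aged muscle (adjusted p = 0.774). These p-values are from camera at the preset correlation, and the estimated correlation was not run with this animal alone left out. The rise from young to middle-aged muscle did not pass either without middle-aged replicate 2 (adjusted p = 0.0576) or 6 (adjusted p = 0.102), and that of the electron transport list also not without young replicate 3 (adjusted p = 0.0628) or middle-aged replicate 3 (adjusted p = 0.0513). With neqc or quantile normalization neither list passed from young to middle-aged muscle (adjusted p = 0.0763 and 0.068 from camera, the same for both lists). Without young replicate 4 the medians were 0.20 for OXPHOS and 0.21 for electron transport. Over the 15 animals the OXPHOS median was -0.22 between young and old muscle (52 genes below 0, adjusted p = 1.0e-06 from camera, adjusted p = 0.639 with an estimated correlation) and -0.23 between middle-aged and old muscle (adjusted p = 2.1e-06 from camera, adjusted p = 0.669 with an estimated correlation). Slow fibre genes moved with this list between middle-aged and old muscle, with a median of -0.44 and all 10 below 0 (adjusted p = 0.188 from camera, adjusted p = 6.8e-12 from PAGE). The estimated correlation of slow fibre genes was 0.61, and with it camera gave an adjusted p = 0.882. Fast fibre genes had a median of 0.01 (adjusted p = 0.812 from camera, adjusted p = 0.0354 from PAGE, upward). The fast fibre median over the 15 animals was -0.096, and PAGE did not call it (adjusted p = 0.688). In the same comparison over all 18 animals, macrophage markers had a median of 0.26 (adjusted p = 0.496 from camera, 1.7e-05 from PAGE). Fibroblast and matrix genes had 0.13 (adjusted p = 0.631 from camera, 5.3e-04 from PAGE) and endothelial markers -0.22 (adjusted p = 0.12 from camera, 0.0142 from PAGE).

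**Figure D2:**
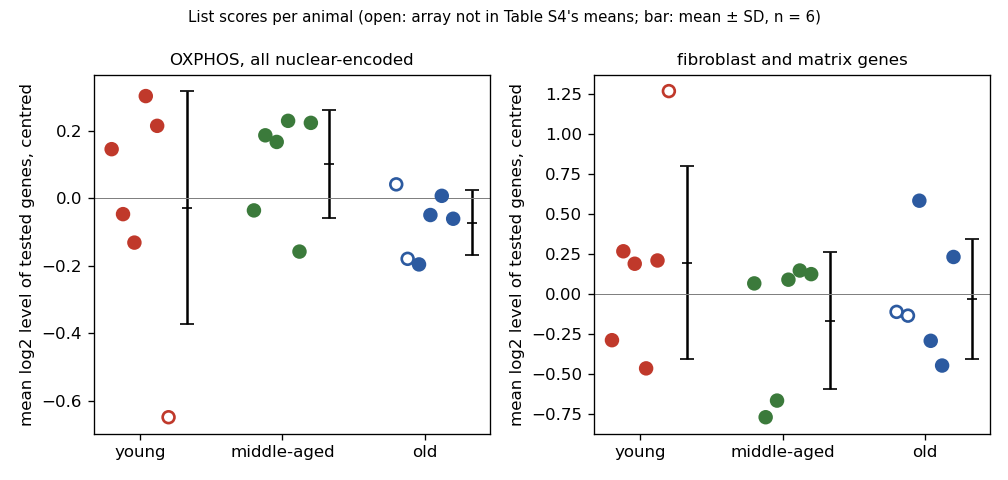
Mean log2 level of the 59 OXPHOS genes (left) and of the 25 fibroblast and matrix genes (right) in each animal, relative to the mean of the 18 animals, with the mean ± SD of each age (n = 6) as a bar and the 3 animals outside the means of Table S4 as open circles. OXPHOS scores ran from -0.20 to 0.04 in old animals and from -0.16 to 0.23 in middle-aged animals, and young replicate 6 lay lowest on the left and highest on the right.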

Notably, only two downregulated pathways, ETC and OXPHOS, were common among all four species in response to aging (Fig. 1f, and Table S5). To define the interacting networks and canonical pathways that are associated with muscle aging, ingenuity pathway analysis (IPA) was performed. IPA identified multiple genes encoding various canonical signaling pathways that were modulated by age, including mitochondrial dysfunction and the IGF-1/mTOR signaling pathways (Figs. S2–S4 from A–D). Collectively, our array data and subsequent analysis identify the highly conserved pathways of mitochondrial function, inflammatory responses, and nutrient sensing networks as common denominators of aging.

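Among single mitochondrial genes of the networks in Fig. S2, some had lower and some higher mean levels in old than in young monkey muscle, none past the test. The antioxidant protein gene PARK7 had a log2 fold change of -0.28 (standard error 0.16), cytochrome c (CYCS) -0.33 (standard error 0.23), the glycerol phosphate shuttle enzyme GPD2 -0.39, the complex I assembly factor NDUFAF1 -0.26 and the complex IV subunit COX4I1 -0.16. Positive values were those of SOD2, the mitochondrial superoxide dismutase (0.44), the monoamine oxidase MAOA (0.42), the protease FURIN (0.26) and the uncoupling protein UCP2 (0.19). For these 9 genes limma's adjusted p ran from 0.447 for MAOA to 0.854 for COX4I1. COX4I1 had, between middle-aged and old muscle, -0.43 (adjusted p = 0.289). Young replicate 6 had lower levels of CYCS (1.42 against 2.80 to 3.07 on the scaled log2 axis), PARK7 (4.81 against 5.54 to 5.72) and SOD2 (4.22 against 5.16 to 5.57) than the other young animals. PARK7 had, in the 15 animals, a log2 fold change of -0.58 (adjusted p = 0.0567), CYCS -0.61 (adjusted p = 0.114), GPD2 -0.66 and MAOA 0.66 (adjusted p = 0.137) between young and old muscle, still short of the threshold.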

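Nuclear genes of mitochondrial upkeep did not pass by camera as lists in any comparison of the 3 ages. Genes of mitochondrial fusion, fission and mitophagy had a median log2 fold change of 0.26 between middle-aged and old muscle, with 11 of 13 above 0 (adjusted p = 0.0642 from camera), and passed by PAGE (Z of 4.23, adjusted p = 7.3e-05). This median was 0.15 over the 15 animals (adjusted p = 8.6e-05 from PAGE). The same list had a median of 0.05 between young and old muscle (adjusted p = 0.459 from camera, adjusted p = 0.0344 from PAGE, and adjusted p = 0.152 from PAGE over the 15 animals) and of -0.11 between young and middle-aged muscle (adjusted p = 0.241 from camera, and adjusted p = 0.0192 from PAGE over the 15 animals). Mitochondrial biogenesis factors had a median of -0.09 between young and old muscle, with 9 of 13 below 0 (adjusted p = 0.926). Its mitochondrial transcription factors went both ways: TFB2M, which helps to start mitochondrial transcription, had 0.40 and TFB1M, a methyltransferase of mitochondrial ribosomal RNA, -0.41, and both passed when adjusted over the list alone. From the array data, PAGE and the IPA, the paper concludes that pathways of mitochondrial function, inflammation and nutrient sensing are shared denominators of aging in the species studied.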

### Aging leads to altered mitochondrial composition

To gain insights into the molecular events underlying the putative mitochondrial dysfunction, we examined the effects of aging on mitochondrial content in skeletal muscle. The protein complexes of the OXPHOS system are encoded by the mitochondrial and nuclear genomes, and a coordinated control of these two genomes is required to maintain mitochondrial integrity. Quantitative PCR of a number of nuclear-encoded and mitochondrial-encoded transcripts revealed that the former are largely unchanged between young, middle-aged, and old mouse samples (Fig. 2a–c). Conversely, analysis of the mtDNA encoded genes indicated a general trend of reduced expression in the old mouse samples, which was statistically significant in 8 of 12 genes examined (Fig. 2a–c). In rhesus monkeys, an overall downregulation of both nuclear and mitochondrial-encoded OXPHOS messenger RNAs (mRNAs) was observed with age (Fig. 2d–f). Notably, in humans, expression of mitochondrial and nuclear-encoded transcripts decreased with age (Figs. 2g–i), even if a major preservation of gene transcription level in mitochondria than nucleus was found at least until middle age. Importantly, this is one of the major differences comparing different species in terms of mitochondrial transcripts.

**Fig. 2:**
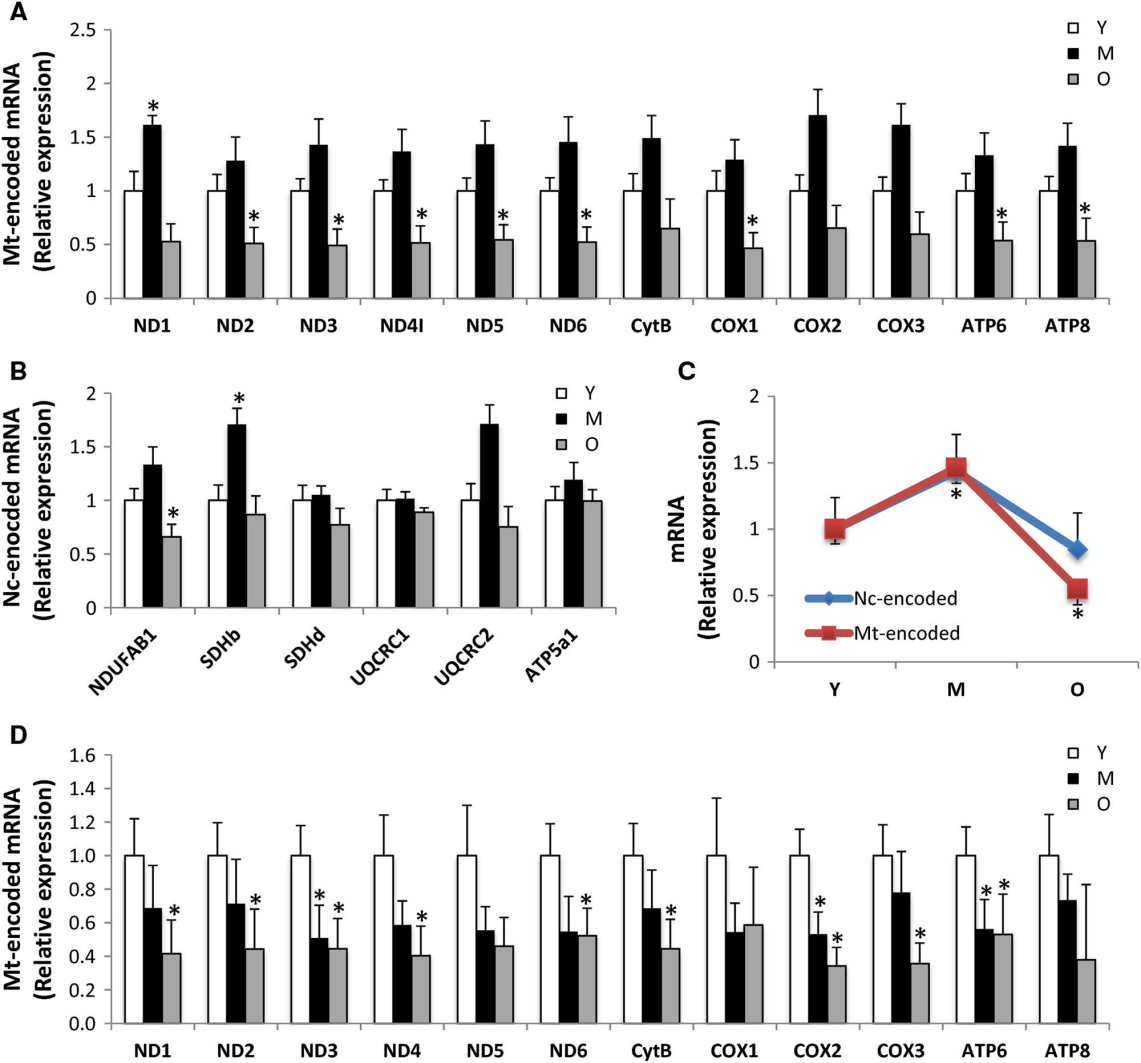

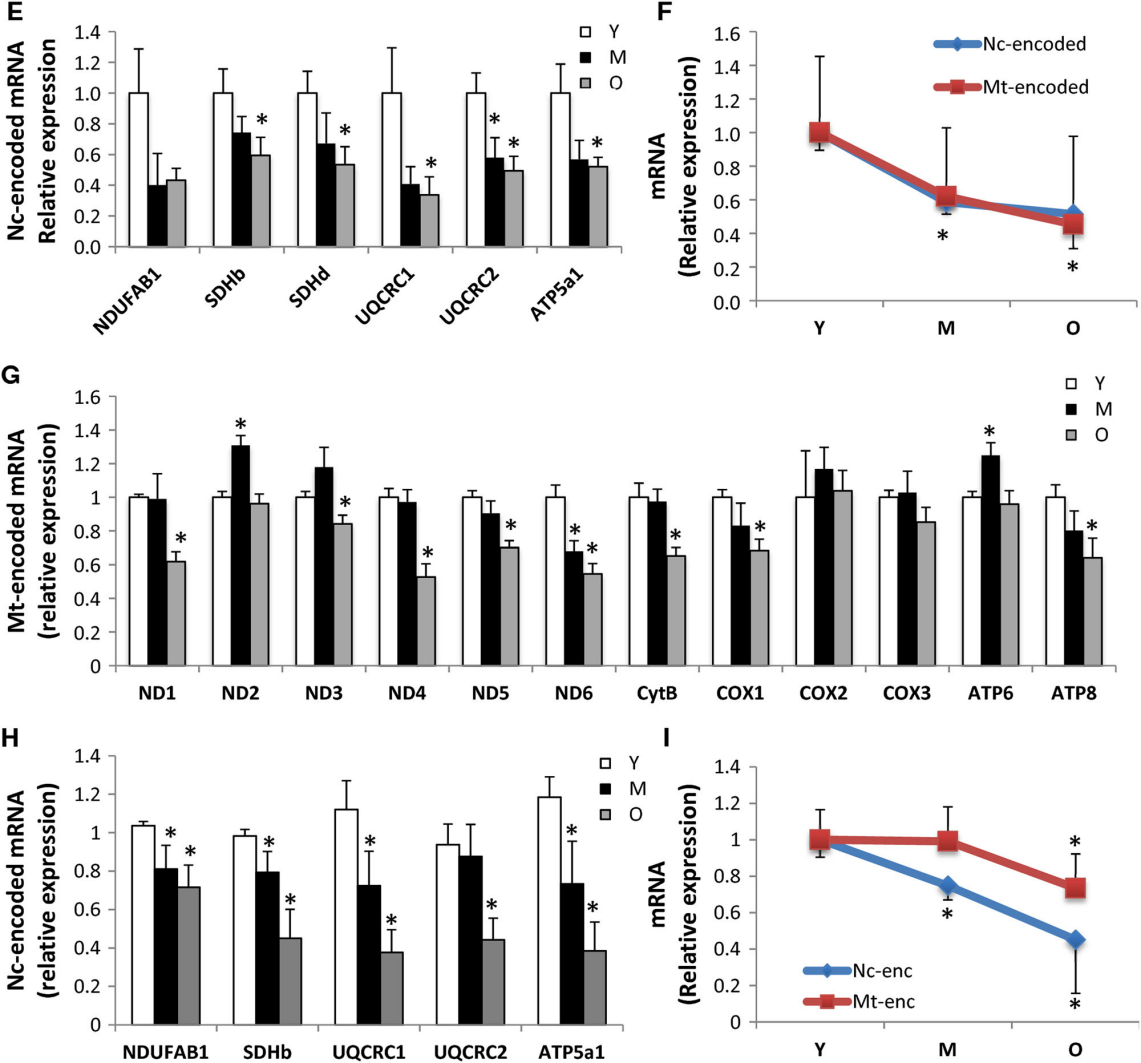

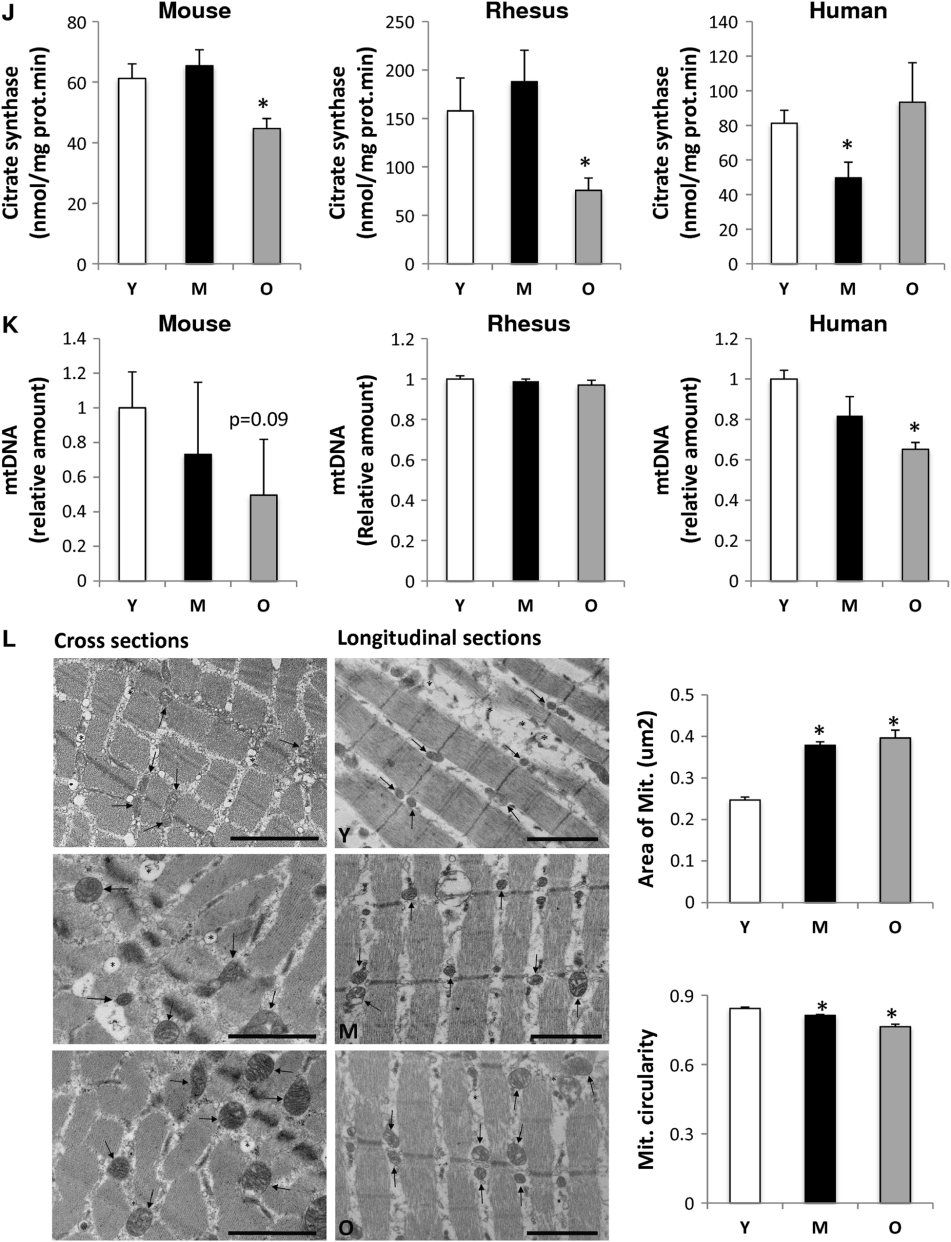

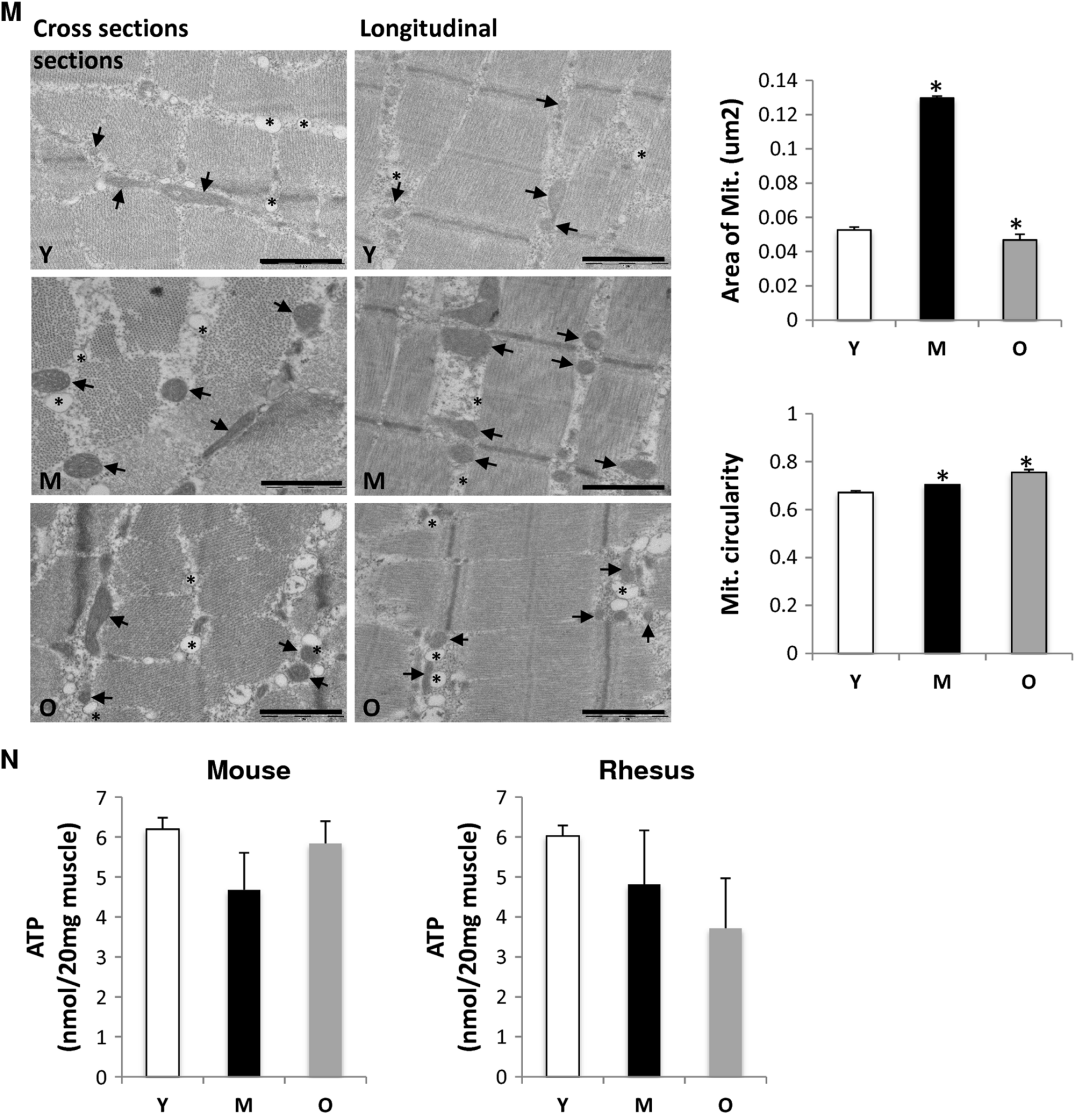
Mitochondrial composition is altered with age. Mitochondrial-encoded (ND1-6, CytB, COX1-3, ATP6, and ATP8) and nuclear-encoded (NDUFAB1, SDHb, SDHd, UQCRC1-2, ATP5a1) mRNA analyzed by quantitative RT-PCR in skeletal muscle of young (Y), middle-aged (M), and old (O) mice (M) (**a**–**c**), rhesus monkeys (Rh) (**d**–**f**) and humans (H) (**g**–**i**). Relative expression values were normalized to young within each species. **j** Citrate synthase activity measured in skeletal muscle of young (Y), middle-aged (M), and old (O) species. **k** Mitochondrial DNA content analyzed by quantitative PCR in skeletal muscle of young (Y), middle-aged (M), and old (O) mice, rhesus monkeys and humans. Relative expression values were normalized to young. Electronic microscopy analysis of skeletal muscle of young (Y), middle-aged (M), and old (O) mice **(l)** and rhesus monkeys **(m)** and the respective mitochondrial area quantification and circularity. *Arrows* indicate intermyofibrillar mitochondria; *asterisks* indicate sarcoplasmic reticulum. Bars equal to 1 µm. **n** Cellular ATP content from skeletal muscle of young (Y), middle-aged (M), and old (O) mice and rhesus monkeys. *p < 0.05 vs. young. Values are expressed as mean ± SEM

To specifically assess the influence of age on markers of mitochondrial content in skeletal muscle, three different approaches were taken. First, we measured citrate synthase activity, an enzyme found in the mitochondrial matrix, and observed that this activity was significantly lower in the skeletal muscle of aged mice and monkeys compared to their younger counterparts (Fig. 2j). In humans, lower levels of citrate synthase activity were observed in middle-aged individuals as compared to young, yet no differences were observed between young and old participants (Fig. 2j). Second, we quantified mtDNA, which was found to be lower in the skeletal muscle of aged mice and humans, although this finding was not recapitulated in monkeys (Fig. 2k). Third, electron microscopy revealed that the mitochondrial size increased with age in the skeletal muscle of mice, in accordance with prior work,^33^ while in monkeys, mitochondrial size increased at middle-age, before decreasing in the old animals (Fig. 2l, m). Notably, during aging, a difference in the shape of mitochondria was observed in both aged mice and rhesus monkeys (Fig. 2l, m). Whereas the mitochondria were less rounded in old muscle of mice, a significant proportion of the organelles were more rounded in shape in the muscle of old monkeys (Fig. 2l, m). Although electron microscopy analysis was unable to be performed in humans due to limited material, previous studies have revealed that a significant proportion of mitochondria are abnormally enlarged and more rounded in shape.^34, 35^ Thus, despite the instances of variability, the overall picture indicates an altered expression or organization of mitochondrial components with age. Consistent with this conclusion, and in agreement with a previous study that showed a reduced mitochondrial ATP production in skeletal muscle of old healthy individuals,^36^ cellular ATP levels tended to be decreased in the skeletal muscle of old monkeys compared to their younger counterparts, whereas this was not seen in old mice (Fig. 2n). Thus, the results collectively indicate a conserved evolutionary age-dependent decrease in mitochondrial content and function.

### Aged skeletal muscle displays a decrease in OXPHOS complexes in primates

In mammalian mitochondria, the respiratory chain supercomplexes form ‘‘respirasomes’’ structures, which mainly comprise complexes I assembled to complex III and IV.^14, 37^ To elucidate whether aging alters structural organization of the respiratory chain, the composition of the different OXPHOS complexes in skeletal muscle lysates from rats, rhesus monkeys and humans was analyzed by blue native gel electrophoresis (BNE) in combination with in-gel activity using digitonin for solubilization, as this retains inner mitochondrial membrane supercomplexes (Figs. 3–5).^14^ Figure 3a shows the five OXPHOS complexes as well as the supercomplex S in the skeletal muscle of rats. No differences in the content of ETC complexes were observed in rat skeletal muscle upon age (Fig. 3b and Fig. S5A–F). However, unlike rats, coomassie- or silver-staining and subsequent densitometric analysis showed a combined age-related OXPHOS alteration in skeletal muscle of monkeys, with significantly lower amounts of complex V (Fig. 4a left panel,  + b, d–e and Fig. S6A–F). Densitometric analysis also revealed a tendency towards reduced levels of the supercomplex S in the old monkeys, indicative of less effective electron transport with age (Fig. 4b + d–e and Fig. S7).^38^ Additionally, an in-gel activity assay suggested a downregulation of complex I with age in muscle lysates of monkeys (Fig. 4a right panel + c, and Fig. S7), in line with the tendency for reduced supercomplex formation, as the presence of respirasomes is necessary for the stability and function of complex I. Cardiolipin, a phospholipid specific to the inner mitochondrial membrane, can also integrate into the structure of the respiratory complexes and aids in binding the complexes together into a supercomplex.^39^ A preliminary method was carried out to determine the ratio of tetra linoleoyl cardiolipin to tri-linoleoyl-mono-oleoyl cardiolipin (L4/L3O), the two most abundant cardiolipin species in muscle tissue, in subsarcolemmal and intermyofibrillar mitochondria in young and old monkeys. While, the data is not quantitative, the preliminary results suggest that the L4/L3O ratio trends lower in aged skeletal muscle (Fig. 4f). Although no significance was reached for the different complexes (supercomplex S, III, IV, V) in the skeletal muscle of humans due to the high degree of sample variability, the amount of all OXPHOS complexes was reduced with age (Fig. 5a, b and Fig. S8A–E). The above data show a commonality between rhesus monkeys and humans, indicating a reduction in OXPHOS complexes with age, an observation that is consistent with the IPA (Fig. S2A–D).

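At the level of mRNA in these monkeys, genes of complex I and complex V had lower mean levels in old than in middle-aged muscle, and chance was not excluded. Of 100 splits of the animals, the real one included, 15 and 22 gave a camera p as low. The 27 tested complex I genes had a median log2 fold change of -0.24, with 22 below 0 (adjusted p = 0.00108 from camera), and the 13 complex V genes -0.23, with 11 below 0 (adjusted p = 0.00541). Both had an adjusted p = 0.82 with an estimated correlation. Complex III genes (median -0.11, all 5 below 0, adjusted p = 0.234), complex IV genes (-0.15, 8 of 10 below 0, adjusted p = 0.225) and complex II genes (-0.01, 2 of 3 below 0, adjusted p = 0.759) did not pass. Between young and old muscle no complex passed by camera, and complex V did by PAGE (Z of -2.34, adjusted p = 0.0472). Complex I had a median of -0.06 (19 genes below 0, adjusted p = 0.284) and complex V -0.10 (11 genes below 0, adjusted p = 0.284), while complex IV genes were split evenly around 0 (adjusted p = 0.993). Complex I genes rose from young to middle-aged muscle (median 0.11, 23 genes above 0, adjusted p = 0.033 from camera, adjusted p = 0.906 with an estimated correlation), and over the 15 animals this median was -0.04 (adjusted p = 0.814). It did not pass when young replicate 3 or 6 or middle-aged replicate 2, 3, 4 or 6 alone was left out (adjusted p from 0.0827 to 0.799), and the median was 0.18 without young replicate 4. NDUFB1 was lower over this interval when adjusted over the complex I list alone. Over the same 15 animals, complex I (median -0.23, adjusted p = 2.6e-05) and complex V (median -0.23, adjusted p = 0.00458) were lower in old than in young muscle by camera, with adjusted p = 0.639 with an estimated correlation.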

**Fig. 3:**
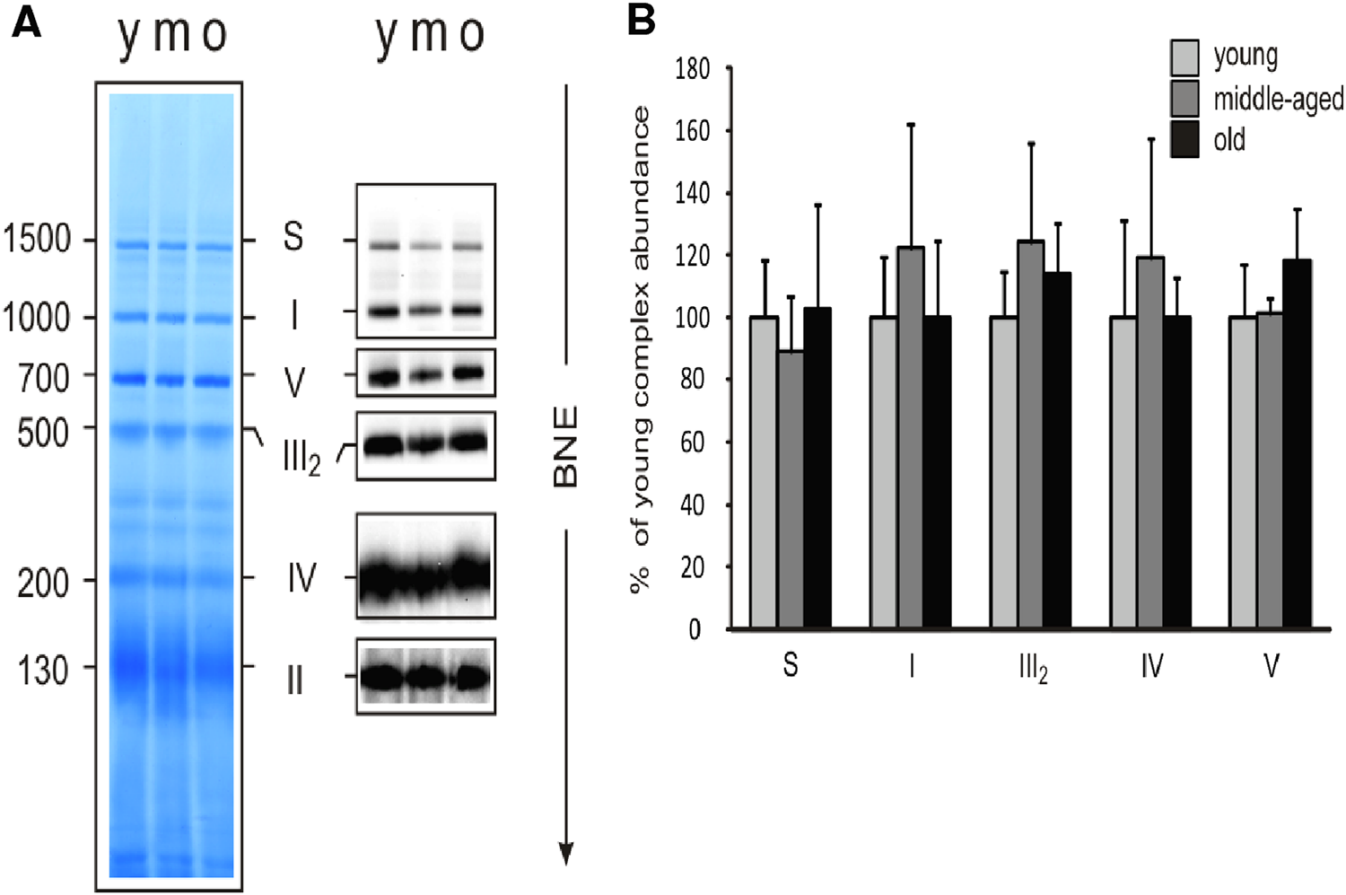
OXPHOS complexes remain unchanged in rat skeletal muscle with age. **a** Protein complexes from young (Y), middle-aged (M), and old (O) rat skeletal muscle tissue were isolated by blue-native electrophoresis and stained with Coomassie (*left* panel) or detected on a 1D BN western blot (*right* panel). Panels show a representative set of young, middle-aged and old tissue out of 15 samples (five individuals in each group). **b** Densitometric quantification of 1D BNE western blots. Signals of complexes and supercomplexes containing mitochondrial encoded subunits were normalized to complex II not containing mitochondrial encoded subunits (*n* = 5). Assignment of complexes: S, supercomplexes containing complex I, III, and IV with the stoichiometry of I_1_III_2_IV_0–4_; III_2_, dimer of complex III or cytochrome c reductase; IV, complex IV or cytochrome c oxidase; V, complex V, or ATP synthase

**Fig. 4:**
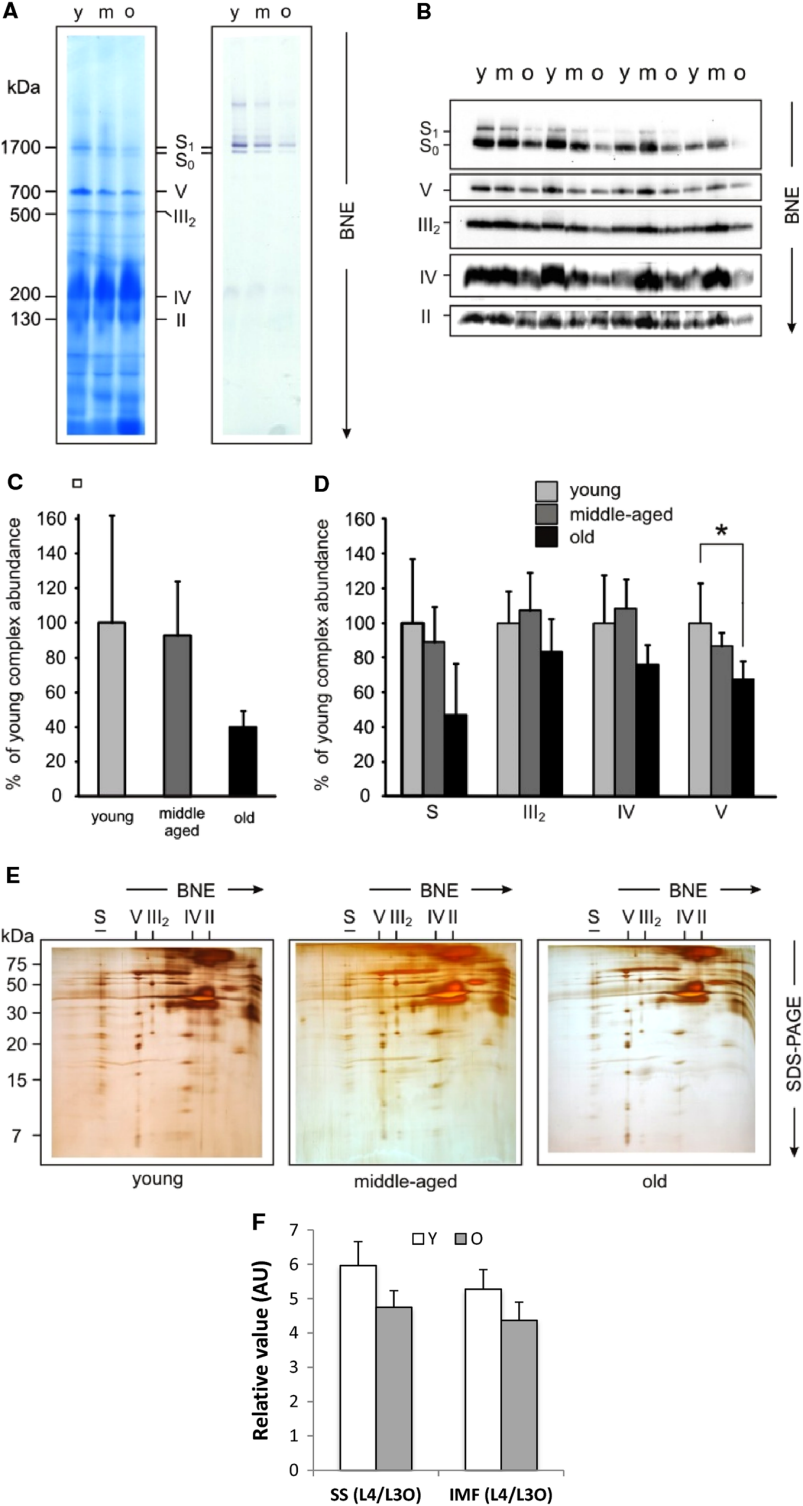
Aged skeletal muscle displays a decrease in OXPHOS complexes in primates. **a** Protein complexes from young (Y), middle-aged (M), and old (O) skeletal muscle from rhesus monkeys were isolated by blue-native electrophoresis (BNE) and stained with Coomassie (*left* panel) or *in-gel* complex I activity stain (*right* panel). Panels show a representative set of young, middle-aged, and old tissue out of 12 samples (four individuals in each age group). **b** Western blot detection of OXPHOS complexes and supercomplexes in 1D BN-blots using specific antibodies against complex I, II, III, IV, and V. **c** Densitometric quantification of in-gel activity stain (A, *right* panel) expressed as % of young complex I containing supercomplexes in four individuals each group. **d** Densitometric quantification of 1D BNE western blots. Signals of complexes and supercomplexes containing mitochondrial-encoded subunits were normalized to complex II not containing mitochondrial-encoded subunits (*n* = 4). **e** Protein complexes and subunit composition by 2D BN/SDS PAGE shown as silver stain from young (*left* panel), middle-aged (*middle* panel), and old (*right* panel). Assignment of complexes: S_0_, supercomplexes containing complex I and III with the stoichiometry of I_1_III_2_; S_1_, supercomplexes containing complex I, III, and IV with the stoichiometry of I_1_III_2_IV_1_; S, supercomplexes containing complex I, III, and IV with the stoichiometry of I_1_III_2_IV_0–4_; III_2_, dimer of complex III or cytochrome c reductase; IV, complex IV or cytochrome c oxidase; V, complex V or ATP synthase. **f** Skeletal muscle cardiolipin content (L4/L3O ratio) in subsarcolemmal (SS) and inter-myofibrillar (IMF) mitochondrial fraction from young (Y), middle-aged (M) and old rhesus monkeys. L4: tetra linoleoyl-cardiolipin, L3O: trilinoleoyl-oleoyl-cardiolipin. *p < 0.05 vs. young. Values are expressed as mean ± SEM

**Fig. 5:**
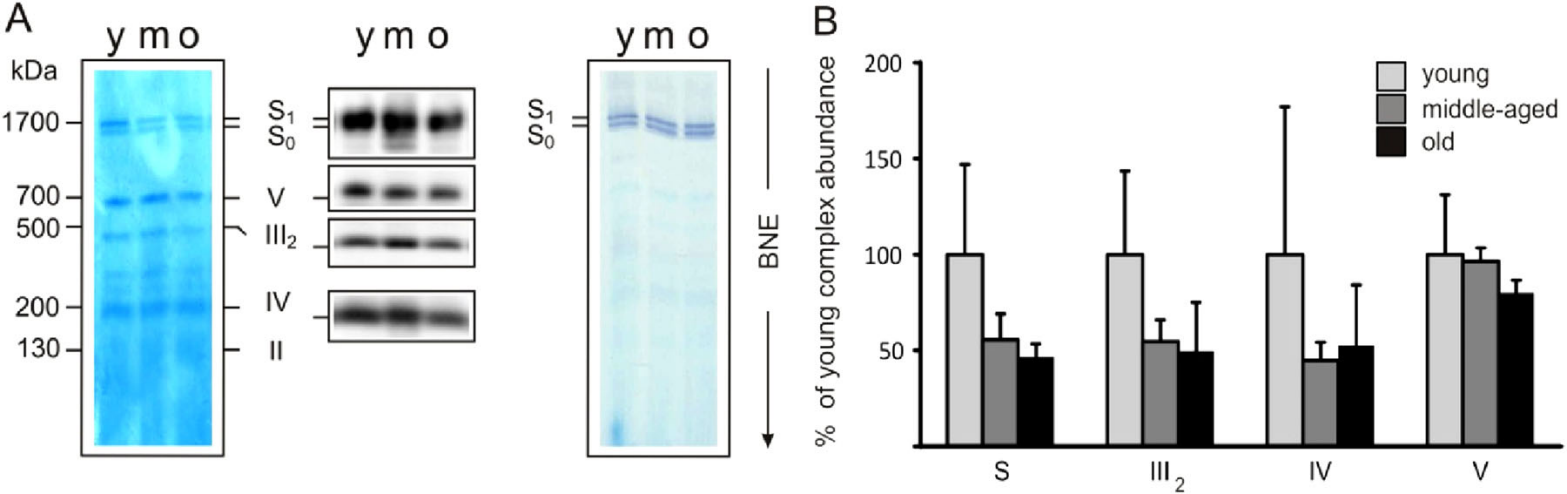
Patterns of changes in OXPHOS complexes in human skeletal muscle with age. **a** Protein complexes from young (Y), middle-aged (M), and old (O) human skeletal muscle tissue were isolated by blue-native electrophoresis and stained with Coomassie (*left* panel), detected on a 1D BN western blot (*middle* panel) and *in-gel* complex I activity stain (*right* panel). Panels show a representative set of young, middle-aged, and old tissue out of 9 samples (three individuals in each group). **b** Densitometric quantification of 1D BNE western blot (*n* = 3). Assignment of complexes: S, supercomplexes containing complex I, III and IV with the stoichiometry of I_1_III_2_IV_0–4_; III_2_, dimer of complex III or cytochrome c reductase; IV, complex IV or cytochrome c oxidase; V, complex V or ATP synthase

### Aging underlies altered mitochondrial dynamics and mitophagy

Mitochondria are highly dynamic organelles, constantly undergoing cycles of fusion, fission and mitophagy in order to meet the bioenergetic requirements of the cell. Perturbations in mitochondrial dynamics precede cellular dysfunction and have been implicated in the progression of age-related diseases such as sarcopenia.^40^ To gain insight into the effects of aging on mitochondrial dynamics in skeletal muscle among species, we assessed key proteins involved in fusion ((mitofusins1 and 2 (Mfn1 and Mfn2)) and fission (fission 1 protein (Fis1) and dynamin-related protein (Drp1)). Mfn1 levels were significantly upregulated with age in both mice and rhesus monkeys, with the effect being most pronounced in the oldest animals, whereas no differences were detected within the human group (Fig. 6a). Notably, an age-dependent increase was observed for Mfn2 among all species (Fig. 6a), implying that fusion is upregulated in skeletal muscle during aging and that this effect is evolutionarily conserved. These data are in line with the altered mitochondrial morphology revealed by transmission electron microscopy (TEM), as illustrated by the appearance of enlarged mitochondria in muscle of aged mice and abnormally rounded mitochondria in the muscle of aged rhesus monkeys (Fig. 2m). While no age-related changes were observed in fission proteins Drp1 and Fis1 among mice and rhesus monkeys, a significant increase in Drp1 protein was detected in elderly humans compared to young (Fig. 6b). Collectively, our data suggest that a fusion–fission imbalance toward mitochondrial fusion occurs in aged skeletal muscle.

**Fig. 6:**
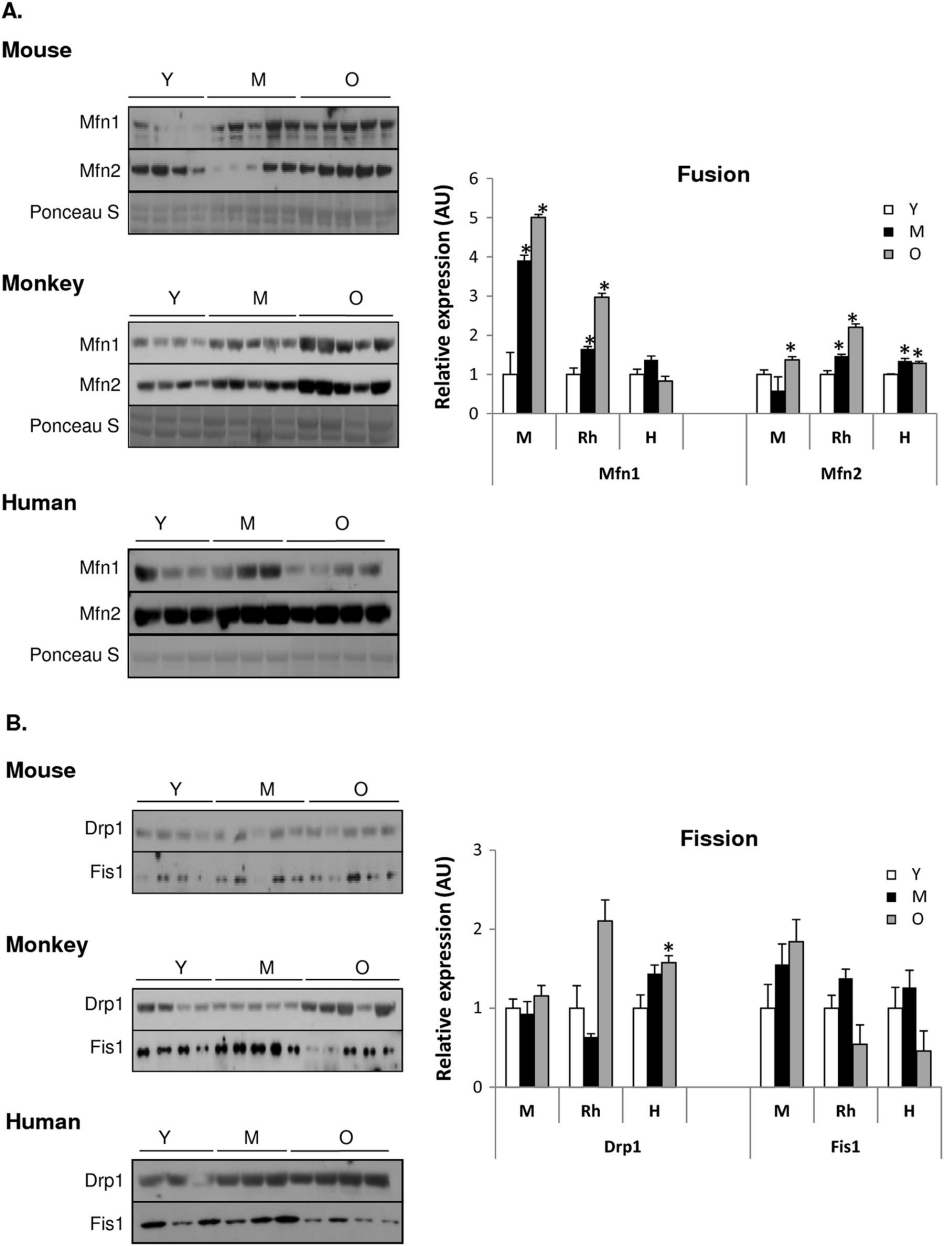

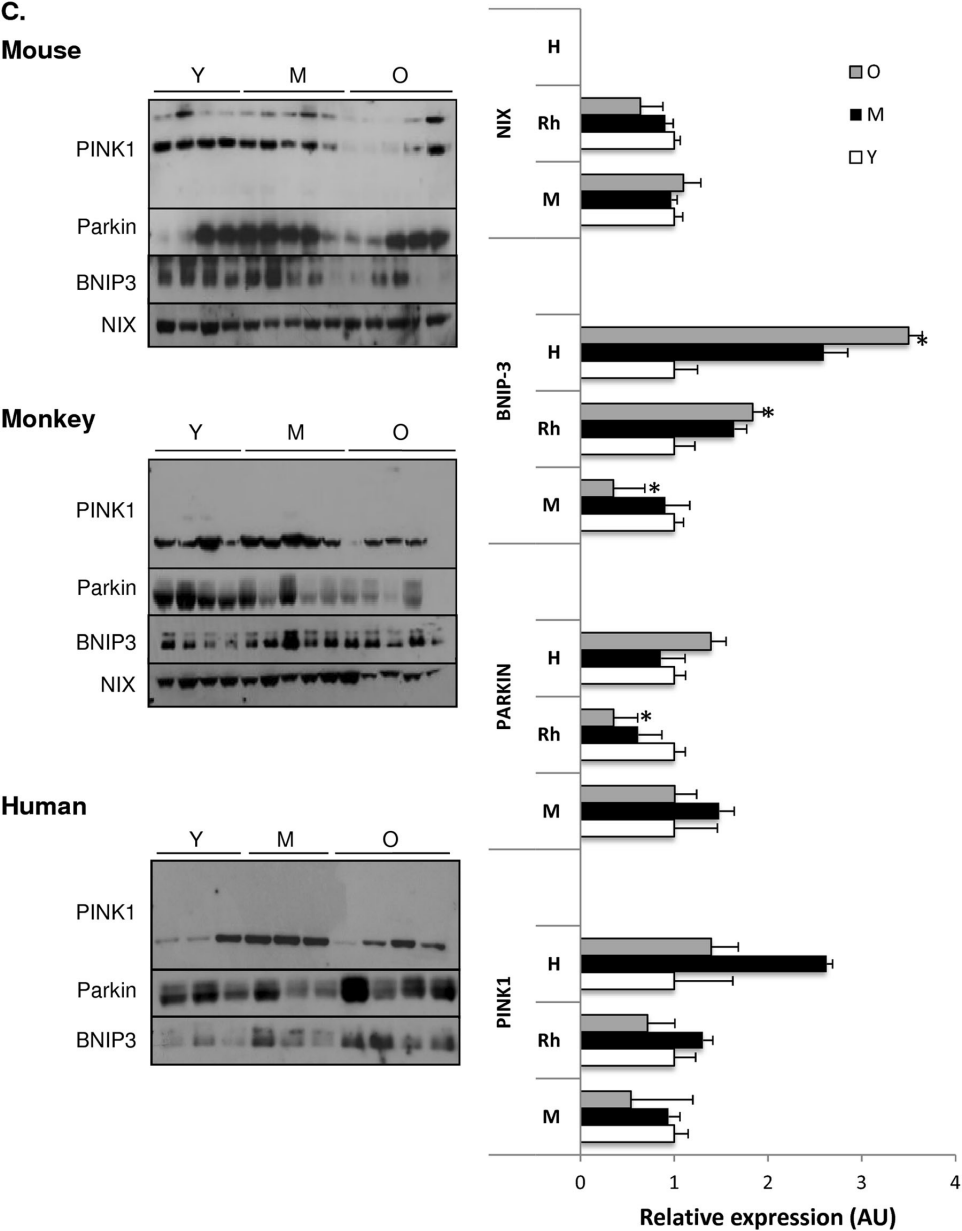
Mitochondrial dynamics and mitophagy are altered in an age-dependent manner. Immunblot of **a** fusion (Mfn1 and Mfn2), **b** fission (Fis1 and Drp1), and **c** mitophagy (PINK1, Parkin, NIX, and BNIP3) proteins in skeletal muscle of young (Y), middle-aged (M), and old (O) mice, rhesus monkeys and humans. Values are expressed as mean ± SEM. *p < 0.05 vs. young

We next looked at two programs of mitophagy: selective mitophagy (PINK1/Parkin) and programmed mitophagy (NIX/BNIP3). The mitochondrially targeted serine/threonine kinase PTEN-induced putative kinase 1 (PINK1) and the E3 ubiquitin ligase Parkin are known to selectively promote the degradation of damaged mitochondria.^41^ Aside from the downregulated Parkin protein levels in old rhesus monkeys compared to young, no significant age-related changes were observed for the PINK1/Parkin protein levels across species (Fig. 6c). In addition, NIX and its related family member, Bcl2/adenovirus E1B interacting protein 3 (BNIP3), are unique mitochondria-localized BH3-only proteins and appear to be able to compensate when the PINK1/Parkin pathway is deficient. Whereas no age-related alterations were observed for NIX protein levels across species, BNIP3 protein levels were reduced in old mice compared to their younger counterparts (Fig. 6c). In contrast, old rhesus monkeys and humans exhibited increased BNIP3 protein levels compared to young (Fig. 6c). Nonetheless, mitophagy seemed not to be significantly altered overall with age across species, suggesting that damaged mitochondria are too large, due to increased fusion, to be engulfed by the autophagosome, favoring the accumulation of aberrant proteins and damaged organelles. This outcome might contribute to the reduced age-associated mitochondrial function observed among species.

### Aging provokes increased oxidative stress and inflammation among species

As mitochondrial oxidative stress is considered a hallmark of cellular aging, we evaluated age-related effects on oxidative stress markers in skeletal muscle of mice, rhesus monkeys and humans. 4-hydroxynonenal adducts, a marker of lipid peroxidation, were increased in skeletal muscle of old mice and humans compared to young, whereas no age-related effect was detected in the muscle of monkeys (Fig. 7a). Moreover, an age-related increase was observed for protein carbonylation in mice and rhesus monkeys, with the effect being most pronounced in the muscle of older animals (Fig. 7a). These data collectively indicate that oxidative stress markers are more prominent with age in mice than in higher mammals, yet can be observed in some manner in all species suggesting a possibly conserved phenomenon.

**Fig. 7:**
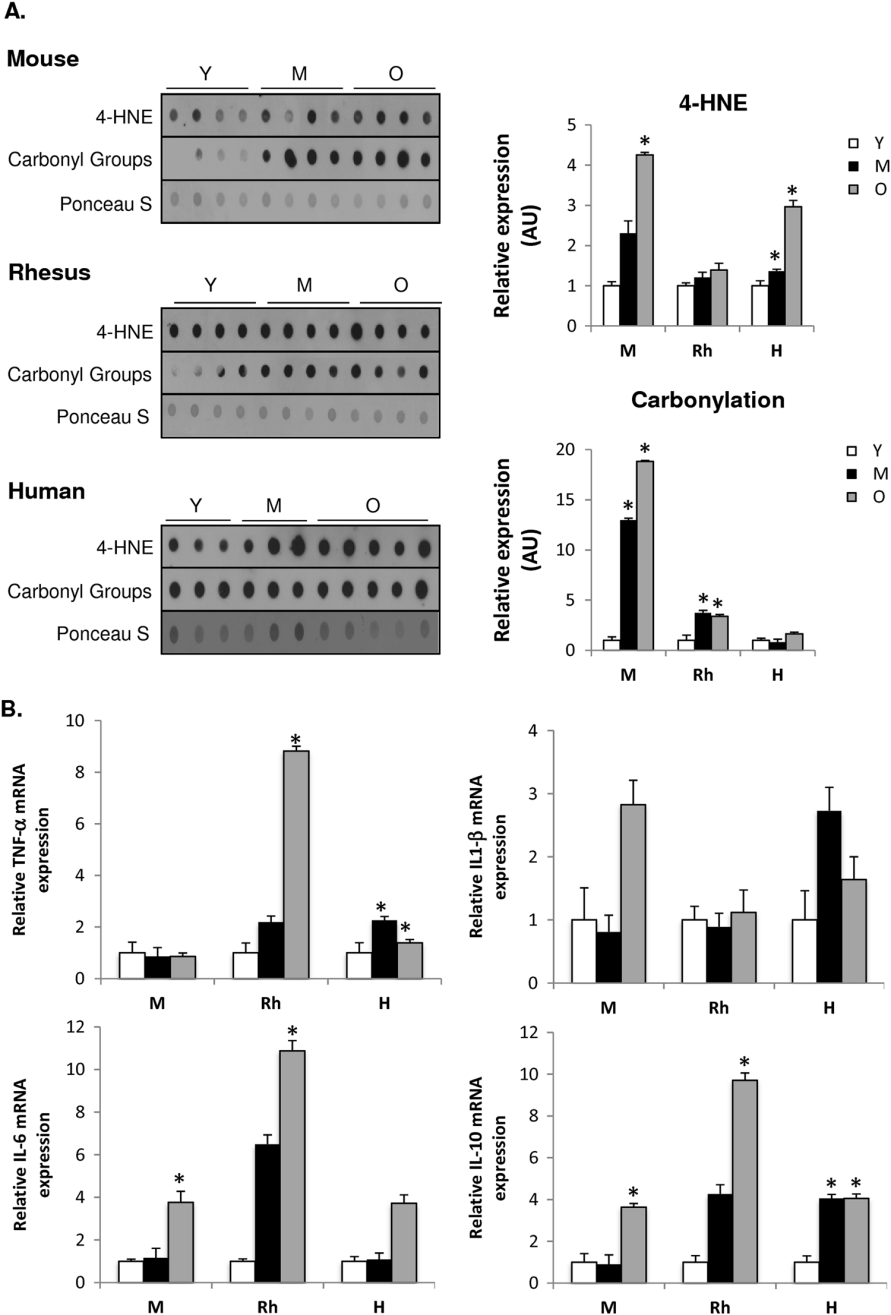

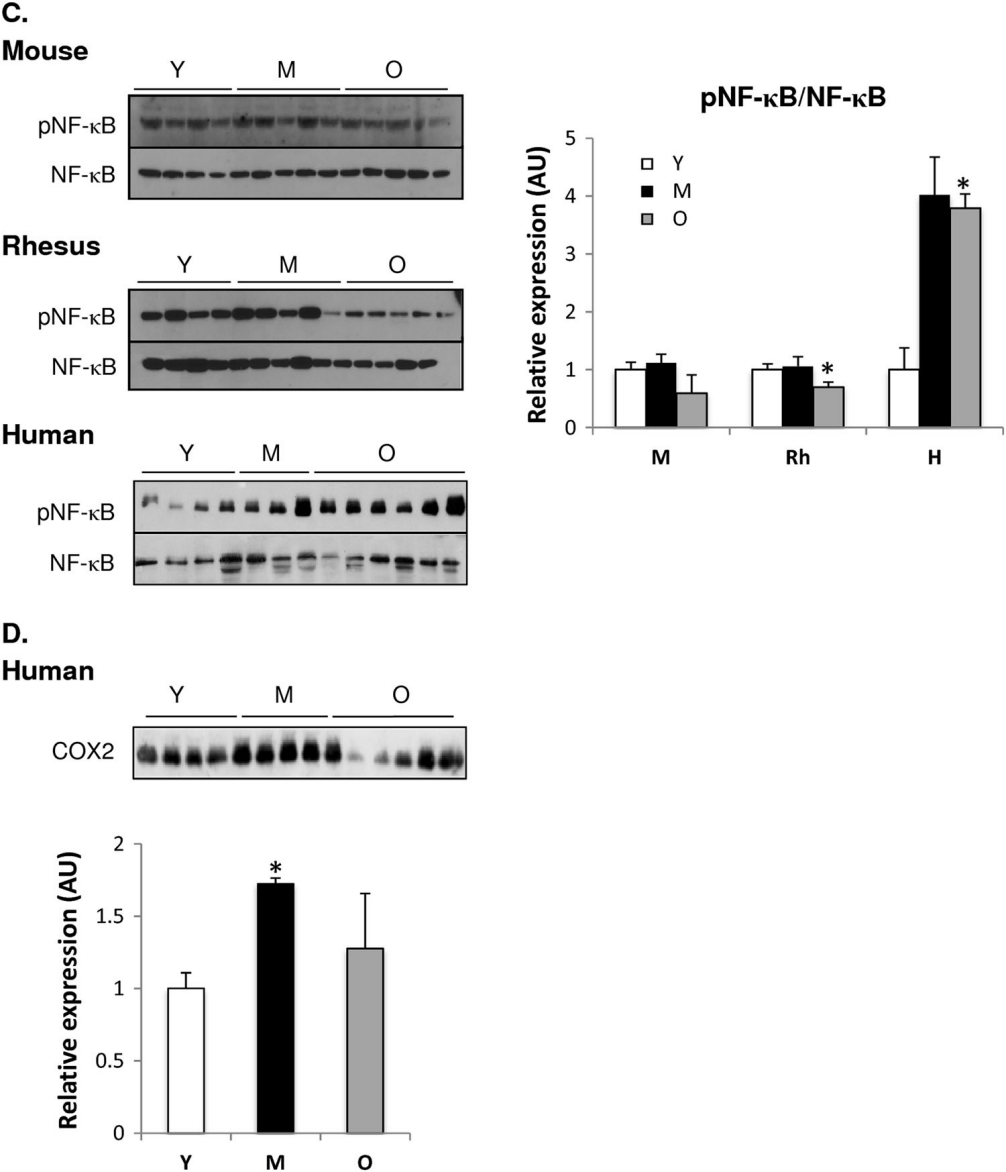
Increased oxidative stress and inflammation are observed with age among species. **a** Oxidative stress markers (4-HNE and protein carbonylation) in skeletal muscle of mice (M), rhesus monkeys (Rh), and humans (H). **b** Inflammatory mRNA markers (TNF-α, IL-1β, IL-6, and IL-10) analyzed by quantitative RT-PCR in skeletal muscle of mice (M), rhesus monkeys (Rh), and humans (H). Relative expression values were normalized to young within each species. **c** Immunoblot of pNF-κB and NF-κB in skeletal muscle of young (Y), middle-aged (M), and old (O) mice, rhesus monkeys and humans. **d** Immunoblot of COX2 in human skeletal muscle of young (Y), middle-aged (M), and old (O) individuals. *p < 0.05 vs. young. Values are expressed as mean ± SEM. *p < 0.05 vs. young

Human aging is characterized by a state of chronic low-grade inflammation, designated as ‘‘inflamm-aging’’.^24, 42^ An increased transcript level in the pro-inflammatory cytokine interleukin 6 (IL-6) was observed in skeletal muscle of old mice (Fig. 7b). In the skeletal muscle of rhesus monkeys, an age-related upregulation of tumor necrosis factor-α (TNF-α) and IL-6 expression was observed with age; similar effects were observed in skeletal muscle of humans (Fig. 7b). Among all species, skeletal muscle exhibited elevated expression levels of anti-inflammatory IL-10 with age (Fig. 7b). In addition, we looked at the NF-κB transcription factor, as it is a master regulator of inflammation through its ability to induce transcription of pro-inflammatory genes.^43^ The ratio of phospho-active to total NF-κB was not affected with age in skeletal muscle of mice, while a decrease in active NF-κB levels was observed in muscle of old monkeys compared to young (Fig. 7c). In line with the upregulation of pro-inflammatory cytokines with age in human skeletal muscle, an age-induced up-regulation of active NF-κB protein levels was observed (Fig. 7c). The increased inflammatory response in aged human skeletal muscle is further evidenced by the increased cyclooxygenase-2 (COX2) expression with age^44^ (Fig. 7d). These observations suggest that the skeletal inflammatory profile differs with age between species, but appears to be most pronounced in humans.

### Deregulated nutrient-sensing signaling pathway across species

The IGF-AKT-mTOR axis is a well-known conserved signaling pathway in aging that is involved in protein synthesis.^1, 45^ As a read out of protein turnover, we measured AKT and its main up-stream and down-stream effectors in skeletal muscle. We observed that AKT activation was downregulated in skeletal muscle of old mice, as lower phosphorylated AKT levels were detected by western blot analysis (Fig. 8a). Interestingly, phosphorylated AKT was increased in middle-aged monkeys, whereas in humans, a tendency toward increased AKT activation was seen with age (Fig. 8a). Among the downstream effectors of AKT, pGSK3ß, and pFOXO1 protein levels were lower in skeletal muscle of old mice, suggesting increased protein degradation with age (Fig. 8b, c). In skeletal muscle of monkeys and humans, pGSK3ß levels were unaltered with age, whereas similar to mice, reduced pFOXO levels were observed in the older human cohort (Fig. 8b, c). These data are supportive of the IPA, showing that the mTORC1 complex is upregulated in monkeys and humans, yet downregulated in mice with age (Fig. S3). 

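MTOR, the kinase of both complexes, had the largest value among mTORC1 genes in old against young monkey muscle, with a log2 fold change of 0.51 (standard error 0.22, adjusted p = 0.404 from limma). The mTORC1 subunits RPTOR (0.06), MLST8 (0.05) and AKT1S1 (0.11), which encodes the inhibitory subunit PRAS40, lay near 0 (adjusted p = 0.886, 0.923 and 0.759). From middle-aged to old muscle MTOR had a log2 fold change of 0.61 (adjusted p = 0.174) and AKT1S1 of 0.22 (adjusted p = 0.288), and between young and middle-aged muscle MTOR had -0.10. The 16 tested genes of mTOR complexes and their targets had a median of 0.05 between young and old muscle (10 above 0, adjusted p = 0.355 from camera), of 0.12 between middle-aged and old muscle (13 above 0, adjusted p = 0.12) and of -0.06 between young and middle-aged muscle (adjusted p = 0.631), and none of them passed when adjusted over the list alone. By fry, which asks only whether the genes of a list move one way on balance, the list passed between middle-aged and old muscle over all 18 animals (adjusted p = 0.0289) and not over the 15 animals (adjusted p = 0.188), nor by camera with an estimated correlation (adjusted p = 0.809 over all 18).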

Of note, the mTORC2 complex, known to regulate cytoskeletal organization and cell survival/metabolism, was upregulated with age in all species (Fig. S3).^26^ 

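Of the subunits specific to mTORC2, only MAPKAP1, which encodes SIN1, was bright enough on these arrays to be tested. It had a log2 fold change of 0.03 between young and old monkey muscle (standard error 0.13, adjusted p = 0.964 from limma), and its other probe gave 0.13. Its value over the 15 animals was -0.06 (adjusted p = 0.882). RICTOR and PRR5 were below the filter on dim probes.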

Two key downstream targets of the mTORC1 complex, S6 kinase (S6K) and the eukaryotic translation initiation factor 4E–binding protein (4E-BP), which both play important roles in the initiation of mRNA translation, were unchanged with age in all species (Fig. S3).^46^ However, many of the translation components, such as the eIF4A-binding protein, were increased in the old group in all species (Fig. S3). 

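Between young and old monkey muscle the S6 kinase genes RPS6KB1 and RPS6KB2 had log2 fold changes of 0.08 (standard error 0.13, adjusted p = 0.902 from limma) and 0.22 (standard error 0.11, adjusted p = 0.497). The 4E-BP genes EIF4EBP1 and EIF4EBP2 had 0.22 (standard error 0.10, adjusted p = 0.446) and -0.01 (standard error 0.12, adjusted p = 0.986). Between middle-aged and old muscle RPS6KB1 had 0.40 (adjusted p = 0.137), RPS6KB2 0.21, EIF4EBP1 0.21 (adjusted p = 0.308) and EIF4EBP2 0.04, and RPS6, the ribosomal substrate of S6 kinase, -0.23 (adjusted p = 0.38). Between young and middle-aged muscle RPS6KB1 had -0.32 (adjusted p = 0.375). None passed in any comparison of the 3 ages. RPS6KB1 had -0.04 between young and old muscle over the 15 animals, and the other probe of RPS6KB2 gave -0.01.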

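Translation initiation factors showed no shared direction between young and old monkey muscle. Their list had a median log2 fold change of -0.05, with 22 of 37 genes below 0 (adjusted p = 0.901 from camera), 0.03 between middle-aged and old muscle (adjusted p = 0.496) and -0.06 between young and middle-aged muscle (26 genes below 0, adjusted p = 0.241). The helicase genes EIF4A1 and EIF4A2 had -0.06 (standard error 0.18, adjusted p = 0.952 from limma) and -0.11 (standard error 0.15, adjusted p = 0.874) between young and old muscle, and their binding partners EIF4G1 and EIF4G2 0.09 (adjusted p = 0.878) and 0.12 (adjusted p = 0.923). In old against middle-aged muscle EIF4G1 had 0.36 (adjusted p = 0.15), EIF4A1 -0.09 and EIF4A2 -0.02, and between young and middle-aged muscle EIF4G1 had -0.27 (adjusted p = 0.427). EIF2B3, a subunit of a guanine nucleotide exchange factor of initiation, had -0.47 between young and middle-aged muscle and passed when adjusted over the list alone. EIF4A1 had, in the 15 animals, 0.27 between young and old muscle (adjusted p = 0.365) and 0.09 between middle-aged and old muscle, and the list was lower in middle-aged than in young muscle (median -0.12, adjusted p = 0.0386 from camera, adjusted p = 0.919 with an estimated correlation). With neqc or quantile normalization EIF4A2 had 0.12 between middle-aged and old muscle.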

Upstream effectors of AKT, such as IRS1/2, were downregulated in all species with age, whereas IGF-1 is downregulated in mice and humans, but is unchanged in monkeys (Fig. S4). 

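Of the insulin and IGF-1 signaling genes, 3 were lower in old than in young monkey muscle when adjusted over the list alone. AKT1 had a log2 fold change of -0.47 (standard error 0.11, adjusted p = 0.0977 from limma), the kinase gene GSK3B -0.39 (standard error 0.10, adjusted p = 0.12) and IGF1 -0.38 (standard error 0.10, adjusted p = 0.142), so that none passed over all genes. GSK3B was lower in all 6 old animals than in any young animal. The insulin receptor substrates IRS1 and IRS2 had -0.17 (standard error 0.27, adjusted p = 0.896) and 0.12 (standard error 0.26, adjusted p = 0.926). Between young and middle-aged muscle AKT1 had -0.42 and passed over the list alone, IRS1 had -0.57 (adjusted p = 0.452) and IRS2 0.11. In old against middle-aged muscle IRS1 had 0.40 (adjusted p = 0.486), IRS2 0.01, IGF1 -0.21 (adjusted p = 0.31), GSK3B -0.25 and AKT1 -0.05. The list as a whole, 22 tested genes, had a median of -0.00305 between young and old muscle (adjusted p = 0.729 from camera), of 0.02 between middle-aged and old muscle (adjusted p = 0.759) and of -0.08 between young and middle-aged muscle (adjusted p = 0.25 from camera, adjusted p = 0.00167 from PAGE). In the 15 animals these were 0.12 (adjusted p = 0.715), 0.08 (adjusted p = 0.425 from camera, adjusted p = 0.0125 from PAGE) and -0.013 (adjusted p = 0.736 from camera, adjusted p = 0.0471 from PAGE). IRS1 had -0.65 between young and old muscle there (adjusted p = 0.2). IRS2 had the opposite sign between middle-aged and old muscle over the 15 animals, and with neqc normalization, quantile normalization or array weights.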

Unlike the other molecular denominators of aging described above, within the nutrient sensing pathways, there are important similarities, but also significant differences among species with age.

**Fig. 8:**
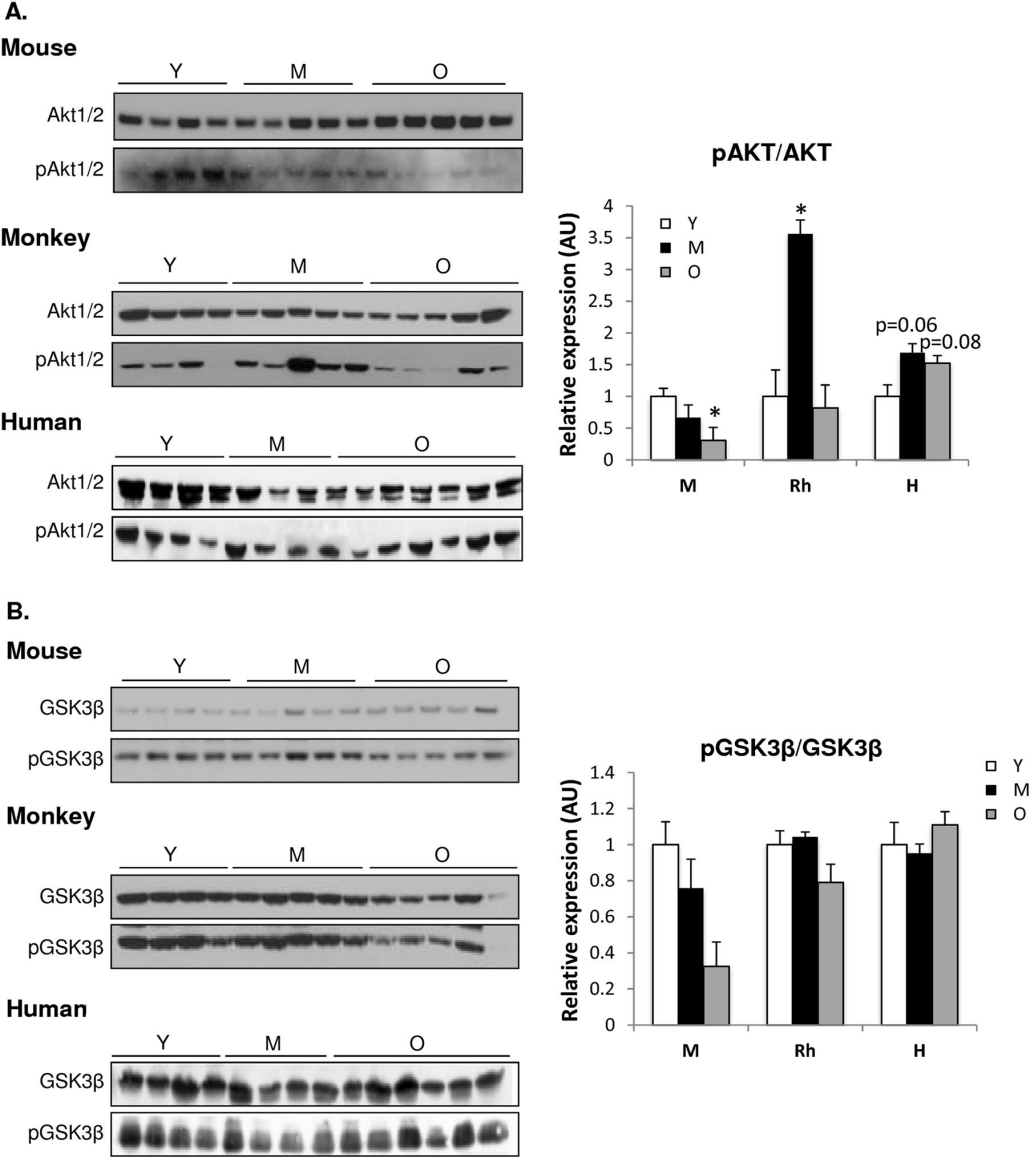

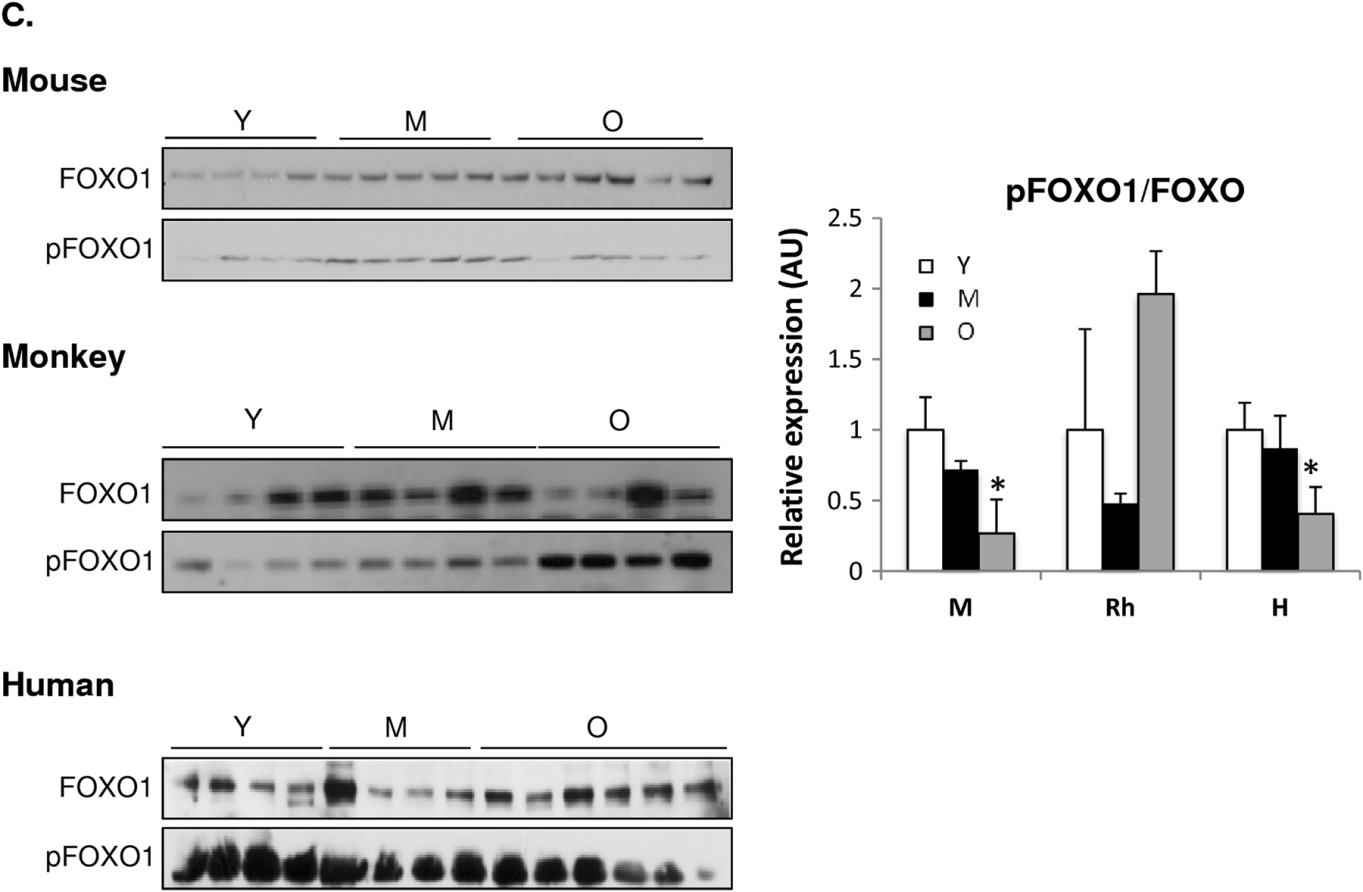
Nutrient-sensing signaling pathway is deregulated across species with age. Immunoblot of **a** pAKT1/2 and AKT1/2 **b** pGSK3β and GSK3 **c** pFOXO1 and FOXO in skeletal muscle of young (Y), middle-aged (M), and old (O) mice, rhesus monkeys, and humans. *p < 0.05 vs. young. Values are expressed as mean ± SEM. *p < 0.05 vs. young

## Discussion

In the studies presented herein, we compared a collection of molecular and biological end-points among multiple mammalian species, i.e., mice, rats, rhesus monkeys, and humans, at comparable ages along the trajectory of their respective lifespans. Our analysis has uncovered several species-unique and generally conserved features of mammalian aging. Of particular note, we observed the involvement of four of the nine ‘‘Hallmarks of Aging’’^1^ in each of the mammalian species studied herein: mitochondrial dysfunction, oxidative stress, inflammation, and nutrient-sensing pathways.

In terms of body composition, we observed significant changes with age. In particular, we saw an age-related increase in bodyweight in all species. However, the reason behind the increase was different among the species. Specifically, uniquely in mice, bodyweight increased due to an increase in lean mass, while fat mass was lower in the older animals. Conversely, in rats, monkeys and humans, the increase in bodyweight stemmed from an increase or no change in fat mass, while lean mass decreased with advancing age (results herein and).^30, 47, 48^ The unique feature of mice raises caution about the use of this model organism in understanding many age-related diseases, but particularly those involving metabolic processes.

Notably, our array studies identified only two “pathways” that were downregulated in the species studied herein: the mitochondrial ETC and OXPHOS. Previous transcription profiles of aging in the skeletal muscle of worms, flies, mouse, rats, and humans also indicate that genes encoding mitochondrial components decrease with age.^31, 49, 50^ Thus, research over the last decade has commonly found an association between mitochondrial dysfunction and major phenotypes associated with aging, including muscle decline. Importantly, mitochondrial transcript levels of humans appeared the most preserved, at least until middle age, likely suggesting an evolution-driven fitness more robust than other species. That said, the observed species-specific alterations in gene expression emphasize the importance of studying aging in humans in order to understand the mechanisms that modulate life- and health-span in people.

Coordination of expression of the nuclear and mitochondrial genomes is crucial for optimal organism function, and studies have found that this coordination is disturbed with age.^51, 52^ In general agreement with prior work,^51^ our analysis revealed discoordination between the regulation of the mitochondrial and nuclear genomes. Specifically, we observed downregulation of the mitochondrial-encoded genes in all species with age, although the timing, middle-age or old, was different among species. Overall, the results regarding the expression patterns of the nuclear and mitochondrial genomes at oldest ages are consistent with impaired compartment coordination and likely reflect the observed mitochondrial dysfunction.

OXPHOS component analysis uncovered that muscle extracts from old rhesus monkeys and humans contained an aberrant composition of several of the mitochondrial membrane respiratory complexes, including a tendency towards a decrease in the supercomplexes with age (although rats did not exhibit this phenotype). In addition, despite the fact that there was species-specific variability in some of the individual parameters, our studies revealed an age-related reduction in mitochondrial content in all species, as assessed by citrate synthase (CS), mtDNA, and TEM experiments, implying an underlying role for mitochondrial dysfunction in the aging process. These findings agree well with the recent work of Ikeda et al.^15^, who reported that in mice mitochondrial activity is impaired and ATP content decreased due to a lack of supercomplex formation. Notably, a previous study using primary skin fibroblasts from long-lived individuals (centenarians) found that supercomplexes were increased, possibly as a compensatory mechanism to facilitate efficient respiratory chain activity.^53^ It is likely that this apparent discrepancy represents adaptation changes that are not seen in the old of the cohort studied herein, but that are unique to centenarians.

Mitochondrial morphology is altered during aging in a process governed by the fission and fusion machinery. In our studies, we observed that fusion is increased in all species with age (as evidenced by the higher protein levels of Mfn1/Mfn2 relative to younger controls), whereas fission shows variable and limited differences. An imbalance in mitochondrial dynamics towards fusion is associated with the appearance of abnormal mitochondria, including those that are enlarged or more rounded in shape, as seen by TEM in mouse and monkeys, respectively. This hyperfusion phenotype may stem from an attempt to cope with an increase in mtDNA mutations by dilution,^54^ creating giant mitochondria in the process that are unable to be efficiently removed by the autophagosome. Our observation that there are no consistent changes in mitophagy with age in any of the species suggests that while this system may remain intact, it is incapable of dealing with the hyperfusion network, ultimately resulting in mitochondrial dysfunction. We note that prior evidence has revealed a decline in the autophagic process during normal aging in invertebrates and higher organisms.^55^

Additionally, we measured a gradual increase in oxidative stress markers over the lifespan of all species. This finding is by-and-large consistent with prior studies that have indicated an increase in oxidative macromolecular damage with age, presumably resulting from aberrant mitochondrial activity.^56, 57^ Thus, our collective studies support that with age, mitochondrial damage progressively increases, leading to altered mitochondrial composition and morphology, which further exacerbates the mitochondrial dysfunction and promotes increased fusion as a compensatory mechanism for the consequent ATP demands.

Another notable feature of our analysis was the increase in variable inflammatory markers with age in all species. Inflamm-aging was most pronounced in humans, involving a unique age-related upregulation of the transcription factor NF-κB as previously shown.^58^ It is tempting to speculate that the distinct inflammatory responses among the different species stems at least in part from the fact that humans exist in an environment accompanied by unique exposures and lifestyles, including a widespread contact with antigenic elements. Our results, therefore, indicate that in addition to oxidative stress and mitochondrial dysfunction, inflammation plays a significant role in the aging process, as previously proposed.^59, 60^

An additional element that we observed during our analysis is the likely involvement of the nutrient sensing pathways in the aging phenomenon. Associations have been previously introduced between mitochondrial aging and the IGF-1 signaling and mTOR pathway.^61, 62^ One notable observation of our study was the deregulated AKT response with age. In mice, the AKT response, as measured by phosphorylated AKT, was found to be downregulated, as was mTORC1, indicating a favoring of protein degradation, consistent with the increased GSK3β and FOXO1. Conversely, in humans, the AKT response was generally upregulated, revealing species-specific alterations during aging. Based on our IPA, we surprisingly observed that mTORC1 was upregulated in humans and monkeys, indicating that protein synthesis may be promoted as a consequence of the aging process. It is possible that the age-related muscle atrophy in primates is accompanied by a compensatory response that attempts to retain muscle integrity, but fails due to impaired cellular function, as suggested by a previous study.^63^ Our data in total paints a picture in which age-dependent alterations in oxidative stress, inflammation, and the nutrient signaling pathways ultimately affect the quality and status of mitochondria.

Notably, the age-related mitochondria impairment also affect energy metabolism leading to the alteration of beta-oxidation with an increase of intra-fibers lipid accumulation that affects skeletal muscle quality and function, as previously shown both in human and denervation-induced atrophy in mice model.^64, 65^

The current work highlights the molecular denominators of aging process among different mammalian species, including humans, with different lifespan. Mitochondria and their status are at the core of commonalities tightly related to evolution constrains such as natural selection and fitness, but also effects of environments/life style and food intake. Not surprisingly, many mutations that extend lifespan in animal model affect signaling pathways regulating the metabolicrate and human longevity is associated with efficient respiratory chain activity and mitochondrial genetics.^53, 66^

An important challenge looking forward is the development of therapeutic strategies that improve mitochondrial function as a means to delay the onset of age-related diseases, keeping in mind the important species-specific and even individual-specific adaptations.

## Material and methods

### Study species

Young, middle-aged, and old male skeletal muscle samples from C57BL/6 mice, Fisher-344 rats, rhesus monkeys (*Macacamulatta*), and humans were used in this study. Study species characterizations can be found in Table 1. C57BL/6J mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA) and housed at the Gerontology Research Center (Baltimore, MD, USA). Mice were housed in cages of four with ad libitum access to diet and tap water. Mice were fed house chow (HarlanTeklad Global 18% Protein Rodent Diet, Harlan Teklad, Madison, WI). Rats were fed a NIH-31 standard chow (Harlan Teklad, Indianapolis, IN, USA) and were singly housed in an environmentally controlled vivarium with unlimited access to water. Animal rooms were maintained at 20–22 °C with 30–70% relative humidity and a 12-hour light/dark cycle according to animal protocols and NIH guidelines. Gastrocnemius and vastus lateralis muscles were harvested from mice and rats, respectively. Rhesus monkeys were housed continuously at the NIH Animal Center, Poolesville, MD. Monkeys were housed individually in standard nonhuman primate caging on a 12 h light/12 h dark cycle, room temperature 25.5 ± 0.5 °C, humidity at 60 ± 20%. Monkeys were maintained on standard monkey chow (TestDiet® #5038 Purina Mills, Richmond, IN). They received two meals per day at estimated ad libitum levels throughout the study and water was always available. Monkeys were monitored minimally three times daily by trained animal care staff. Biopsies of the *vastus lateralis* were obtained from the monkeys from ongoing NIA studies. All animal procedures for this study were reviewed and approved by the Animal Care and Use Committee (ACUC) at the Biomedical Research Center (NIA/NIH).Humans who underwent surgery for hip dysplasia were included in this study. During surgery, biopsies from the *vastus lateralis* muscle were obtained. Age (>20 years) and ability to provide informed consent cooperating with study personnel were inclusion criteria, while exclusion criteria were presence of diseases, i.e., chronic kidney and/or liver diseases, bleeding disorders, severe type 2 diabetes, rheumatic diseases, osteoarthritis, neuromuscular disorders, malignancies and systemic infections, other than chronic steroid use, major psychological problems or history of alcohol or drug abuse, evidence of prior surgery in the involved hip. Written informed consent was obtained from each patient before the kick off study. A thorough medical history, including smoking habits and alcohol consumption, occupation and level of physical activity was taken from each patient and reported in questionnaire forms. Written informed consent was obtained from all participants, and the study was approved by the ethics committees of Istituto Ortopedico Rizzoli and Sant’Orsola-Malpighi University Hospital (Bologna–Italy). With the exception of tissues processed for electron microscopy, muscle samples for all study species were flash frozen in liquid nitrogen and stored at −80 °C until assayed. Gastrocnemius (mice) and *vastus lateralis* (rat, monkey, human) muscles were used for all biochemical assays and to generate the micro-array data.

### Body composition

#### Mice and rats

Measurements of lean, fat, and fluid mass in live mice and rats were acquired by nuclear magnetic resonance using the Minispec LF90 (Bruker Optics, Billerica, MA, USA). In addition, a different set of mice were euthanized and lower leg muscles (soleus, plantaris, gastrocnemius, tibialis, and extensor digitorum longus muscles) were collected with standardized dissection methods, cleaned of excess fat and tendon/connective tissue, and pair weighed on an analytical balance. *Rhesus monkeys*. Monkeys were anesthetized after an overnight fast using either Ketamine (7–10 mg/kg, IM) or Telazol (3–5 mg/kg, IM). Total body scans were acquired with the monkey in a supine position using dual-energy X-ray absorptiometry (DEXA) Lunar Prodigy X-Ray Bone Densitometer (Madison, WI). Data analysis was done with GE encore Software v.12.3. *Humans*. Standing height and weight were measured for each participant. Muscle thickness of the *vastus lateralis* was measured by a portable ultrasound instrument (Mylab25, Esaote, Genova, Italy). Thickness measure was obtained as vertical distance between muscle superficial and deep aponeuroses at an equidistant point from right and left borders of the sagittal image.

### Real Time -quantitative PCR and mtDNA analysis

Total RNA was isolated from frozen muscle samples by Trizol (Invitrogen, NY, USA) and first strand complementary DNA (cDNA) was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Austin, TX) following the manufacturer’s instructions. Quantitative real-time PCRs were performed with SYBR® Green PCR master mix to observe expression of desired genes on an ABI Prism 7300 sequence detection kit (Applied Biosystems). Quantification was performed using the ΔΔCT method after normalization to the housekeeper gene glyceraldehyde 3-phosphate dehydrogenase (Gapdh) or β-actin. Each analyzed sample was performed in three replicates. Fidelity of the PCR was determined by melting temperature analysis. Total DNA was extracted with DNeasy blood and tissue kit (QIAGEN, Valencia, CA). In mice, mtDNA was amplified using primers specific for the mitochondrial cytochrome c oxidase subunit 2 (COX2) gene and normalized to genomic DNA by amplification of the ribosomal protein s18 (rps18) nuclear gene. In addition, mtDNA was amplified using primers specific for mitochondrial NADH subunit 1 (rhesus monkeys) and ND1 (humans) gene and normalized to genomic DNA by amplification of β-actin nuclear gene. Oligonucleotides used for real-time RT-quantitative PCR are listed in Table S1.

### Microarray data analysis

RNA was isolated from skeletal muscle of mice, rats, rhesus monkeys, and humans at different ages using Trizol Reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s instructions. RNA was then hybridized to: Mouse, IlluminaMouseRef-8; Rat, Illumina Rat Ref-12; Monkey, Sentrix Human HT-12; Human, Illumina Human HT-12 Expression BeadChips (Illumina, San Diego, CA) following manufacturers protocols. Raw data were subjected to Z normalization to ensure compatibility using the formula: z(raw data) = [ln (raw data)—avg(ln(raw data))]/[stddev(ln (raw data))], where ln is natural logarithm, avg is the average over all genes of an array, stddev is the standard deviation over all genes of an array.^67^ The Z ratio (between treatment A and B) is given by z(A)−z(B)/std dev. Individual genes with Z ratio > 1.5, *p-*value < 0.05, and avg intensity > 0 were considered significantly changed. For PAGE, a list of pathways was obtained from http://www.broad.mit.edu/gsea/msigdb/msigdb_index.html (C2 collection). Our expression data was tested for gene set enrichment using the PAGE method as previously described.^32^ Briefly, for each pathway a Z score was computed as Z (pathway) = (sm mu)*pow(m,0.5)/delta, where mu = mean Z score of all gene symbols on the microarray, delta = standard deviation of Z scores of all gene symbols on the microarray, sm = mean Z score of gene symbols comprising one pathway present on the microarray, and *m* = no of gene symbols in a pathway present on the microarray. For each Z (pathway) a *p-*value was also computed in JMP 6.0 to test for the significance of the Z score obtained. These tools are part of DIANE 6.0 and are described at http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf. In addition to pathway PAGE analysis described above, statistically significant gene results were analyzed using IPA (www.analysis.ingenuity.com; Ingenuity Systems, Redwood City, CA, USA) to identify the top comparative aging network functions. Gene expression data was deposited in NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession numberGEO87109according to MIAME compliance.

### Western blotting

Tissues were lysed in radio immunoprecipitation buffer supplemented with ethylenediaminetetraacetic acid and ethylene glycol tetraacetic acid (Boston BioProducts, Ashland, MA) and protease and phosphatase inhibitors (Sigma Aldrich, St Louis, MO). Following centrifugation (14,000 rpm, 30 min at 4 °C) protein concentration was quantified using the Bradford assay method (Bio-Rad, Hercules, CA). Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis under reducing conditions and then transferred to nitrocellulose membranes. Western blots were performed according to standard methods. Membranes were blocked in 5% nonfat milk, incubated with the antibody of interest followed by incubation in a secondary antibody conjugated with horseradish peroxidase. Immunoreactive bands were visualized using chemiluminescent (ECL) Plus western blotting detection system (GE Healthcare, Pascataway, NJ), Immobilon Western Chemiluminescent HRP Substrate (Millipore, Billerica, MA), or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific, Waltham, MA). The quantification was performed by volume densitometry using ImageJ software and normalized to staining with Ponceau S solution or anti-β-tubulin (both from Sigma-Aldrich, St. Louis, MO), which served to verify equal protein loading. The primary antibodies used in this study were directed against Mfn1, Mfn2, Drp1, and Fis1 (Santa Cruz Biotechnology, Inc., Santa Cruz, CA), PINK1 (Novus Biologicals, Littleton, CO), Parkin, pNF-κB, AKT, pAKT (Ser473), FOXO, pFOXO, GSK-3β, and pGSK-3β (Cell Signaling Technology, Inc., Danvers, MA), BNIP-3 (Sigma Aldrich), NIX, COX2 (Abcam Inc., Cambridge, MA), 4HNE (EMD Calbiochem, La Jolla, CA) and NF-κB (Epitomics, Inc., Burlingame, CA), which were generally used at the manufacturer’s recommended dilution. For detection of protein NF-κB levels in humans, rabbit monoclonal C22B4 anti-NF-κB (Cell Signaling) was used. Protein carbonylation was measured using an oxyblot protein oxidation kit (Millipore, Billerica, MA) according to the manufacturer’s instructions.

### Sample preparation and BNE

Preparation of crude mitochondrial membranes and solubilization of mitochondrial membrane protein complexes were performed as previously described.^68^ Briefly, skeletal muscle samples from rats, rhesus monkeys and humans were weighed and finely minced with scissors. The minced tissue was homogenized in 250 mM Sucrose, 10 mM Tris-Cl pH 7.5, 2 mM 6-aminohexanoic acid using a pre-cooled motor-driven, tightly fitting glass/Teflon Potter-Elvehjem homogenizer. Aliquots corresponding to 30 mg wet weight were centrifuged 10 min at 10,000×*g*. Pellets were frozen in liquid nitrogen and stored at −80 °C. In order to solubilize protein complexes, aliquots were resuspended in 50 mM NaCl, 50 mM imidazole pH 7, 2 mM 6-aminohexanoic acid and solubilized by adding 10 µl digitonin (20% stock in water (w/v)). Samples were centrifuged for 20 min at 22,000×*g* and the protein content of the supernatant was measured. Equal amounts of protein/lane (50 µg/sample for Complex I (CI) in-gel activity stain and native blot; 75 µg for Coomassie stain) were mixed with a 5% Coomassie blue G-250 dye stock suspension to obtain a detergent/dye ratio of 8/1. Blue native electrophoresis was performed as described.^68^ Due to the limited sample size of the human samples BNE was performed in mini format as previously described.^69^ Equal amounts of protein/lane (10 µg/sample for CI in-gel activity stain and native blot; 15 µg for Coomassie stain) were loaded.

### Two-dimensional (2D) BN/SDS page

Following separation of mitochondrial OXPHOS complexes by BNE, subunit composition was studied using 2D BN/sodium dodecyl sulfate-polyacryl amide gel electrophoresis as described in ref. 68. Briefly, one-dimensional (1D) BN-strips were soaked in 1% SDS for a few minutes and a SDS-gel was casted below. 1D strips were pushed on top of the 2D gel and SDS electrophoresis was performed at room temperature. Gels were silver-stained.^70^

### 1D BN western blotting

Native protein complexes were transferred to a Polyvinylidene difluoride membrane using an electroblotting buffer composed of 50 mM Tricine, 7.5 mM imidaziol for 3–4 h at room temperature, voltage set to 20 V and current limited to 0.5 mA/cm^2^ (ref. 68). Blots were sequentially decorated with a monoclonal mouse antibody against a complex I subunit NDUFB8 (Invitrogen) and polyclonal rabbit antiserum against subunits of OXPHOS complexes III, V, IV, and II (in that order). Immunoreactive bands were visualized by ECL chemiluminescence and detected by a ChemiDoc XRS device (Bio-Rad). Densitometric quantification of samples from rats and rhesus monkeys was performed by Quantity One software package (Bio-Rad). Densitometric quantification of human samples was performed by AIDA image analyzer software package (Raytest).

### Coomassie stain of 1D BN-gels

Gels were fixed in 50% methanol, 10% acetic acid and stained with 0.025% Coomassie G250 (Serva) in 10% acetic acid. Following destaining in 10% acetic acid gels were scanned by an office flatbed scanner (Epson perfection 2400 PHOTO) for documentation.

### Complex I *in-gel* catalytic activity stains

In gel activity stain was used to quantify complex I containing supercomplexes isolated by 1D BNE. The *in-gel* NADH: nitrotetrazolium blue (NTB) reductase assay followed essentially the protocols described by Zerbetto et al.^71^ with some modifications according to Wittig et al.^72^. Briefly, complex I *in-gel* activity stain was done in 1D BN-gels directly after electrophoresis. 1D BNE gels were incubated in buffer containing 5 mM Tris/HCl, pH 7.4, 0.1 mg/ml NADH and 2.5 mg/ml NTB until the purple colour was developed (approx. 30 min). Reaction was stopped with 50% methanol, 10% acetic acid fixing solution for several hours to remove Coomassie. Gels were placed into water and scanned for further densitometric analysis by the Quantity One Software (Bio-Rad).

### Citrate synthase activity

Citrate synthase activity was determined in approximately 20 µg of protein lysates following the method described by Bernier et al.^73^ Citrate synthase were determined by spectrophotometric methods. Results were expressed in nmol/mg protein/min.

### Cardiolipin

SS and IMF mitochondria were isolated as previously described.^74^ The isolated pellets were suspended in 100 ul of Reagent C from the Mitochondria Isolation Kit (Abcam Inc., Cambridge, MA) and frozen at −80 °C. Isolated mitochondria were extracted using a previously described method.^75^ Briefly, to 80 μl of the suspension, 320 μl of water was added and mixed. Ten microliter of 1 mg/ml of myristoyl-cardiolipin was added as internal standard. Two milliliter of a chloroform:methanol (2:1) mixture was added and the aqueous layer was removed. Four hundred microliter of water was added twice to the organic phase and removed. The samples were then subjected to silica gel chromatography and the lipid classes were eluted in solvents with increasing polarity: (95:1 (Isooctane: EtOAc); 20:1 (Isooctane:EtOAc); 75:25 Isooctaine:EtOAc; 75:25:2 (Isooctane:EtOAc:glacial acetic acid); 75:25:2 (Isooctane:EtOAc: glacial acetic acid). The phospholipids were eluted in the final step with 4 ml of methanol, stream dried, and then reconstituted again in 250 ml of methanol. MS/MS analysis was performed using a triple quadrupole mass spectrometer model API 4000 system from Applied Biosystems/MDS Sciex equipped with Turbo Ion Spray® (TIS) (Applied Biosystems, Foster City, CA, USA). The data was acquired and analyzed using Analyst version 1.4.2 (Applied Biosystems). Negative electrospray ionization data were acquired using multiple reaction monitoring (MRM). The TIS instrumental source settings for temperature, curtain gas, ion source gas 1 (nebulizer), ion source gas 2 (turbo ion spray), and ion spray voltage were 500 °C, 20 psi, 60 psi, 60 psi, and −4500 V, respectively. The TIS compound parameter settings for declustering potential, entrance potential, and collision cell exit potential were −110—10 V, and −6 V, respectively. The collision energy setting was −50 V for cardiolipin molecular species and −75 V for myristoylcardiolipin. The MRM transitions were (C18:2)4-CL (1448/695.0); (C18:2)3(C18:1)-CL(1450/695.0), and myristoyl-CL (1240/227.3). The chromatographic experiments were carried out on a Shimadzu Prominence HPLC system (Shimadzu, Columbia, MD, USA) following a previously described protocol, with slight modifications.^75^ Briefly, the samples were introduced to the analytical column using Shimadzu SIL-20A autosampler and maintained at 4 °C in the autosampler tray, and injections of 30 μl were made with a column temperature of 35 °C. The separation of (C18:2)4-CL, (C18:2)3(C18:1)-CL and (C18:2)2(C18:1)2-CL was accomplished using a Symmetry C18 column (150 × 3.9 mm ID, 5 μ). The mobile phase consisted of 90:10 acetonitrile:water containing 0.5% of trimethylamine and 0.5% of glacial acetic acid as Component A and 90:10 isopropanol:water containing 0.5% of trimethylamine and 0.5% of glacial acetic acid Component B. A linear gradient was run as follows:0 min 0% B; 5 min 0% B; 70 min 100% B; 80 min 100% B; 85 min 50% B at 0.4 ml/min. The total run time was 90 min per sample.

### ATP analysis

ATP content was measured with a commercial kit according to the manufacturer’s instructions (Abcam Inc., Cambridge, MA).

### Electron microscopy

For TEM analysis, gastrocnemius, and vastus lateralis samples from mice and rhesus monkey, respectively, were removed and placed directly into a fixative solution consisting of 2.5% glutaraldehyde and 3% paraformaldehyde in 0.1 M sodium cacodylate buffer (Electron Microscopy Sciences, Hatfield PA). The tissues were post fixed in 1% osmium tetroxide for 1 h at 4 °C in the same buffer, dehydrated and then embedded in Embed 812 resin (Electron Microscopy Sciences, Hatfield PA), after which tissue samples were transferred to pure resin for 24 h. Blocks were formed in fresh resin contained in silicon molds, and the resin was allowed to polymerize for 48 h at 65 °C. Ultrathin sections were obtained and stained with uranyl acetate and lead citrate, and then examined on a Philips CM-10 electron microscope (ServicioCentralizado de Apoyo a la Investigación, SCAI, University of Córdoba, Spain) at 25,000x magnification by a blinded investigator. Ten digital images per sample were analyzed using NIH Image J (NIH, USA) software for measurement of mitochondrial area and mitochondrial circularity.

### Statistics

Data are expressed as means ± standard error of the mean (SEM). Between-group comparisons were analyzed using the Student’s *t*-tests are Mann–Whitney *U-*test when normality assumption was not obtained. Analyses were performed using Excel 2010 (Microsoft Corp., Redmond, WA). A *p-*value of ≤0.05 was considered statistically significant.

## Electronic supplementary material

Supplementary Figure 1

Supplementary Figure 2

Supplemental Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplemental Figure 7

Supplemental Figure 8

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplementary file

## Electronic supplementary material

Supplementary Information accompanies the paper on the *npj Aging and Mechanisms of Disease* website (doi:10.1038/s41514-017-0009-8).

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8

Mouse_O-Y Mitochondrial Dysfunction

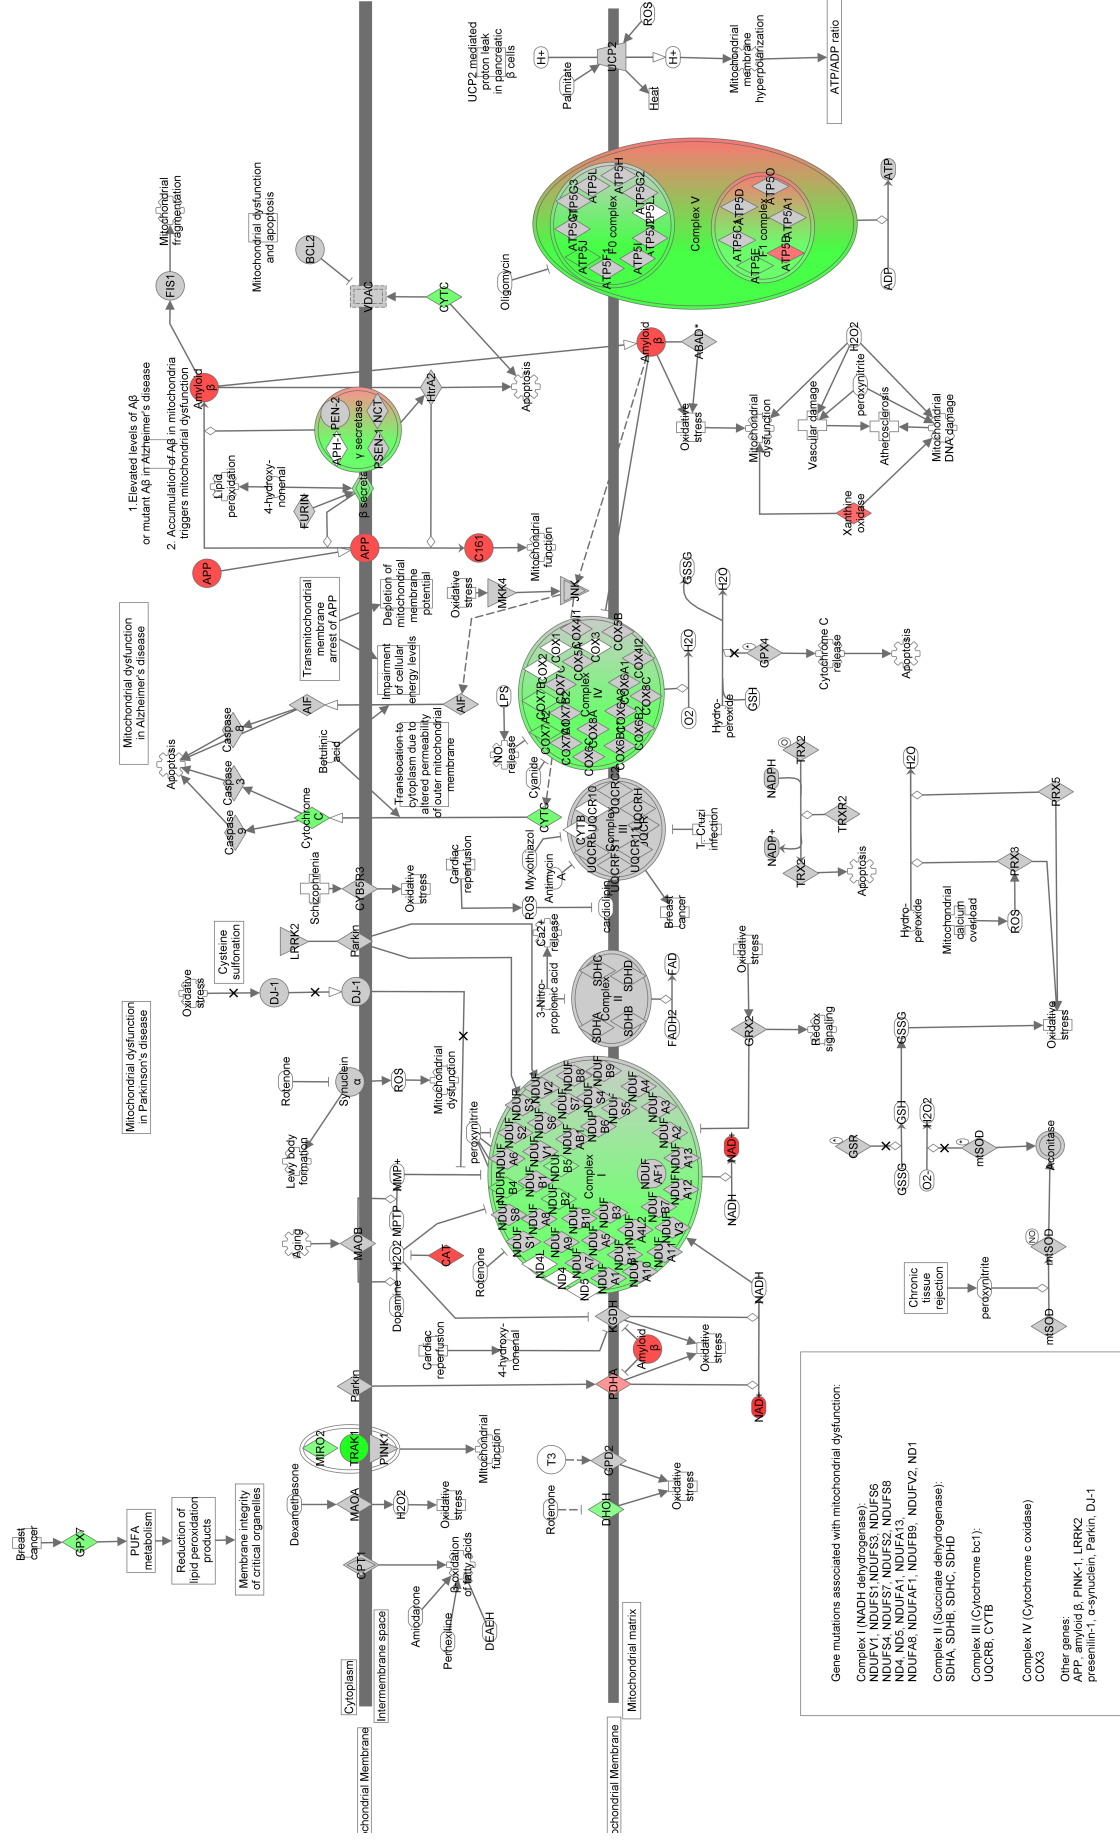

Mouse_ O-M Mitochondrial Dysfunction

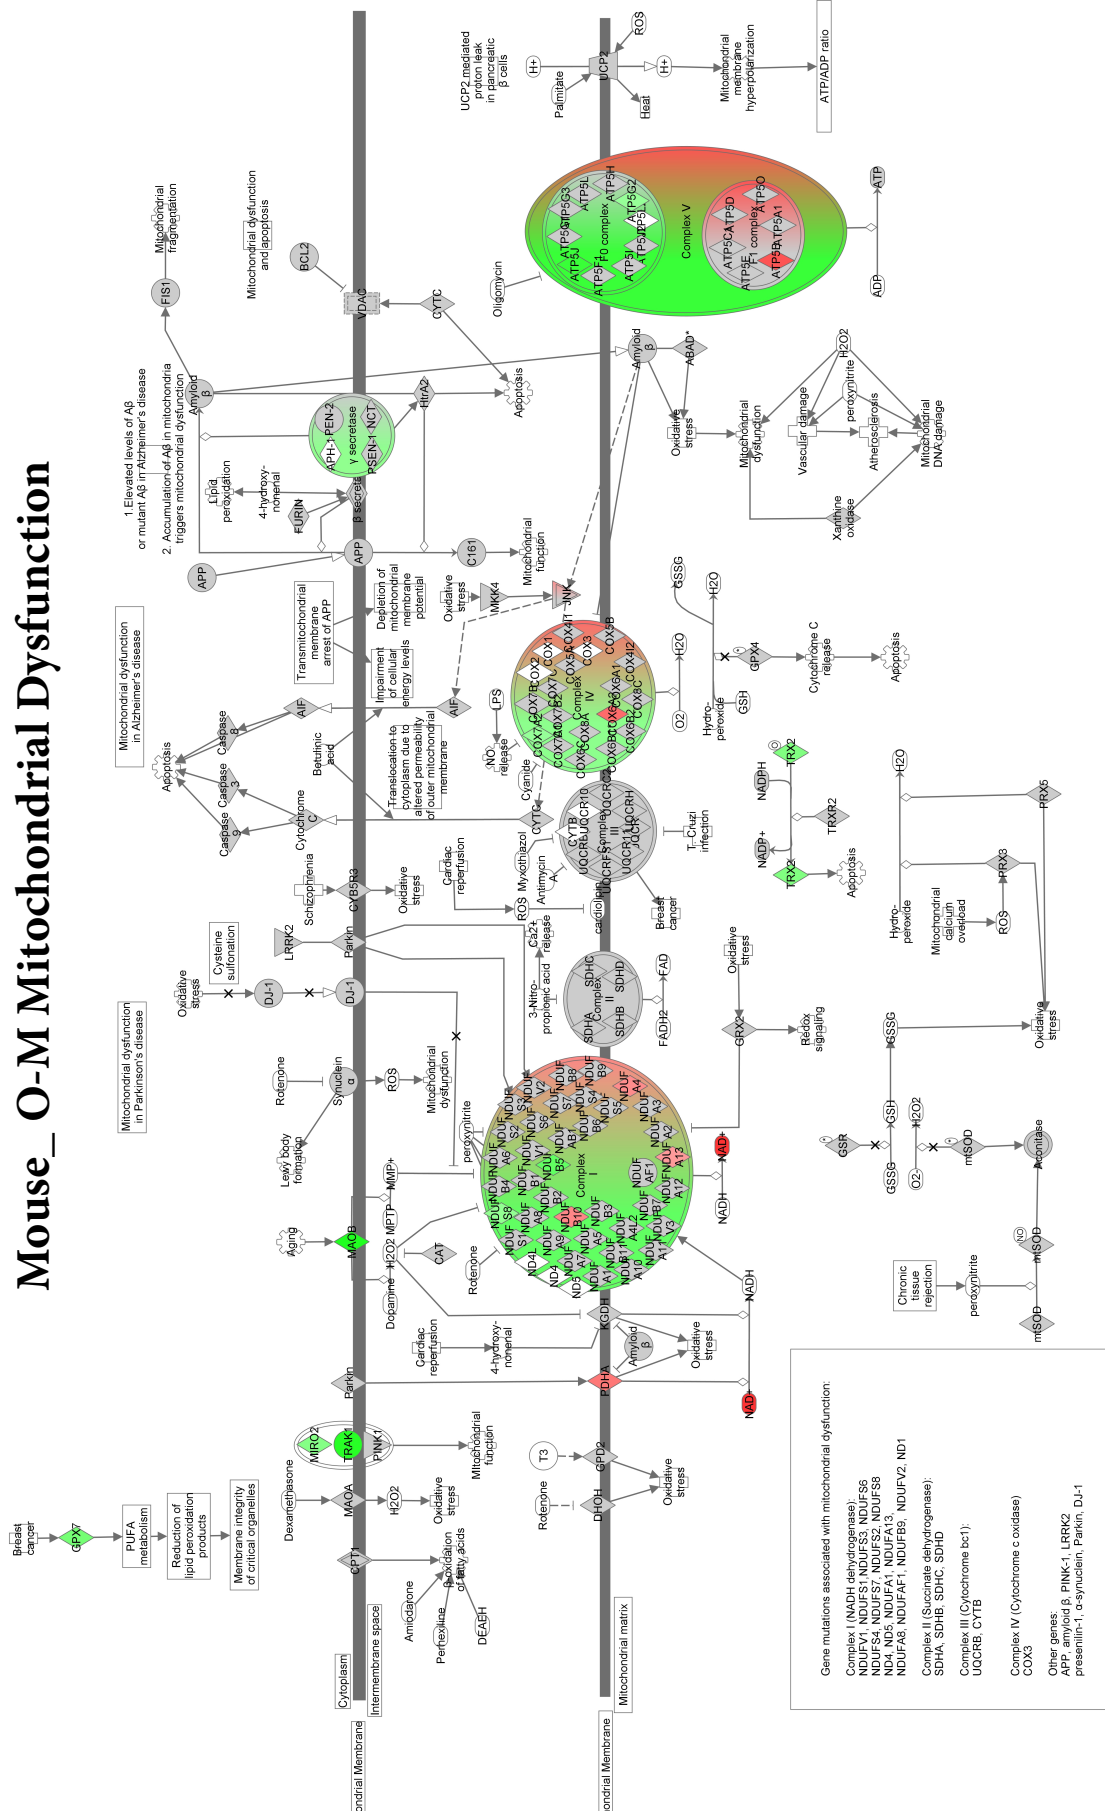

Mouse_ M-Y Mitochondrial Dysfunction

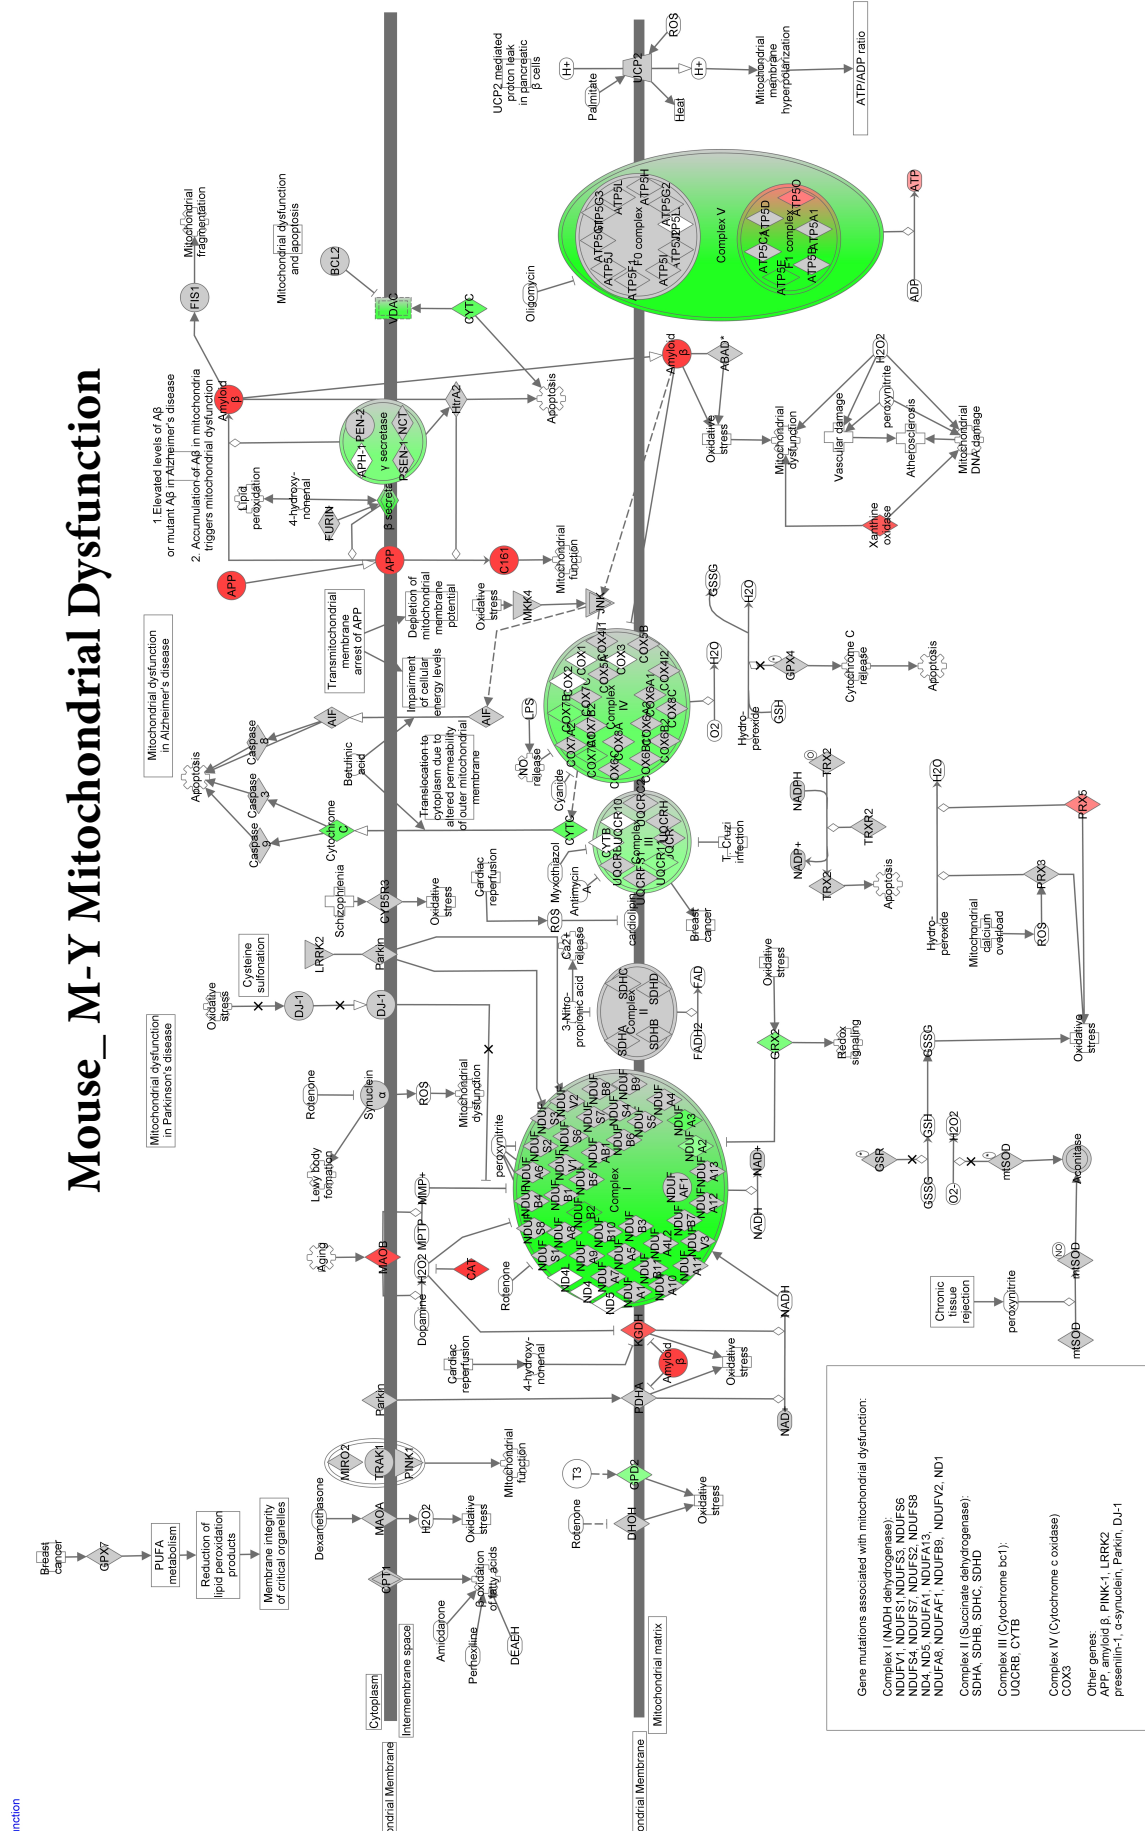

Rat_O-Y Mitochondrial Dysfunction

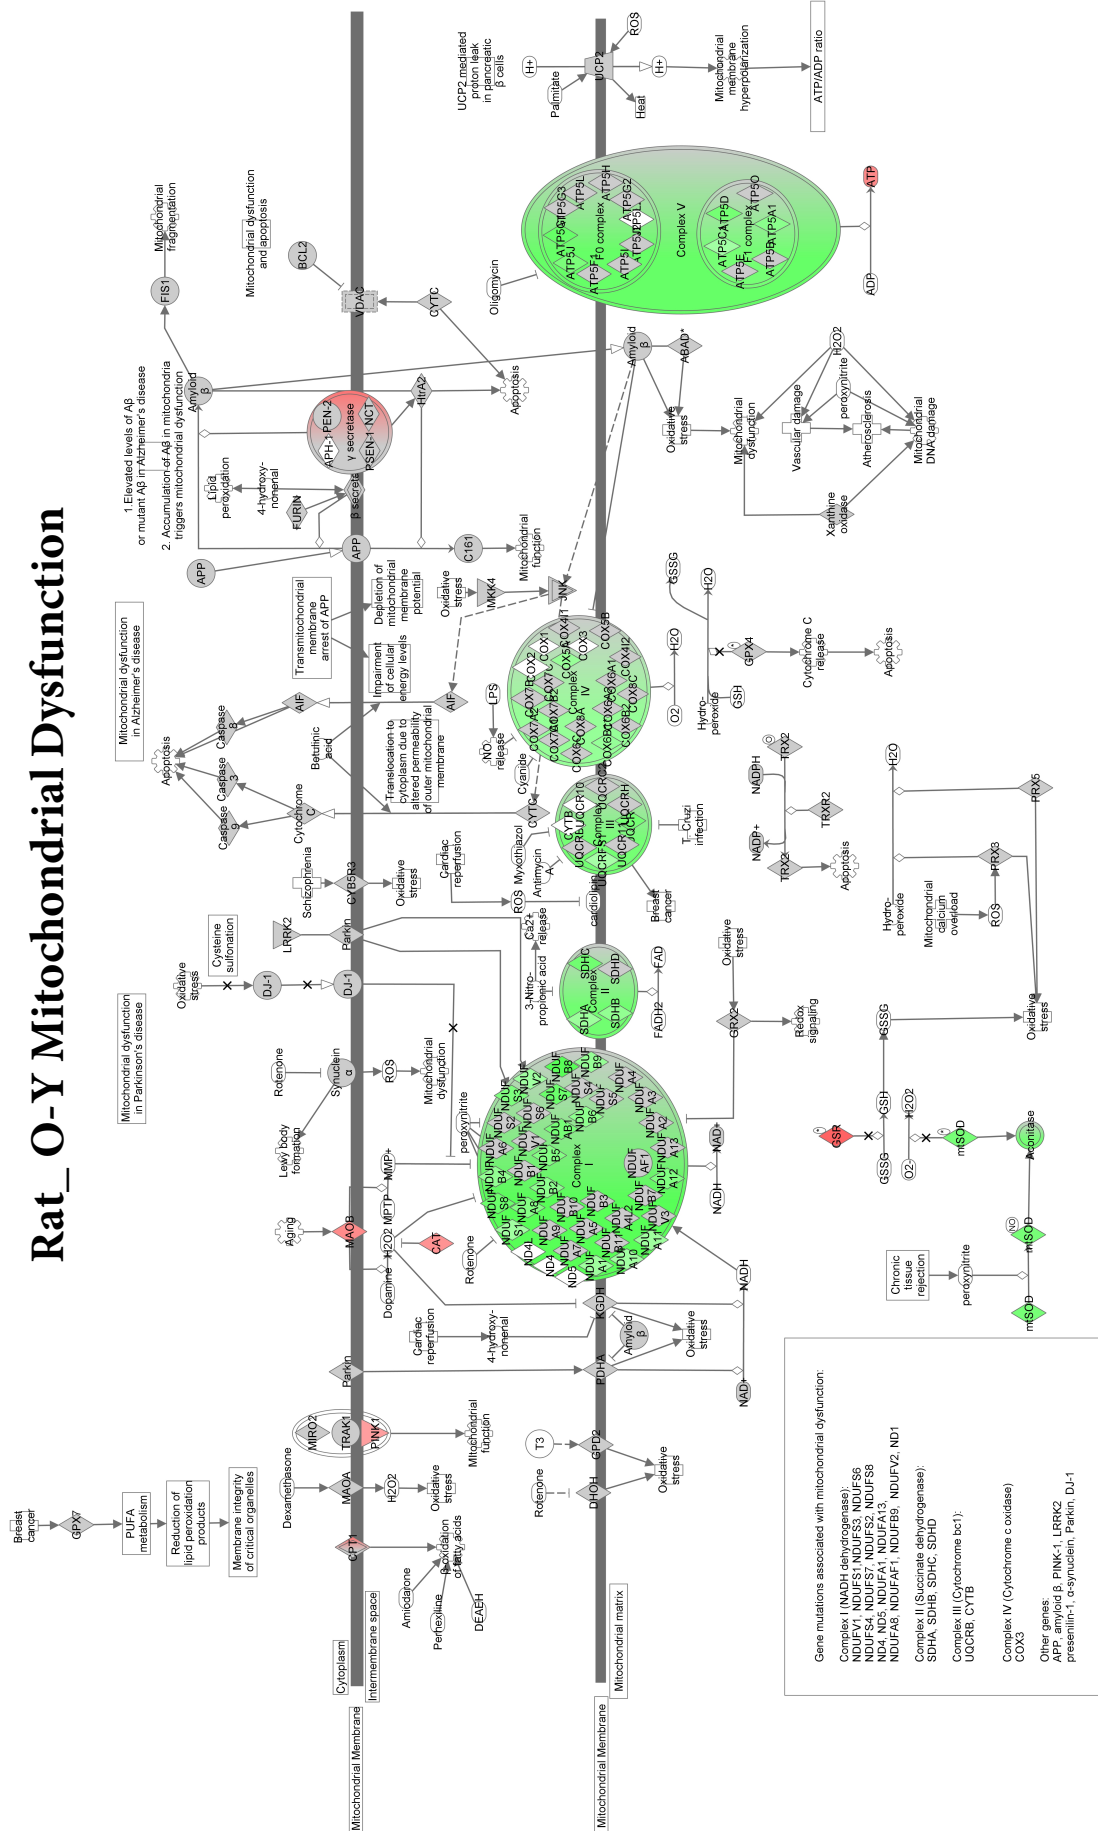

Rat_M-Y Mitochondrial Dysfunction

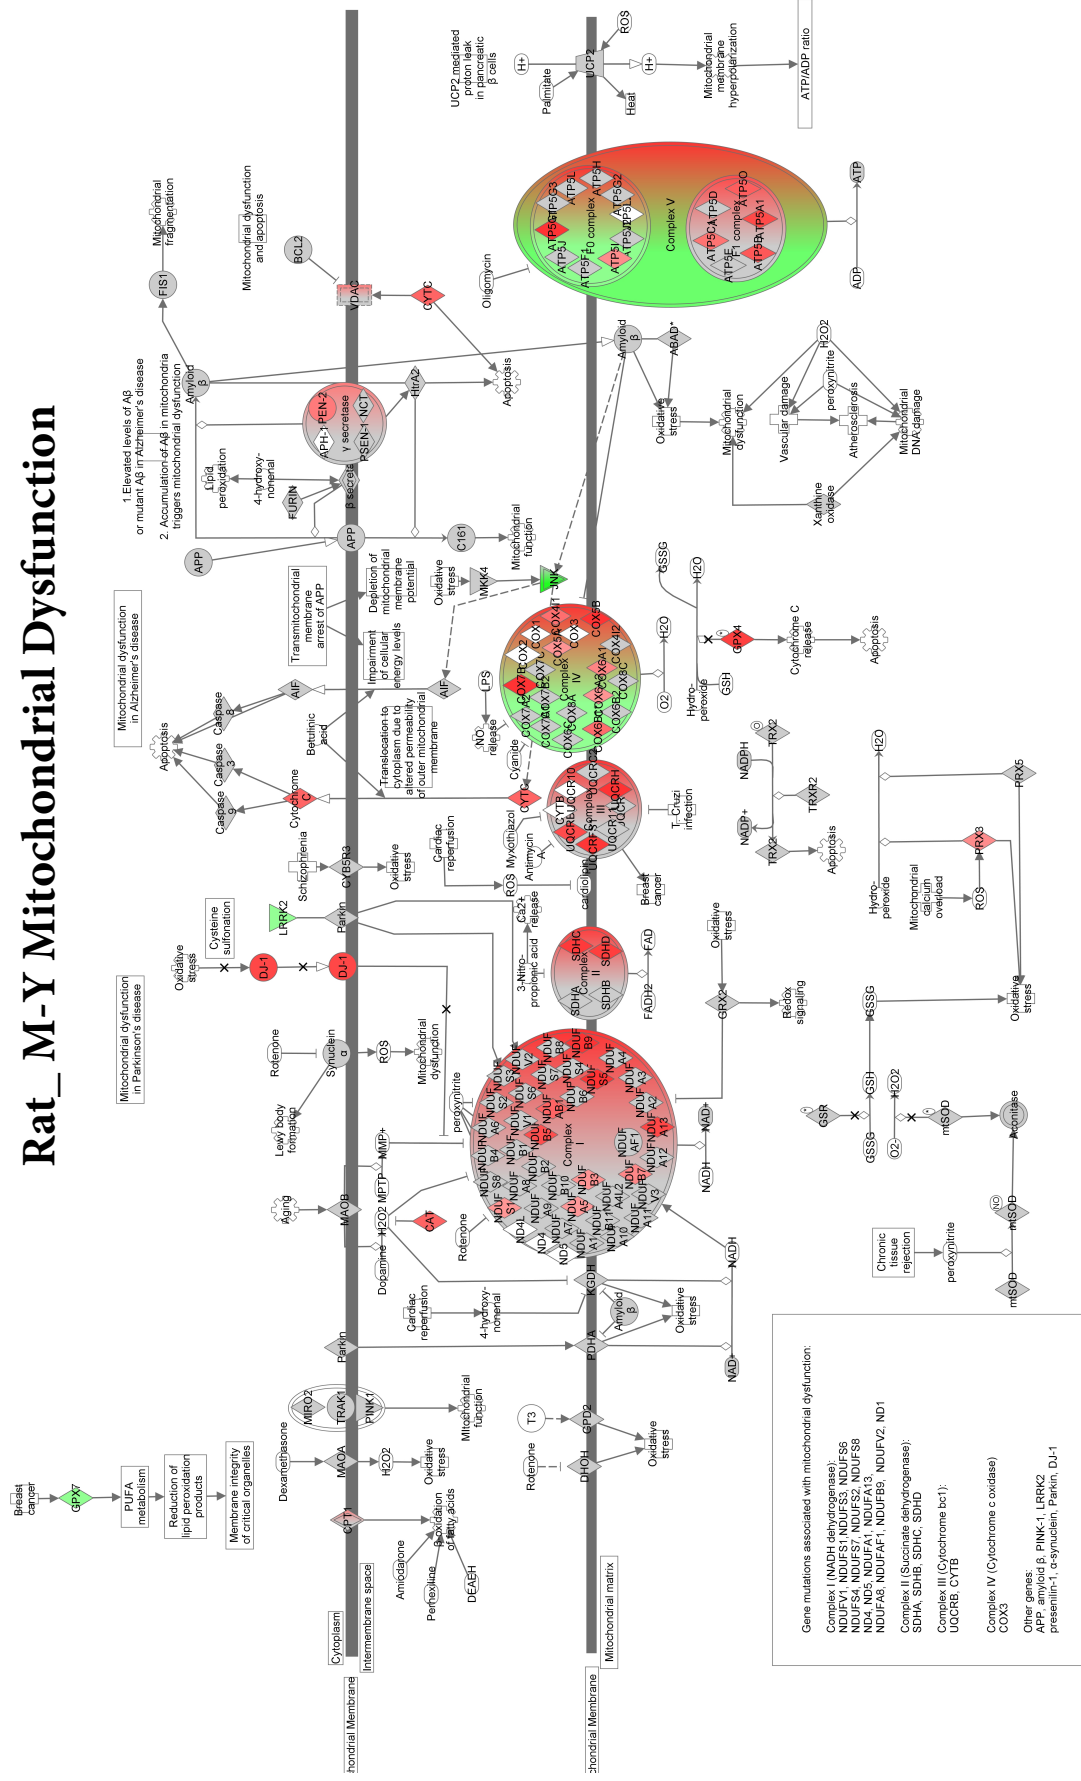

Rat_O-M Mitochondrial Dysfunction

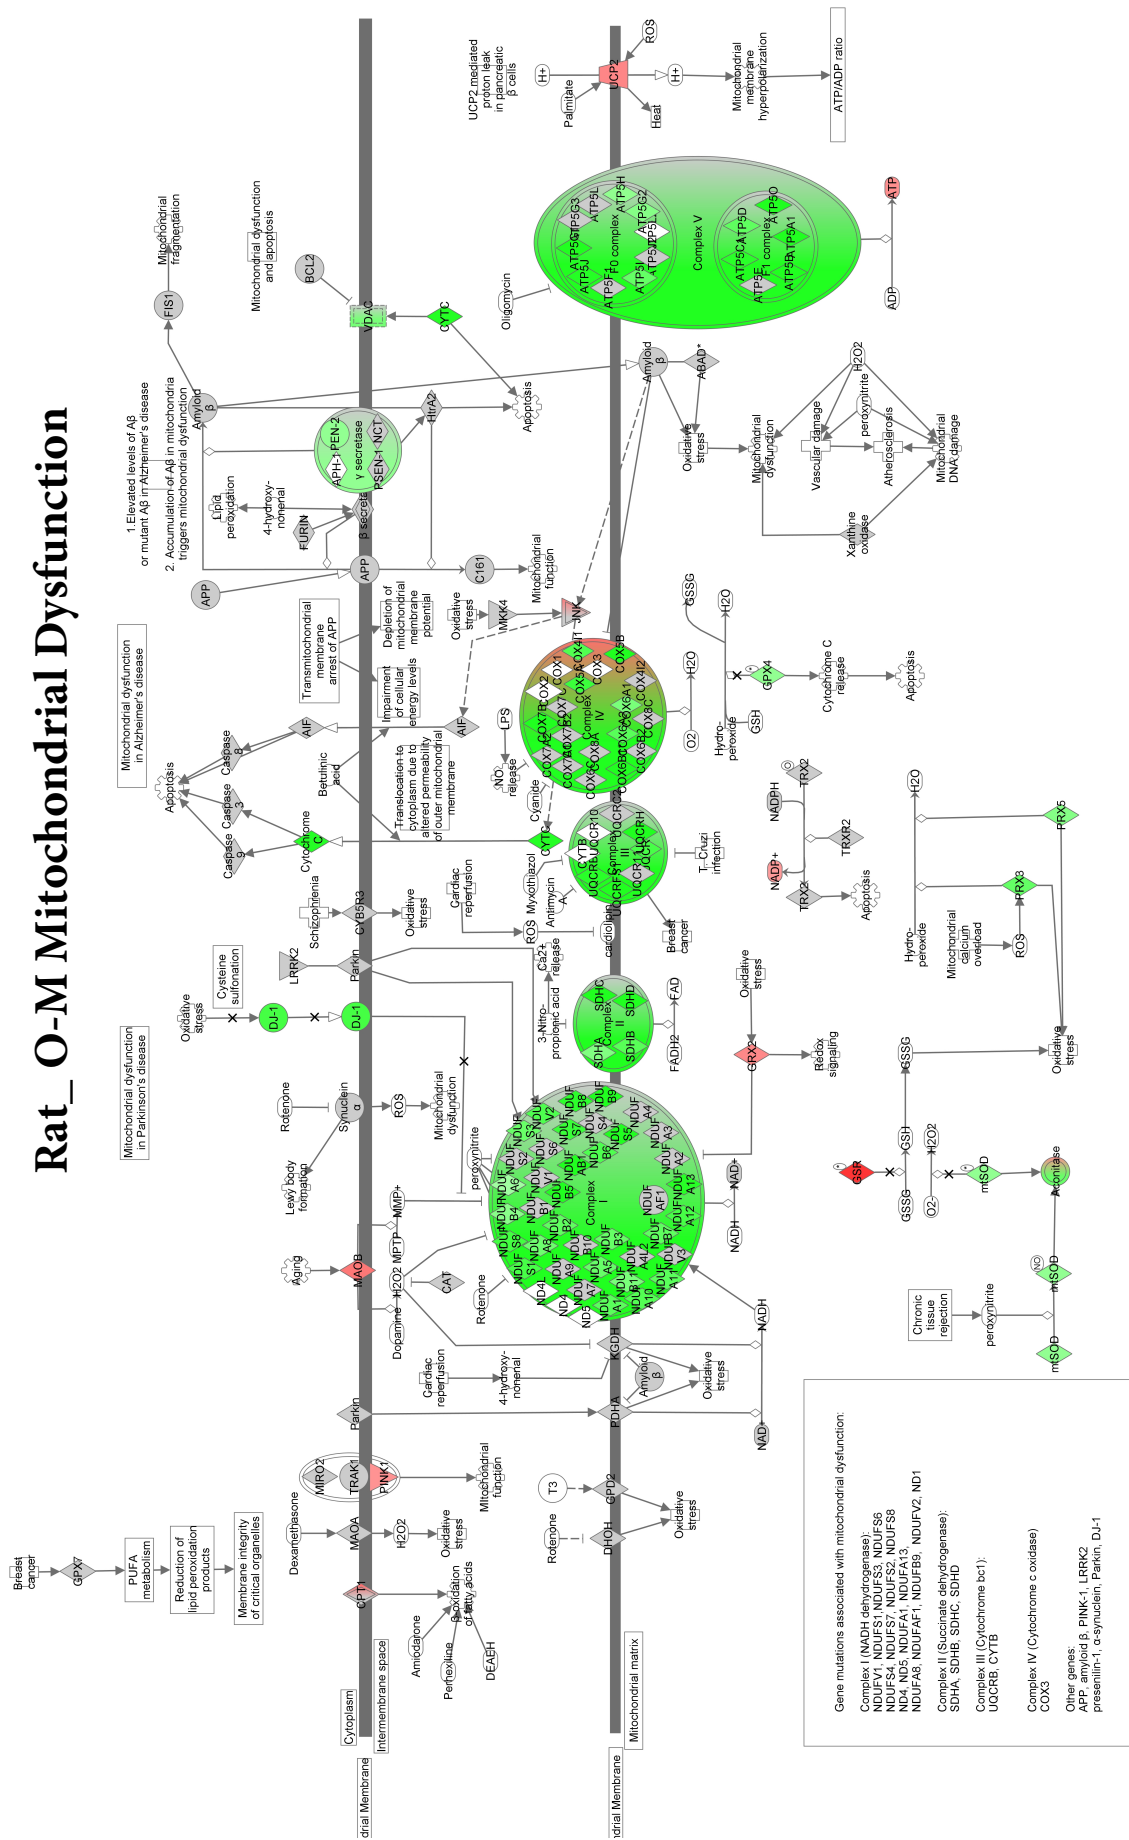

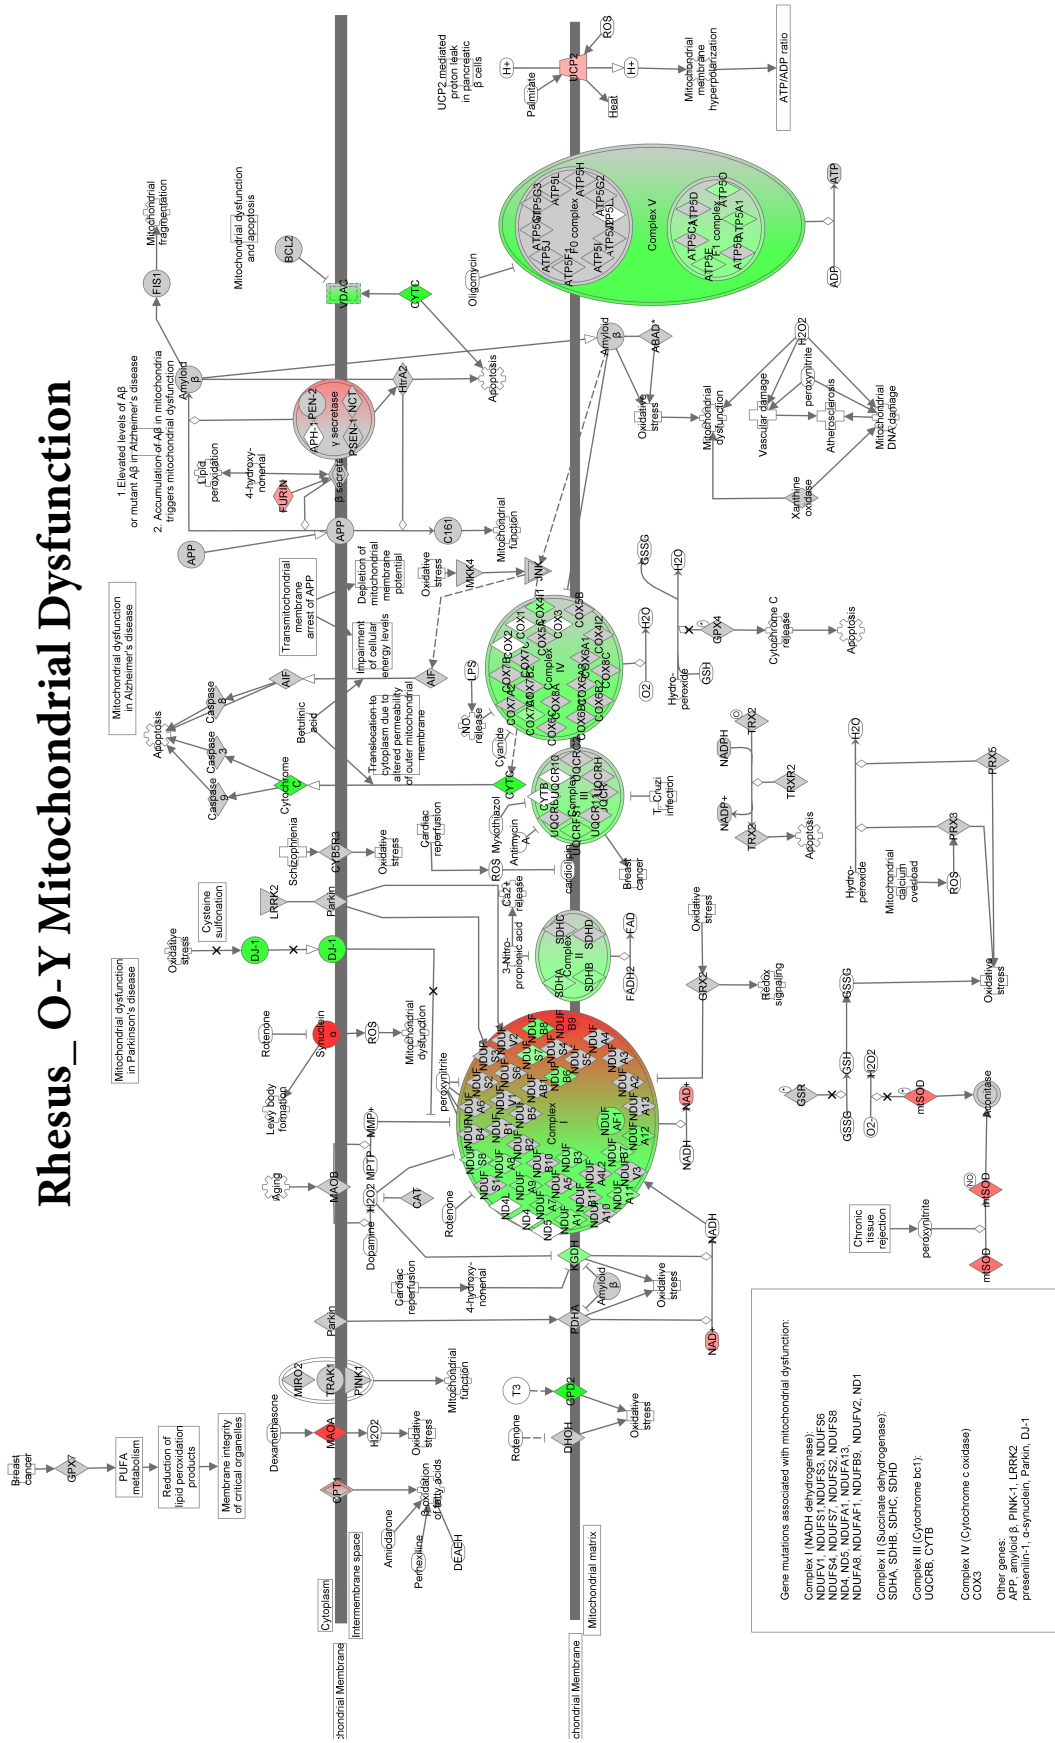

Rhesus_M-Y Mitochondrial Dysfunction

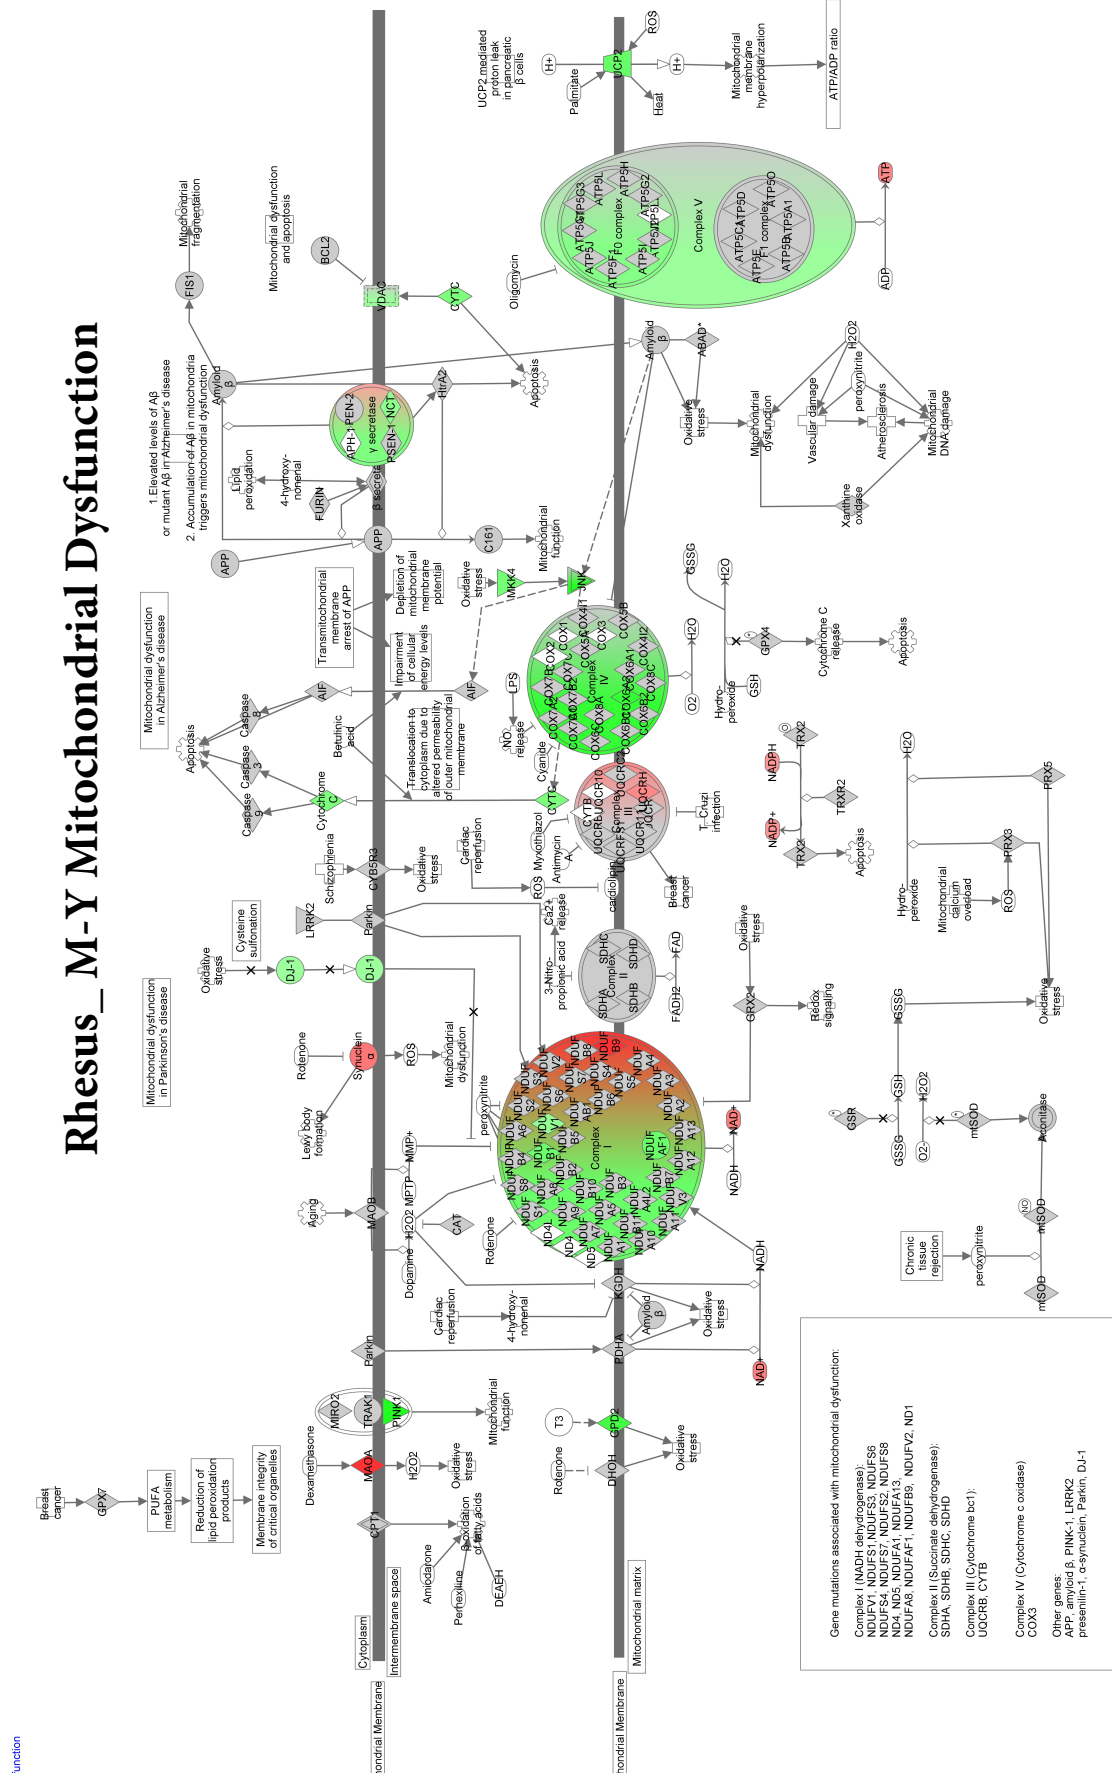

Rhesus_ O-M Mitochondrial Dysfunction

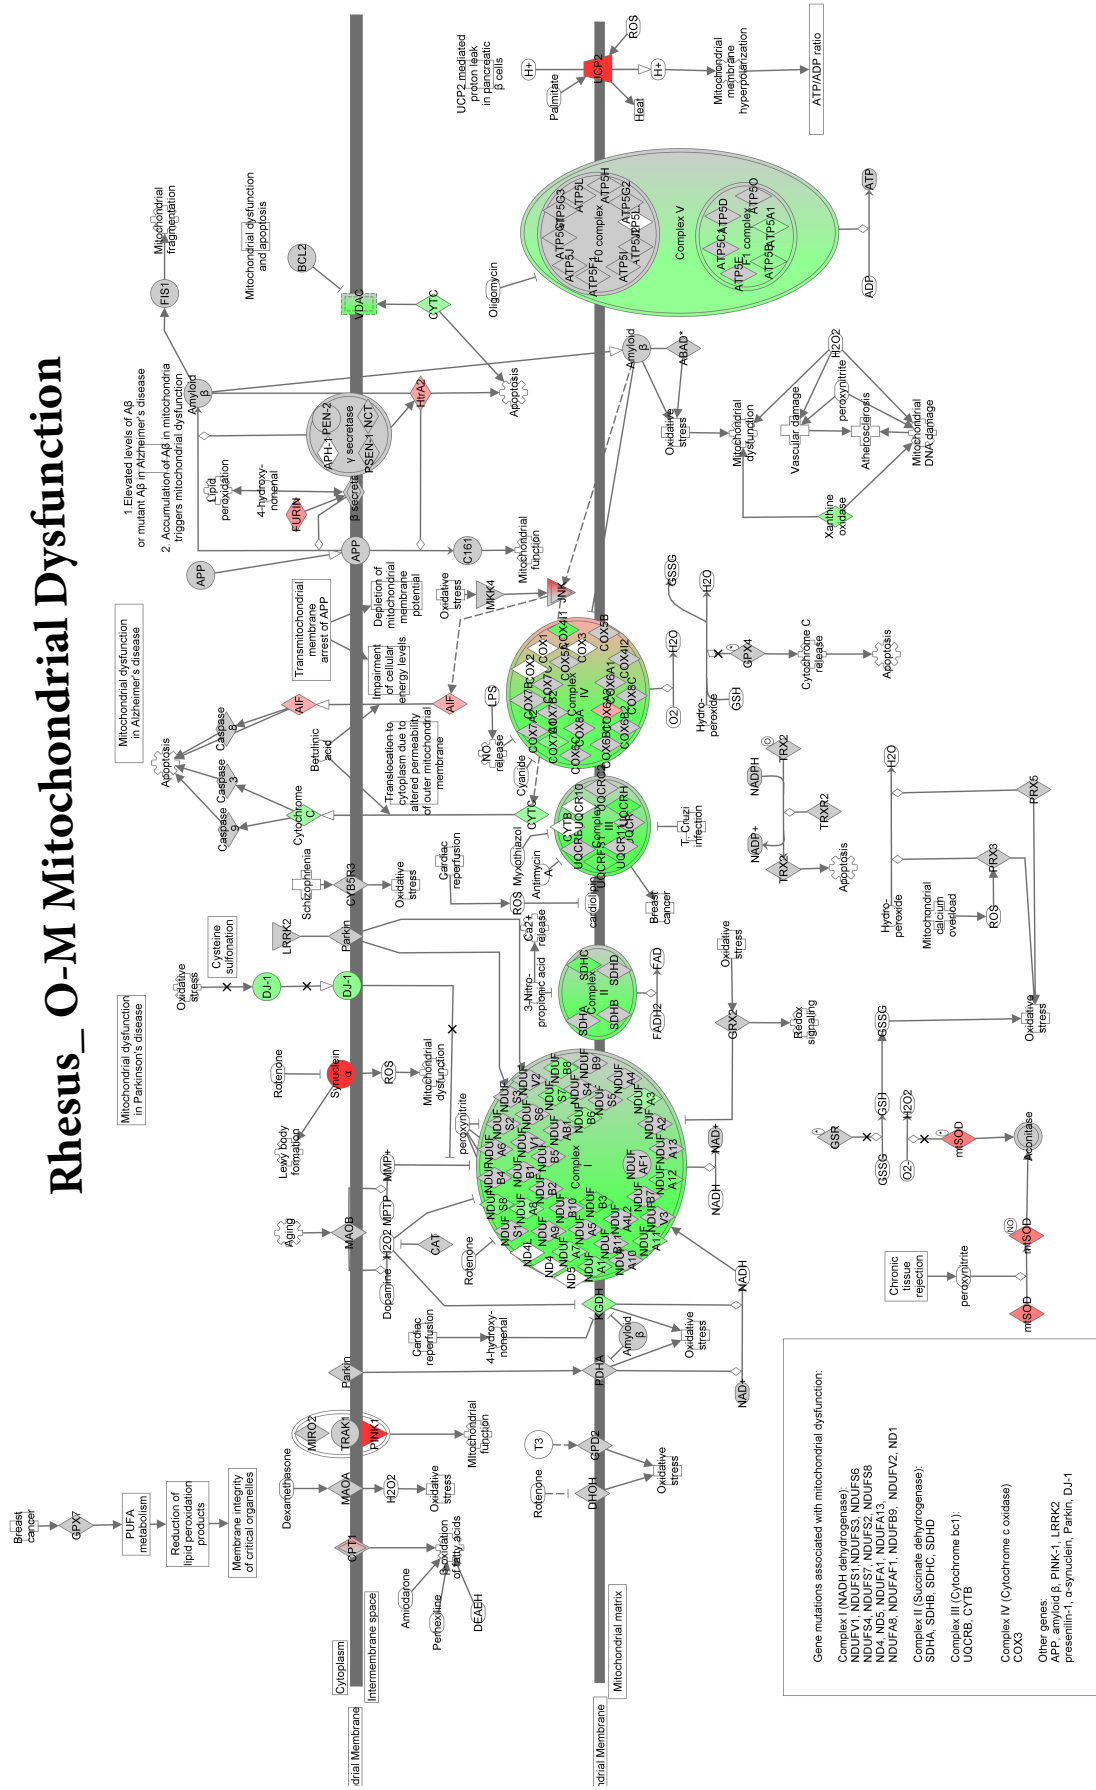

Human_M-Y Mitochondrial Dysfunction

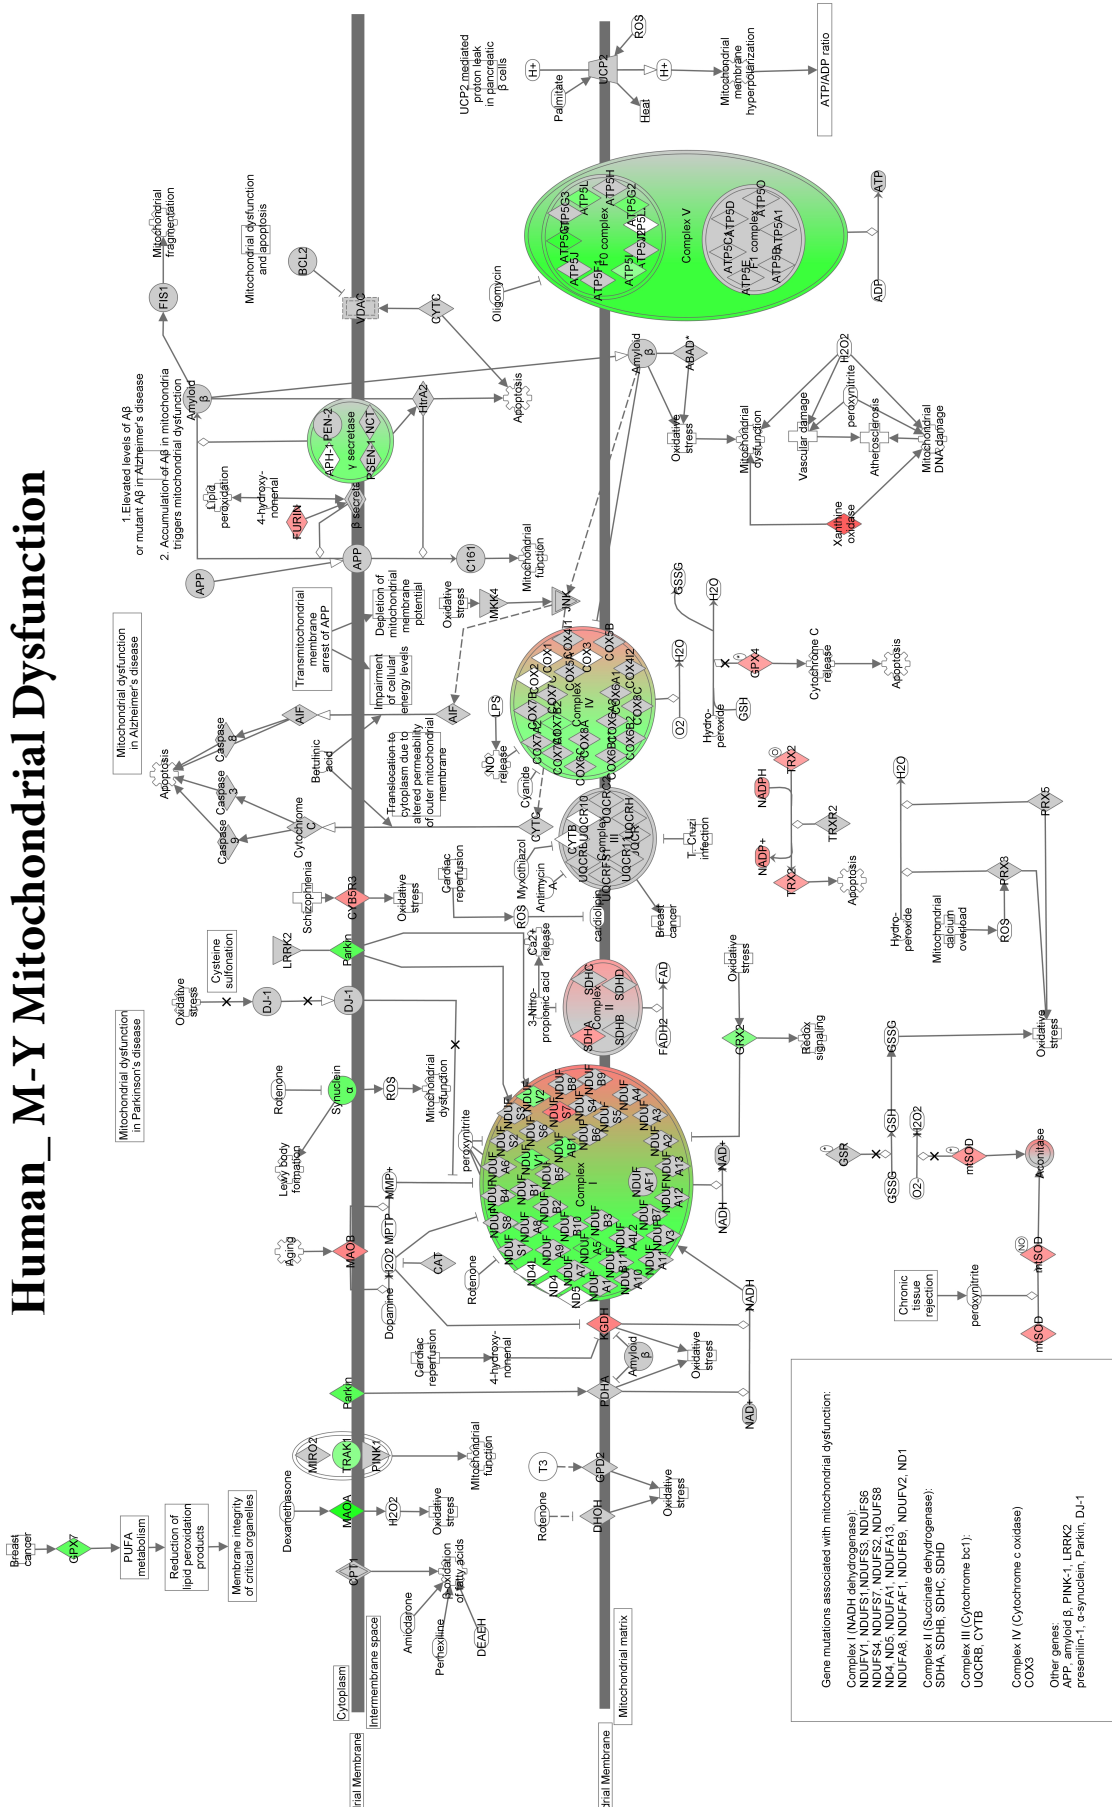

Human_O-M Mitochondrial Dysfunction

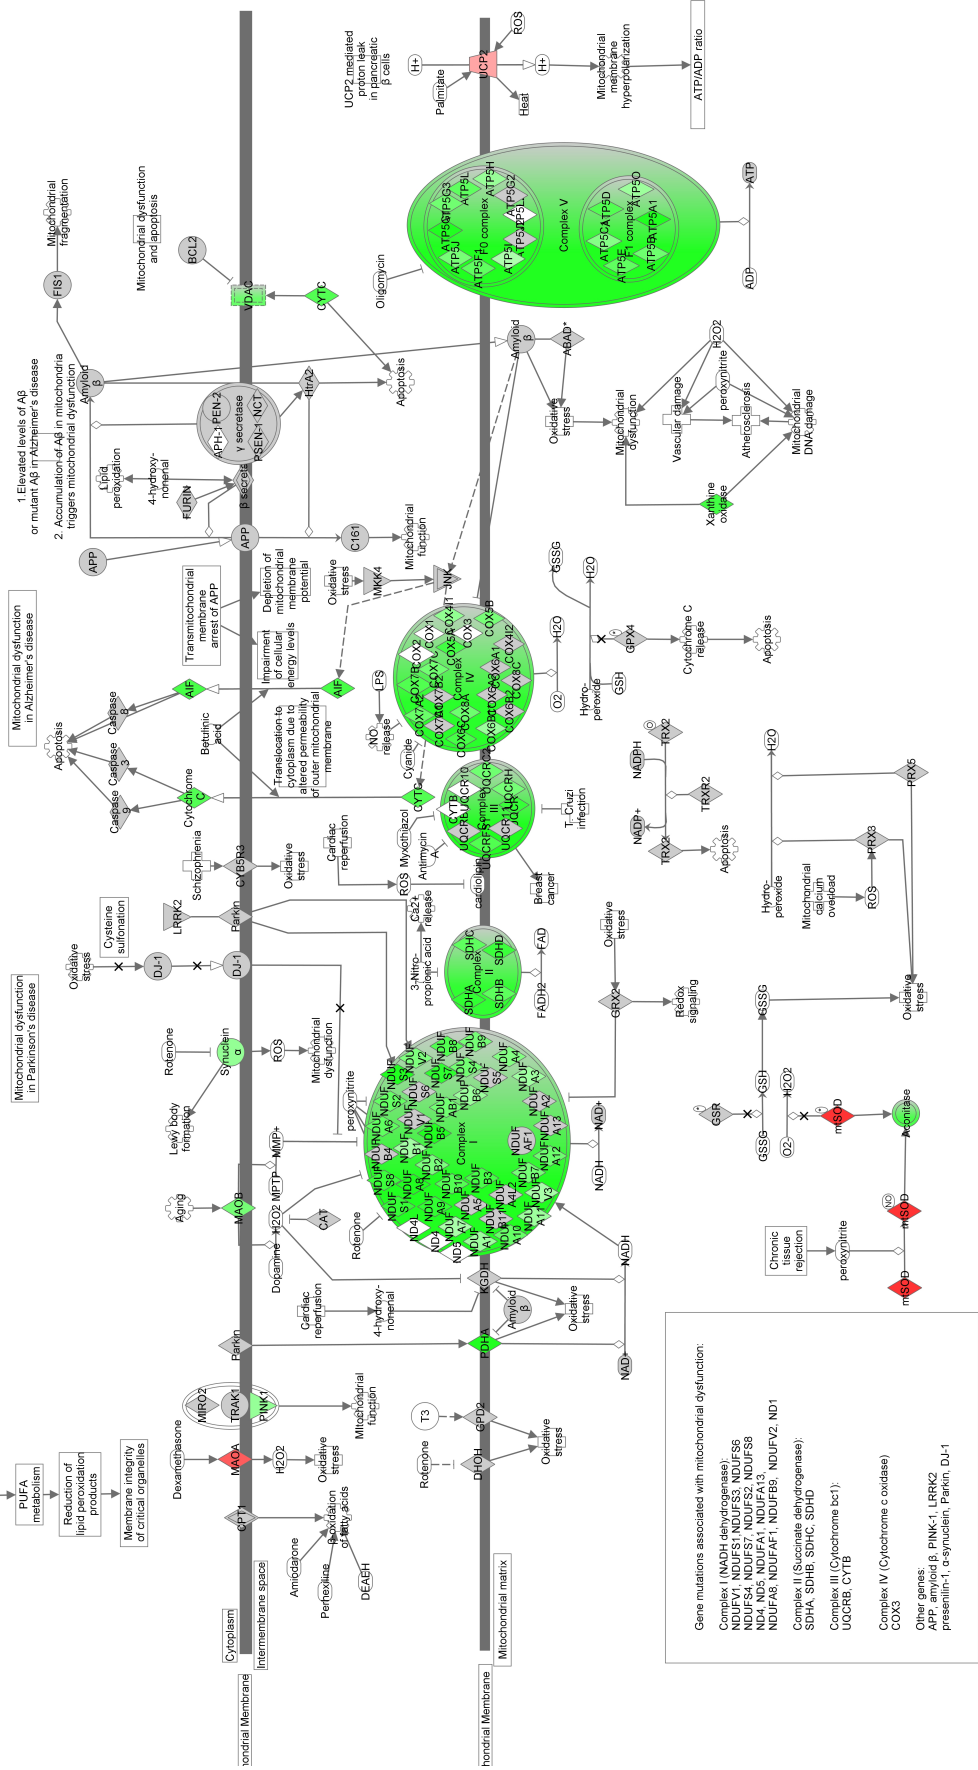

**Supplement:** Supplementary file 2 — Supplementary Figure 2

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8

# Mouse\_ O-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

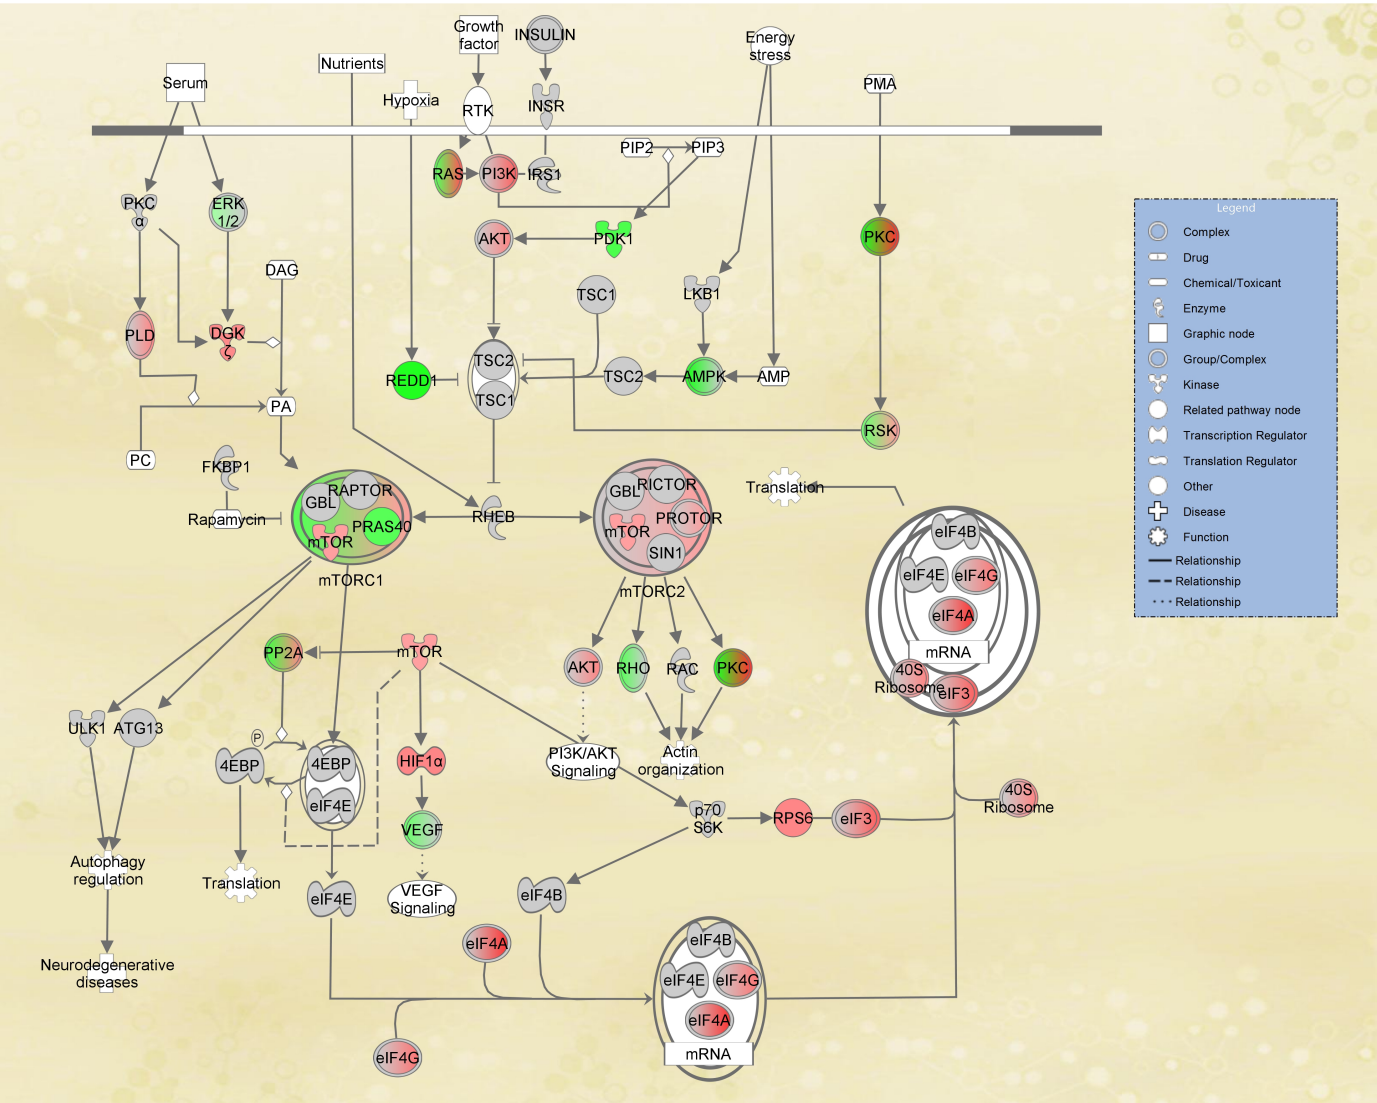

# Mouse\_ M-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

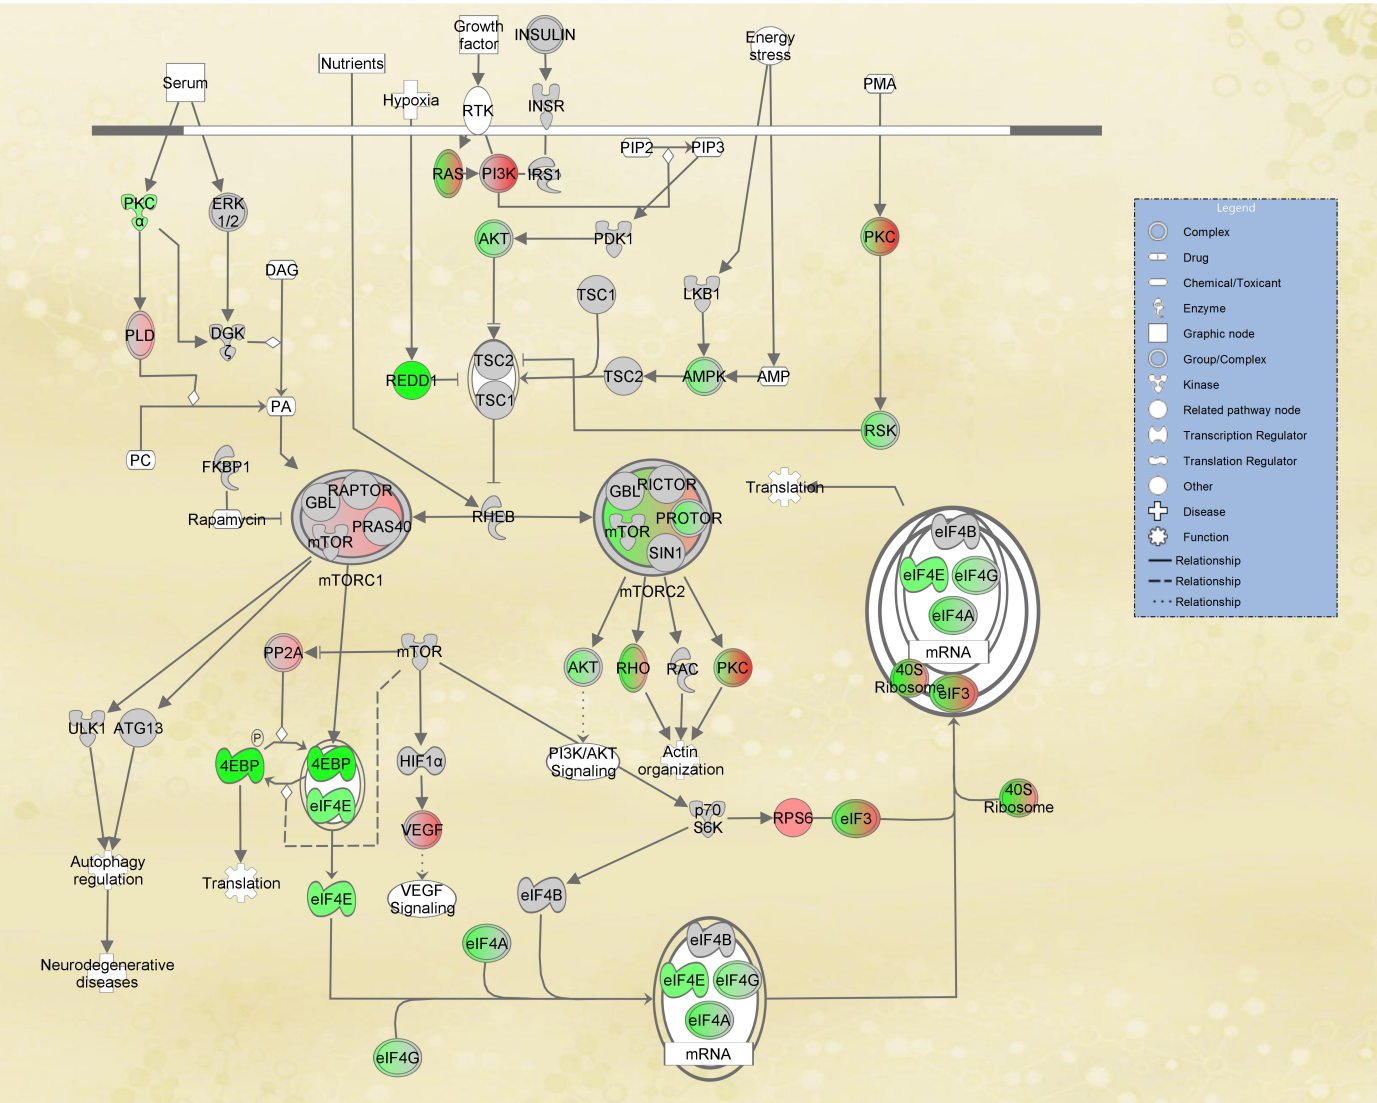

# Mouse\_ O-M mTOR Signalling Pathway

Path Designer mTOR Signaling

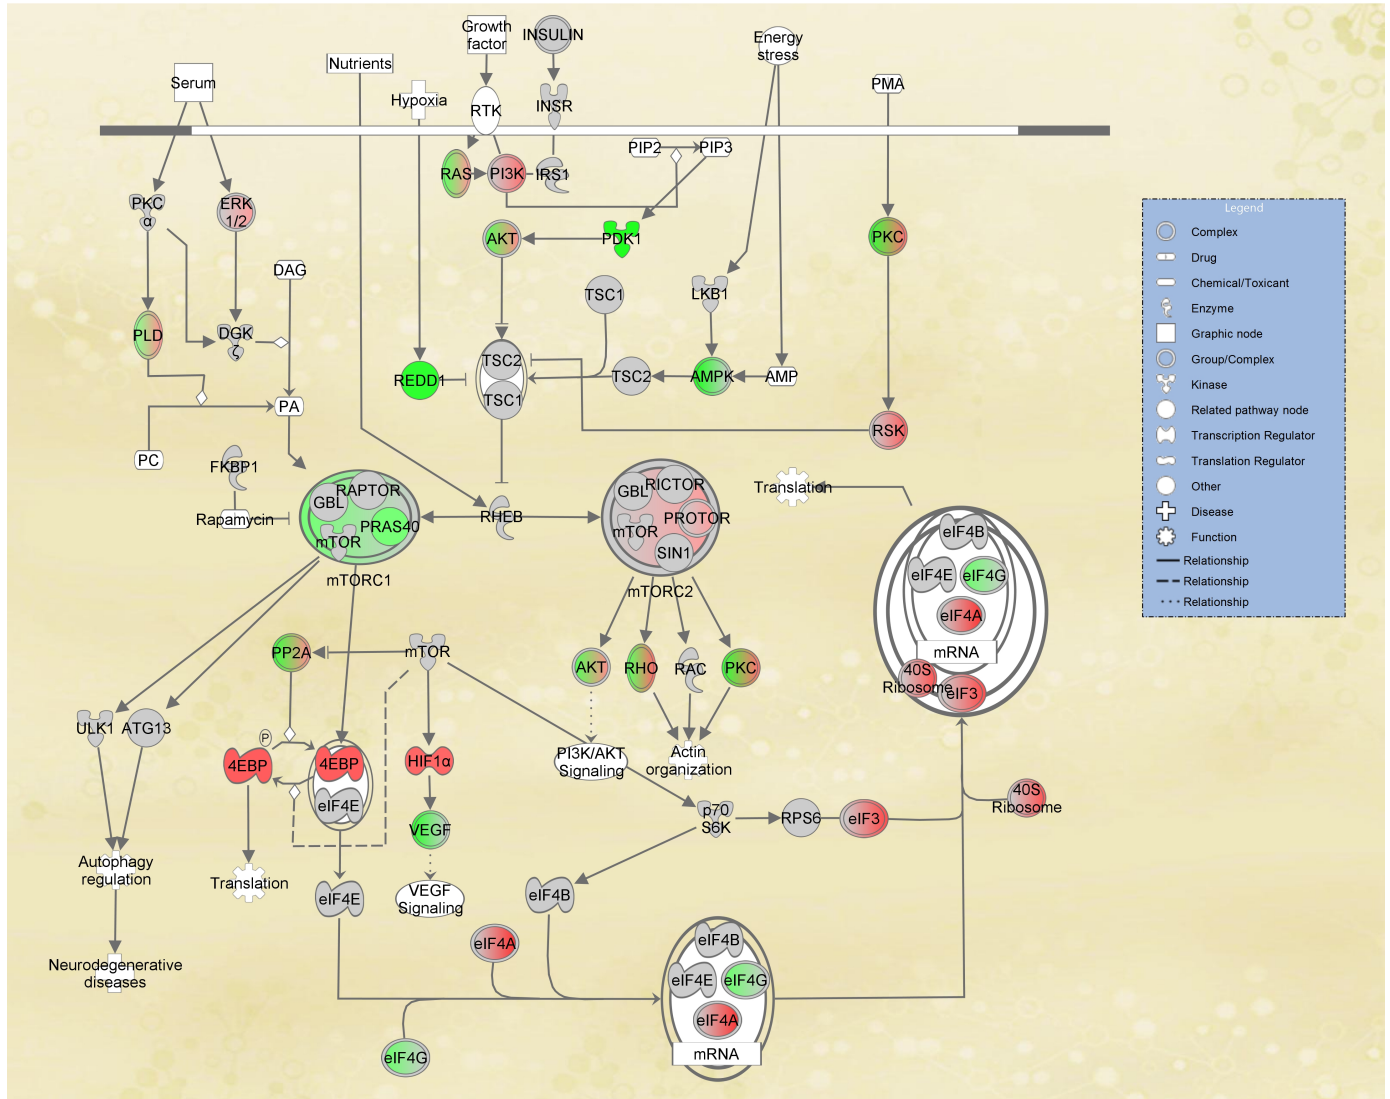

# Rat\_ O-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

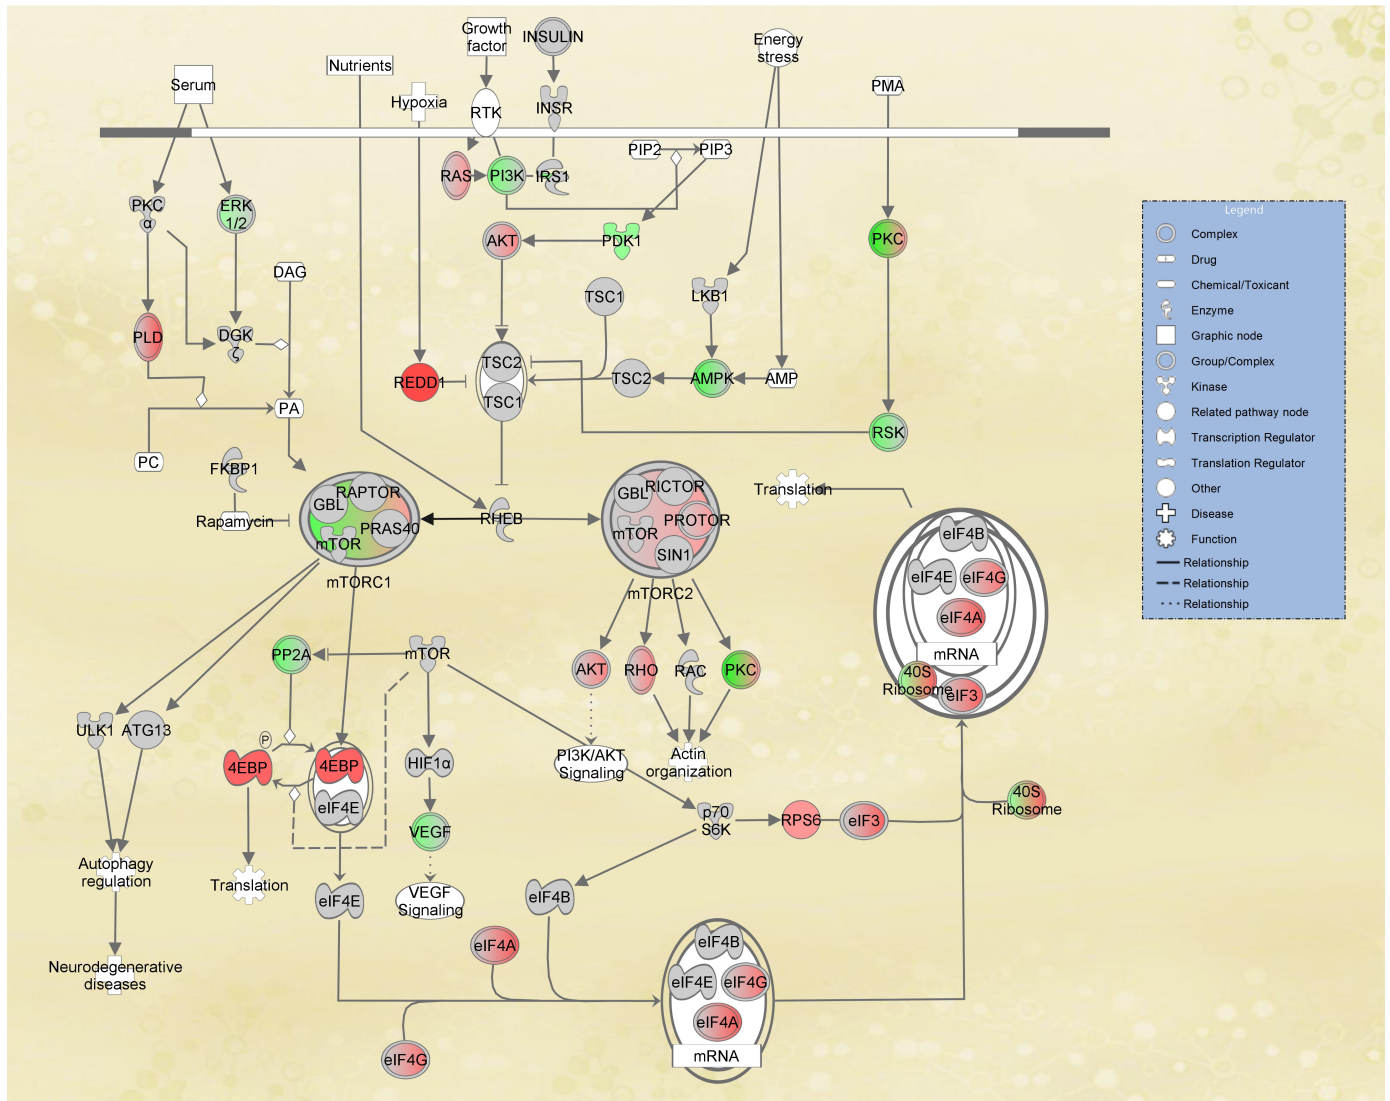

# Rat\_M-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

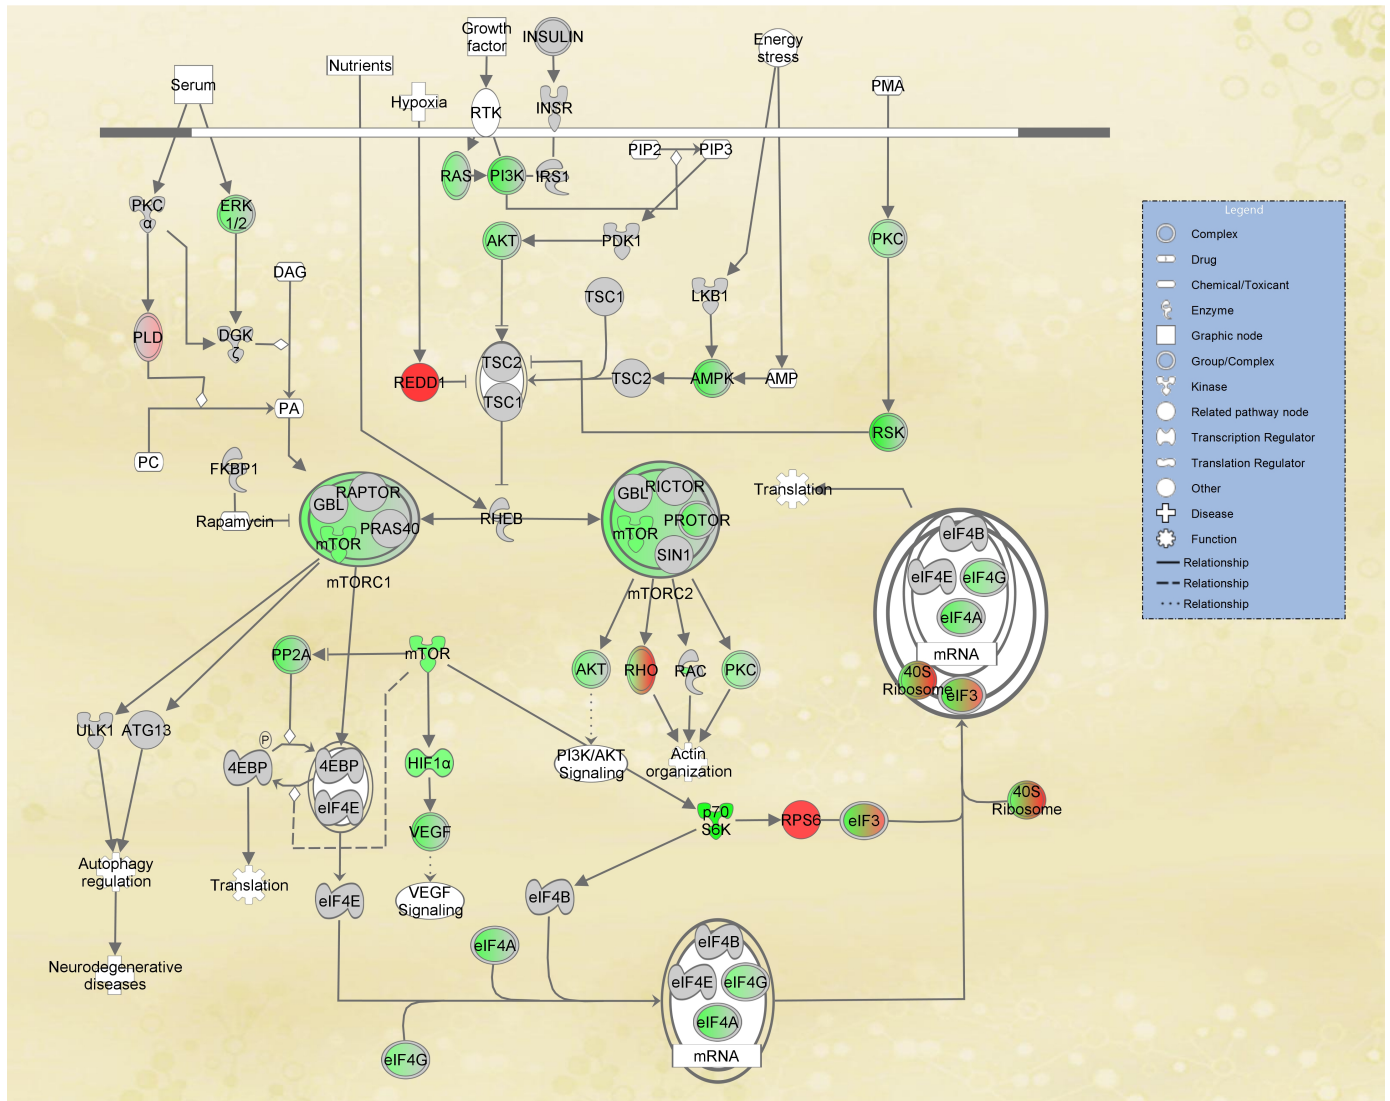

# Rat\_O-M mTOR Signalling Pathway

Path Designer mTOR Signaling

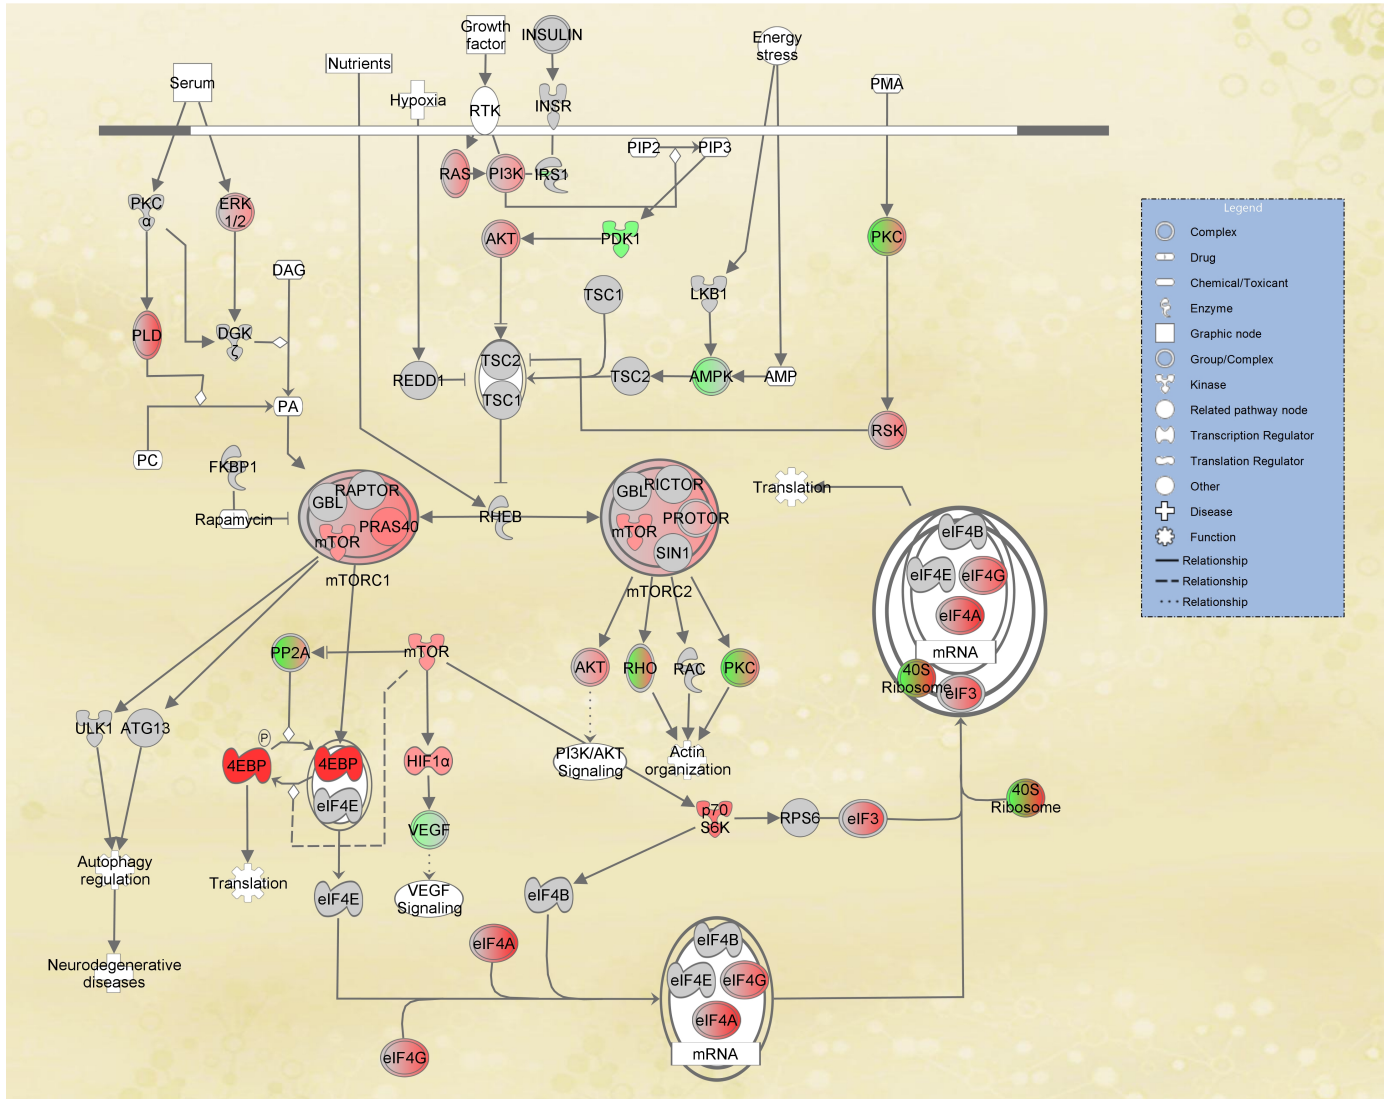

# Rhesus\_ O-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

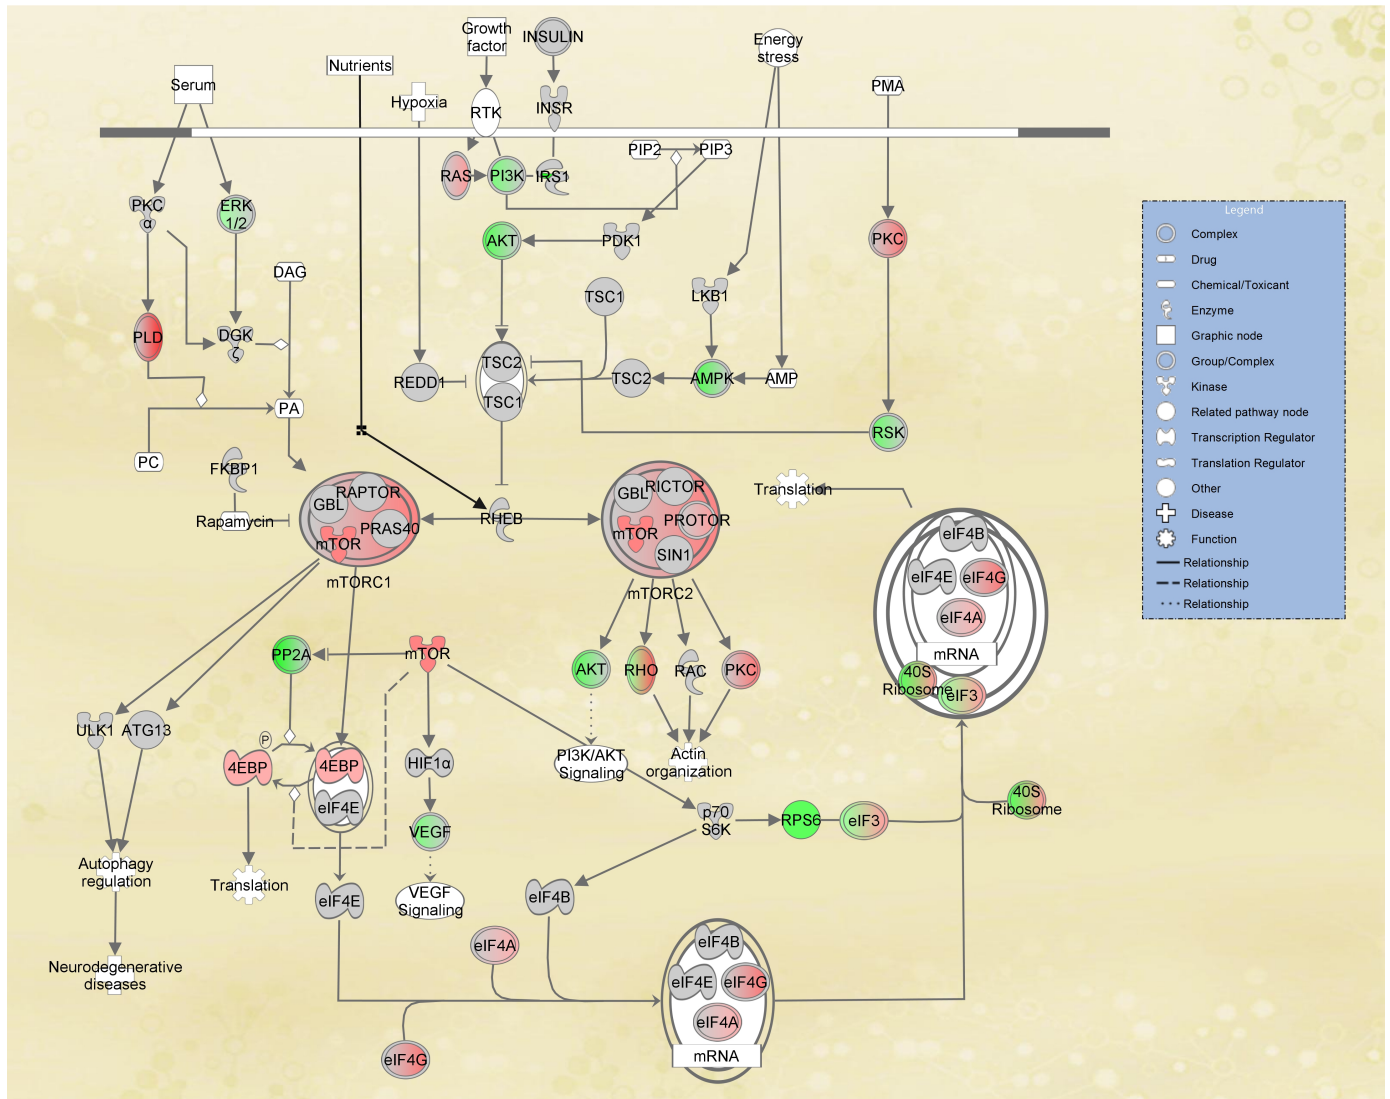

# Rhesus\_ M-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

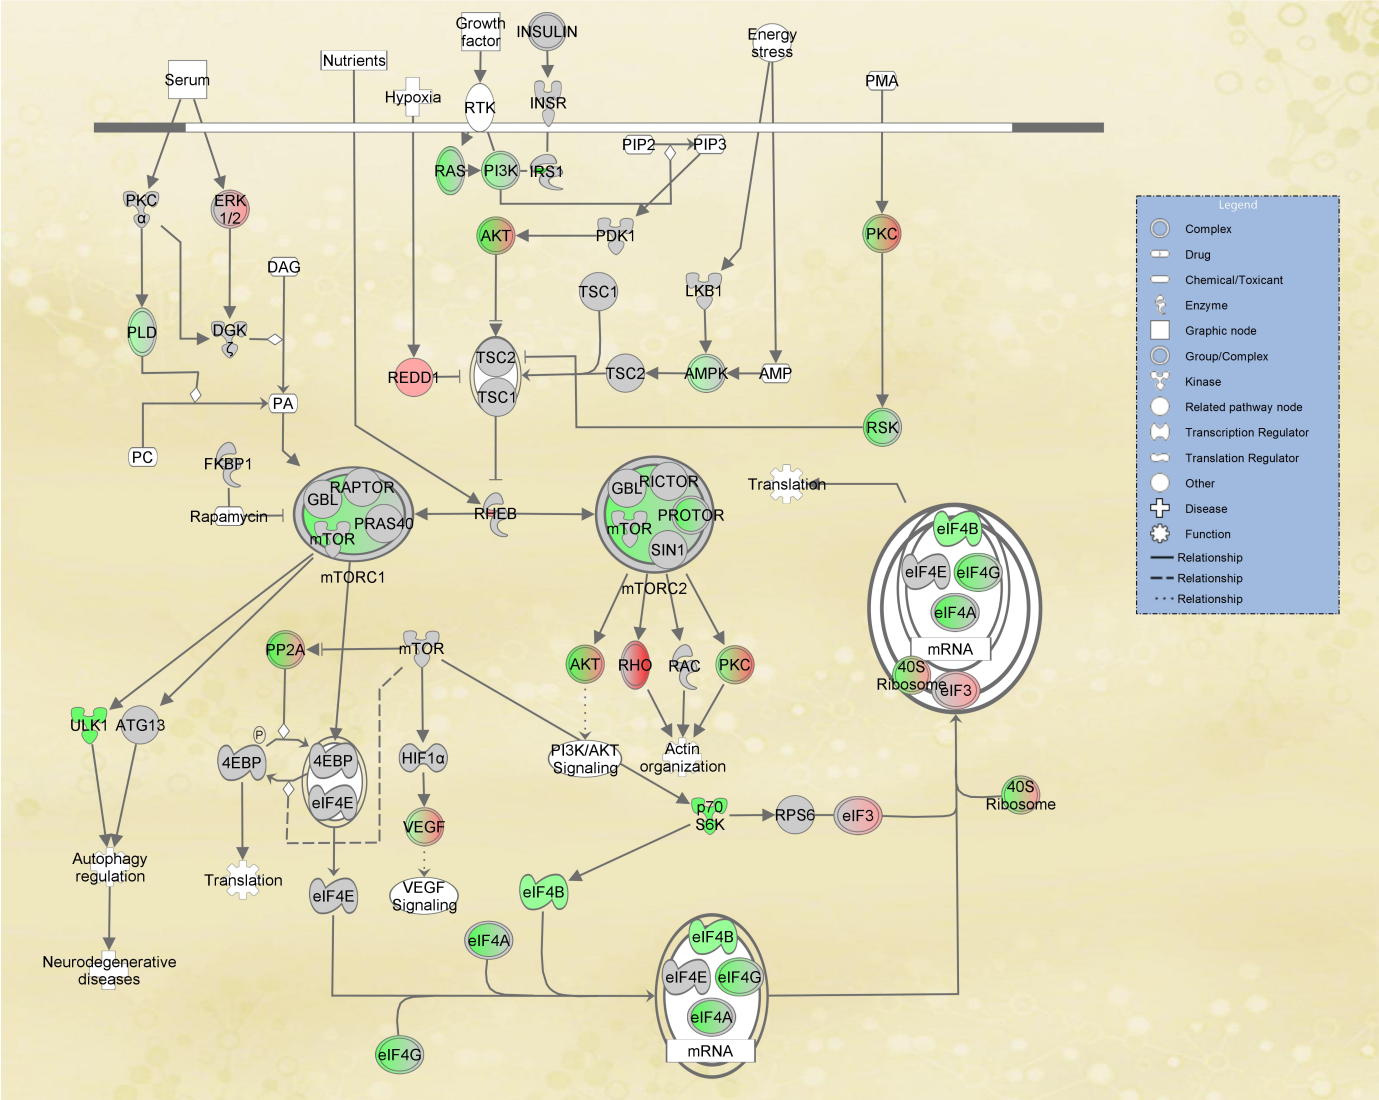

# Rhesus\_ O-M mTOR Signalling Pathway

Path Designer mTOR Signaling

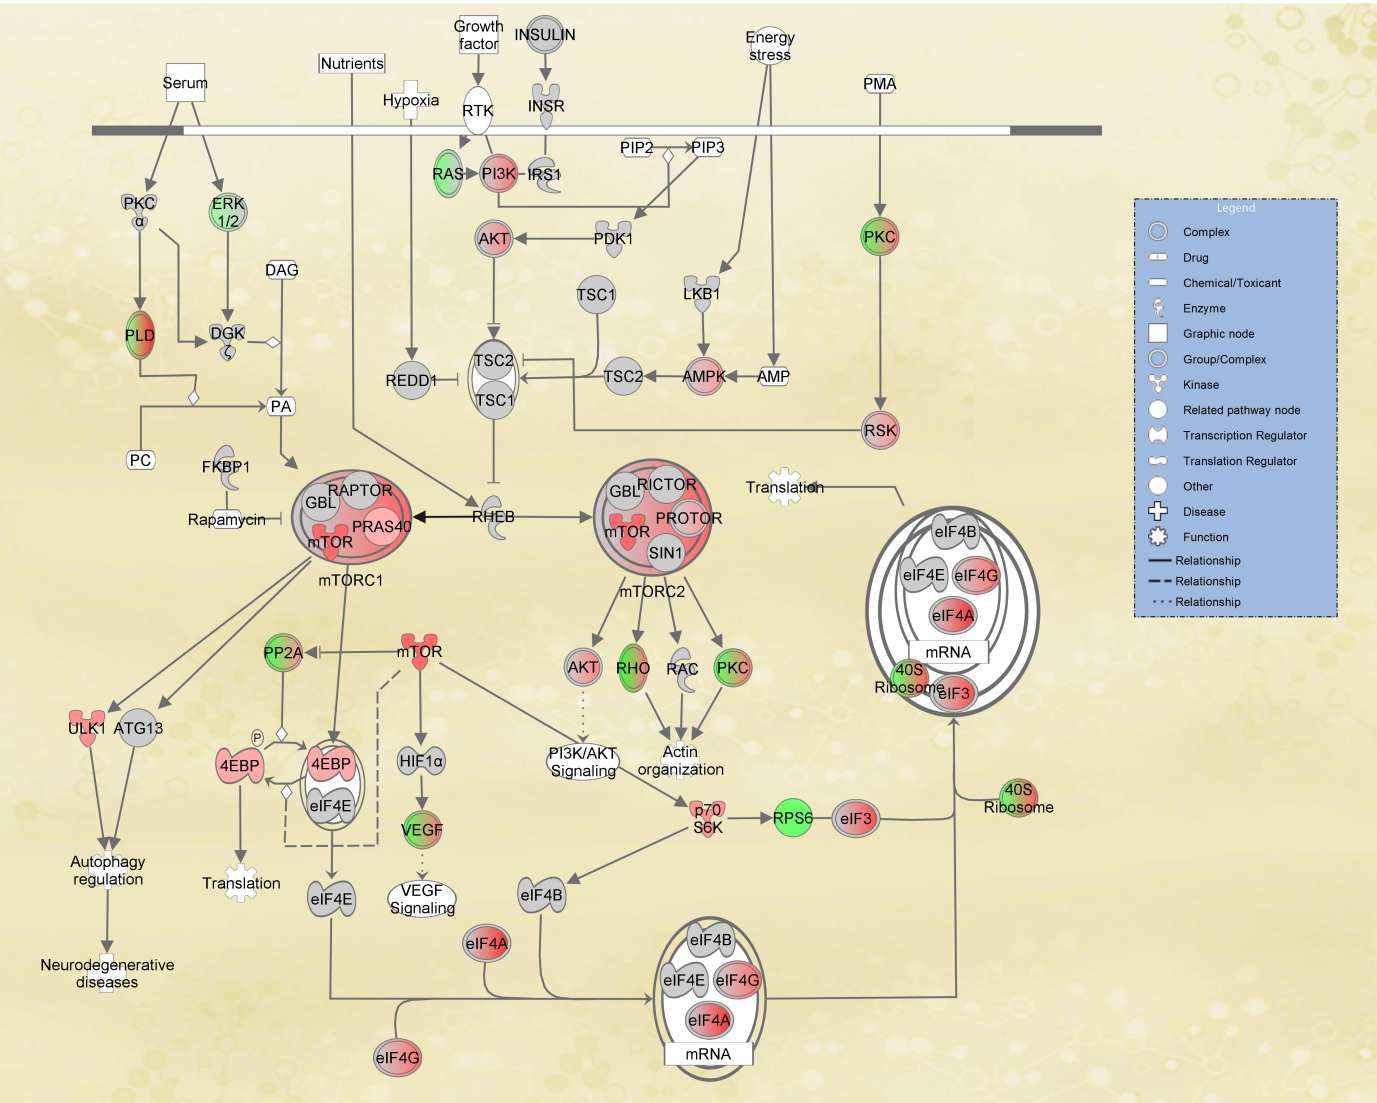

# Human\_ O-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

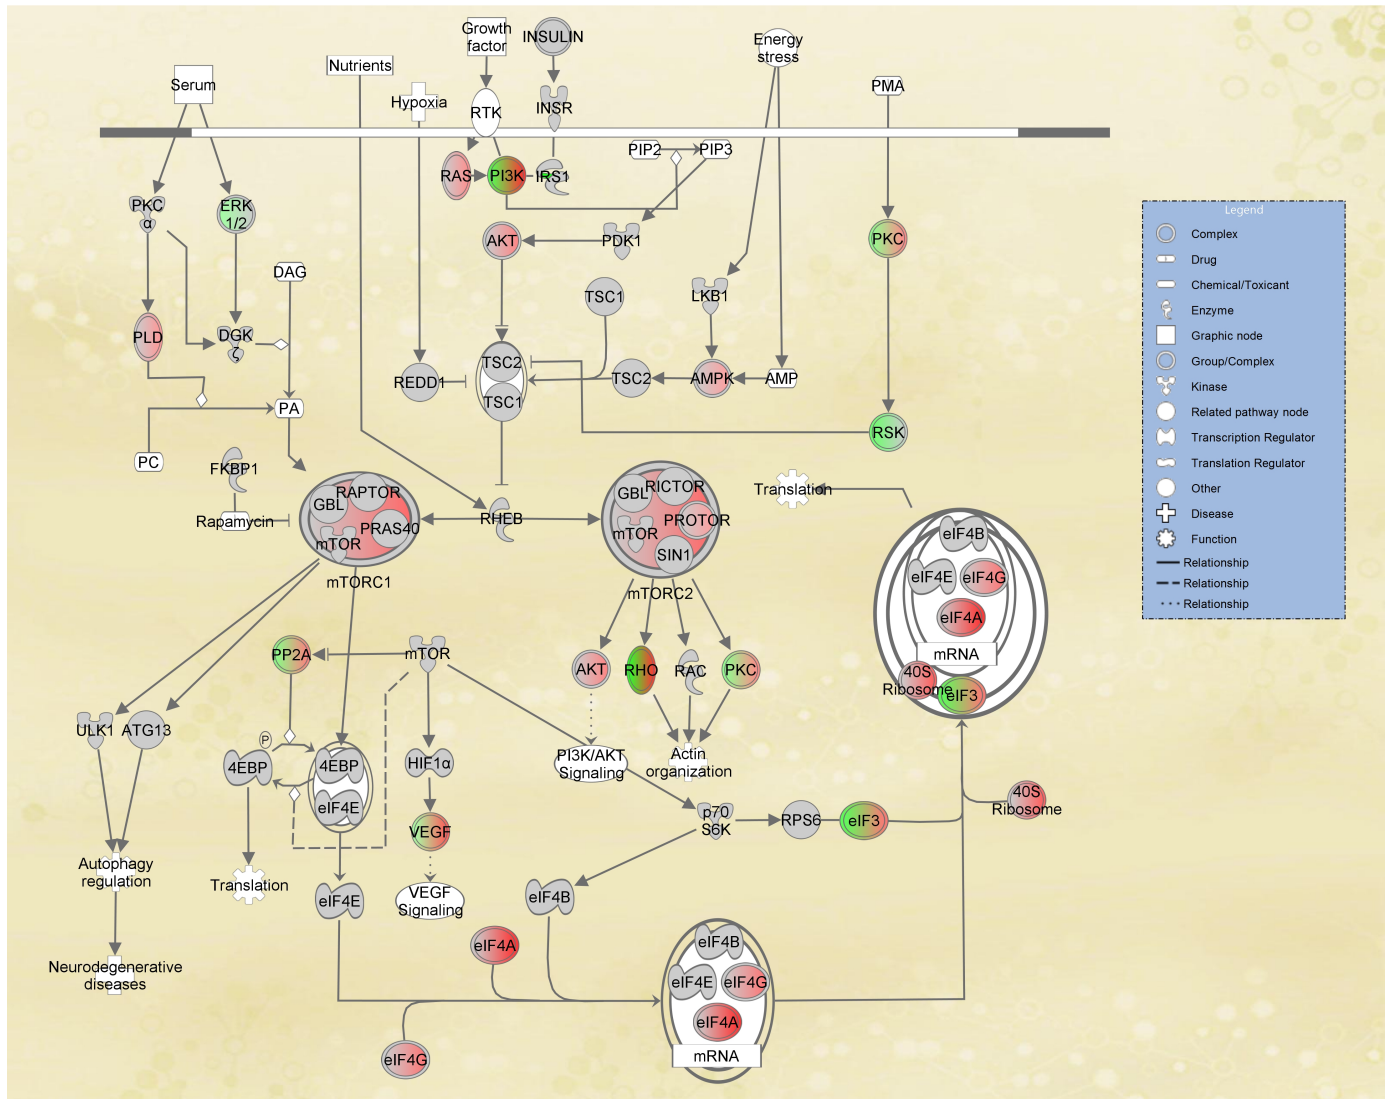

# Human\_ O-M mTOR Signalling Pathway

Path Designer mTOR Signaling

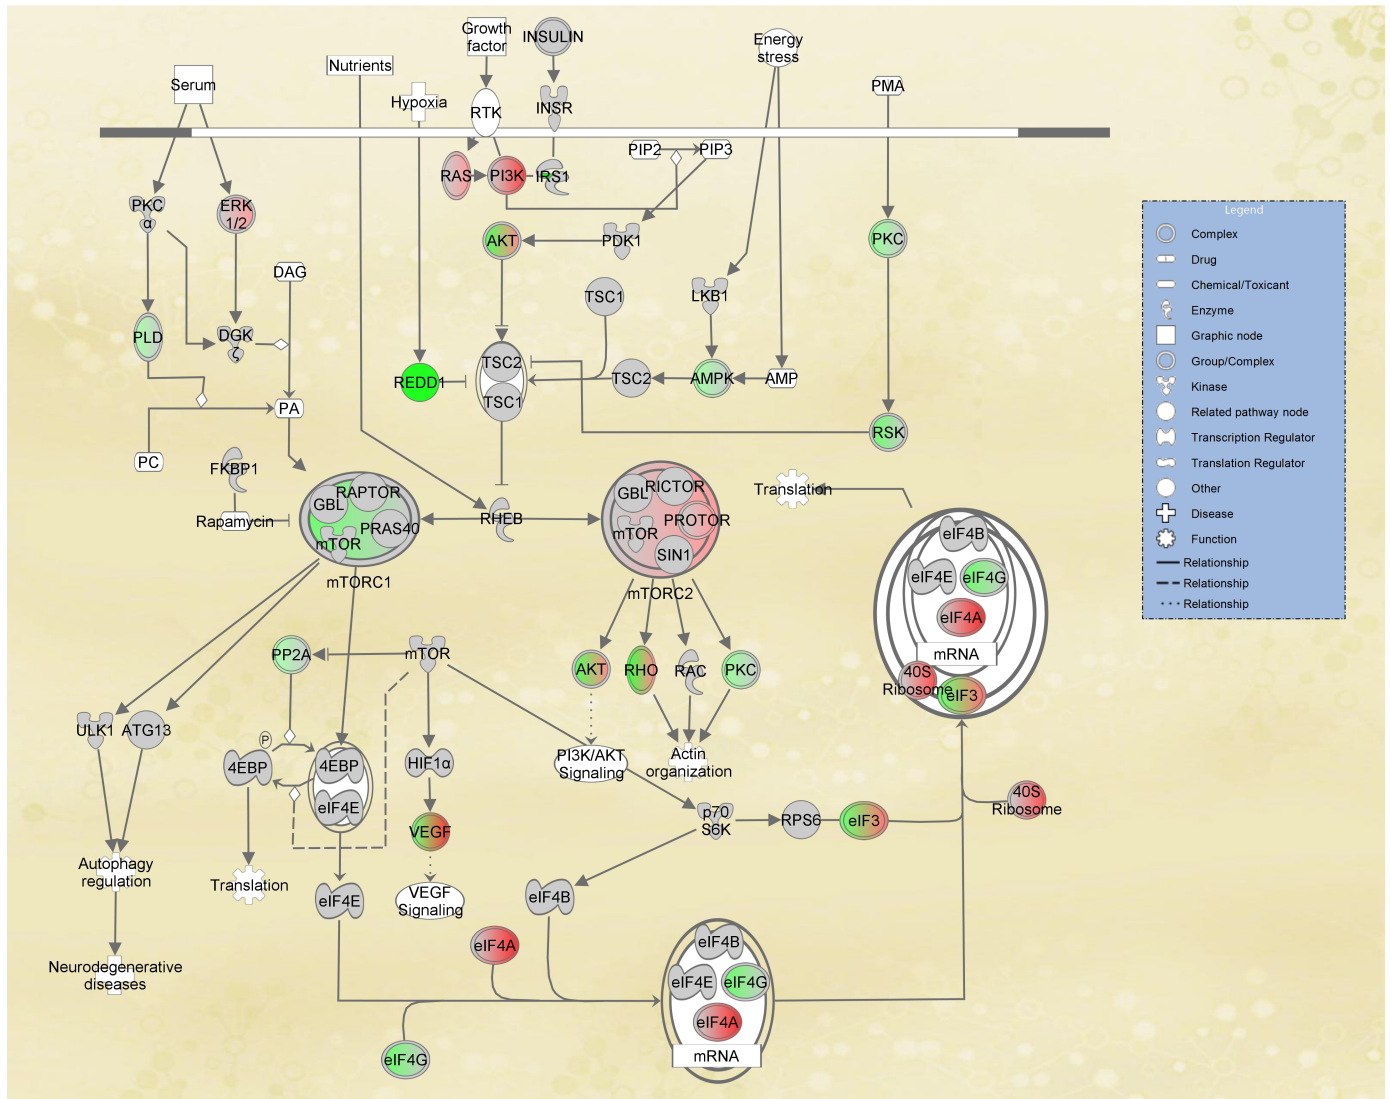

# Human\_ M-Y mTOR Signalling Pathway

Path Designer mTOR Signaling

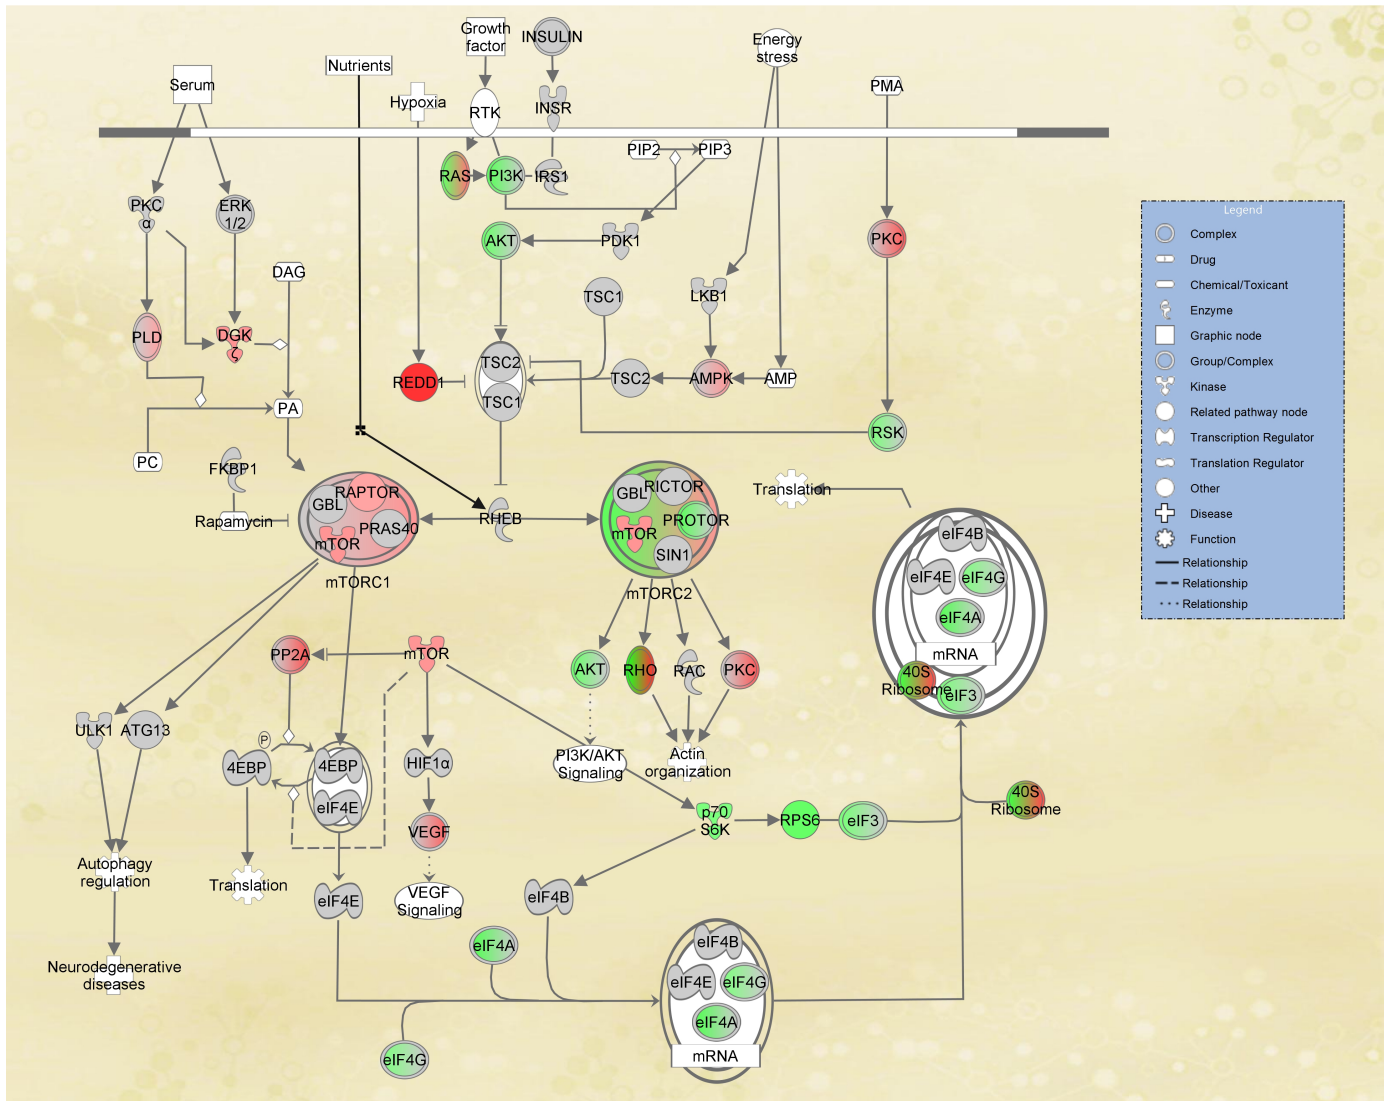

**Supplement:** Supplementary file 3 — Supplemental Figure 3

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8

Human_ O-Y IGF-1 Signalling Pathway

Path Designer IGF-1 Signaling for Evi Cross species

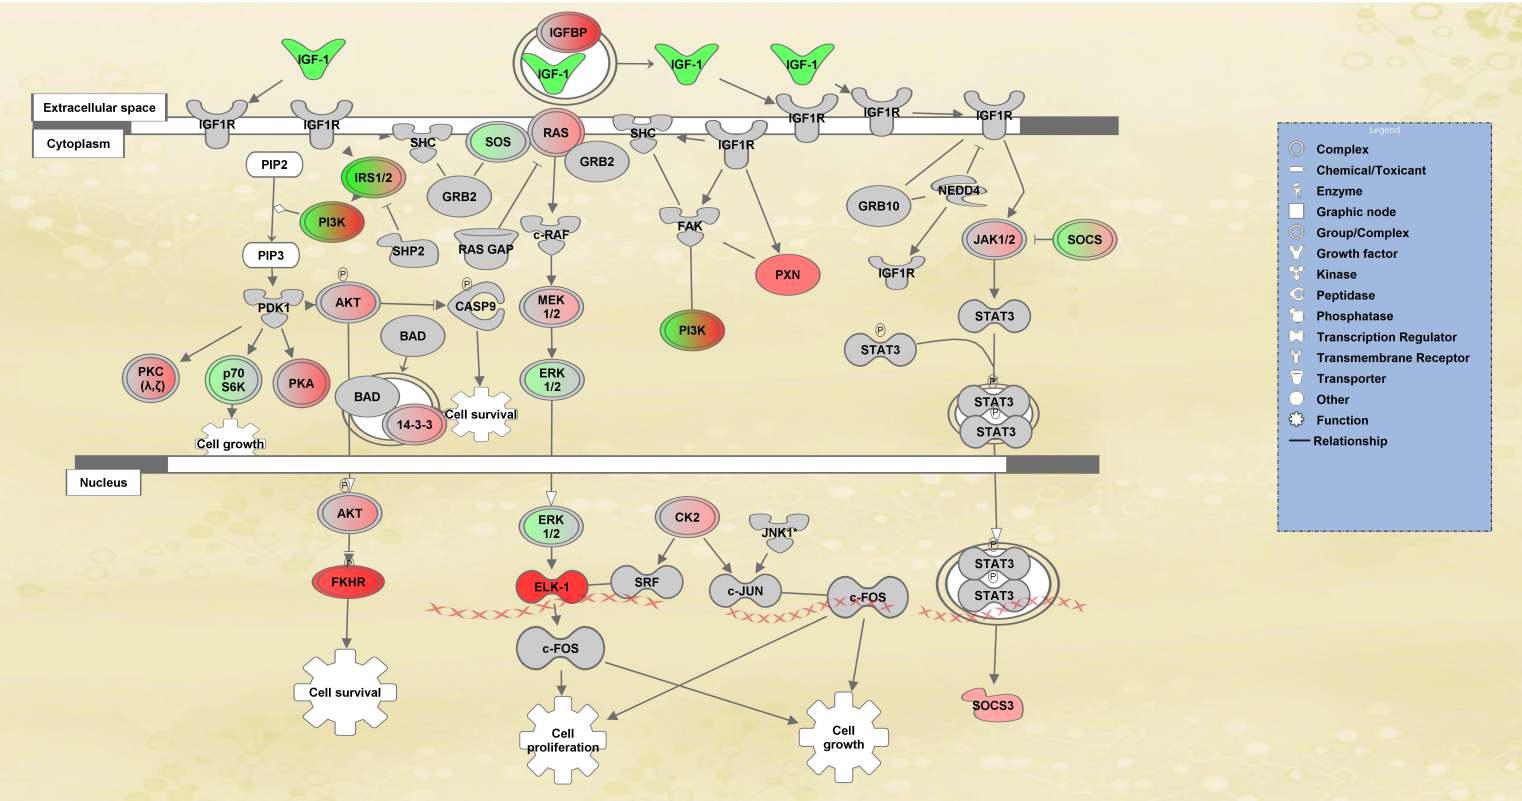

Human_ O-M IGF-1 Signalling Pathway

Path Designer IGF-1 Signaling for Evi Cross species

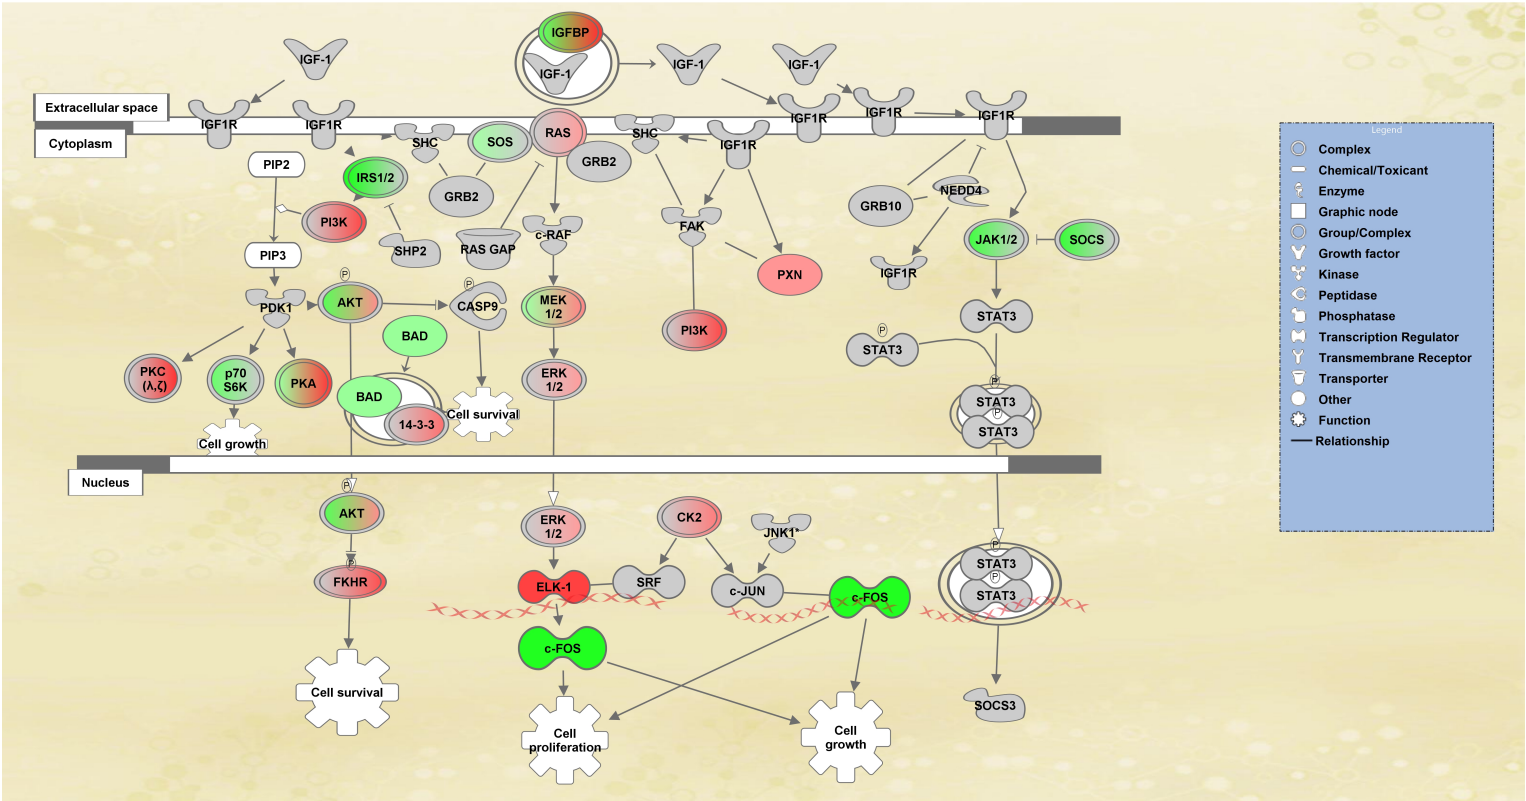

Human_ M-Y IGF-1 Signalling Pathway

Path Designer IGF-1 Signaling for Evi Cross species

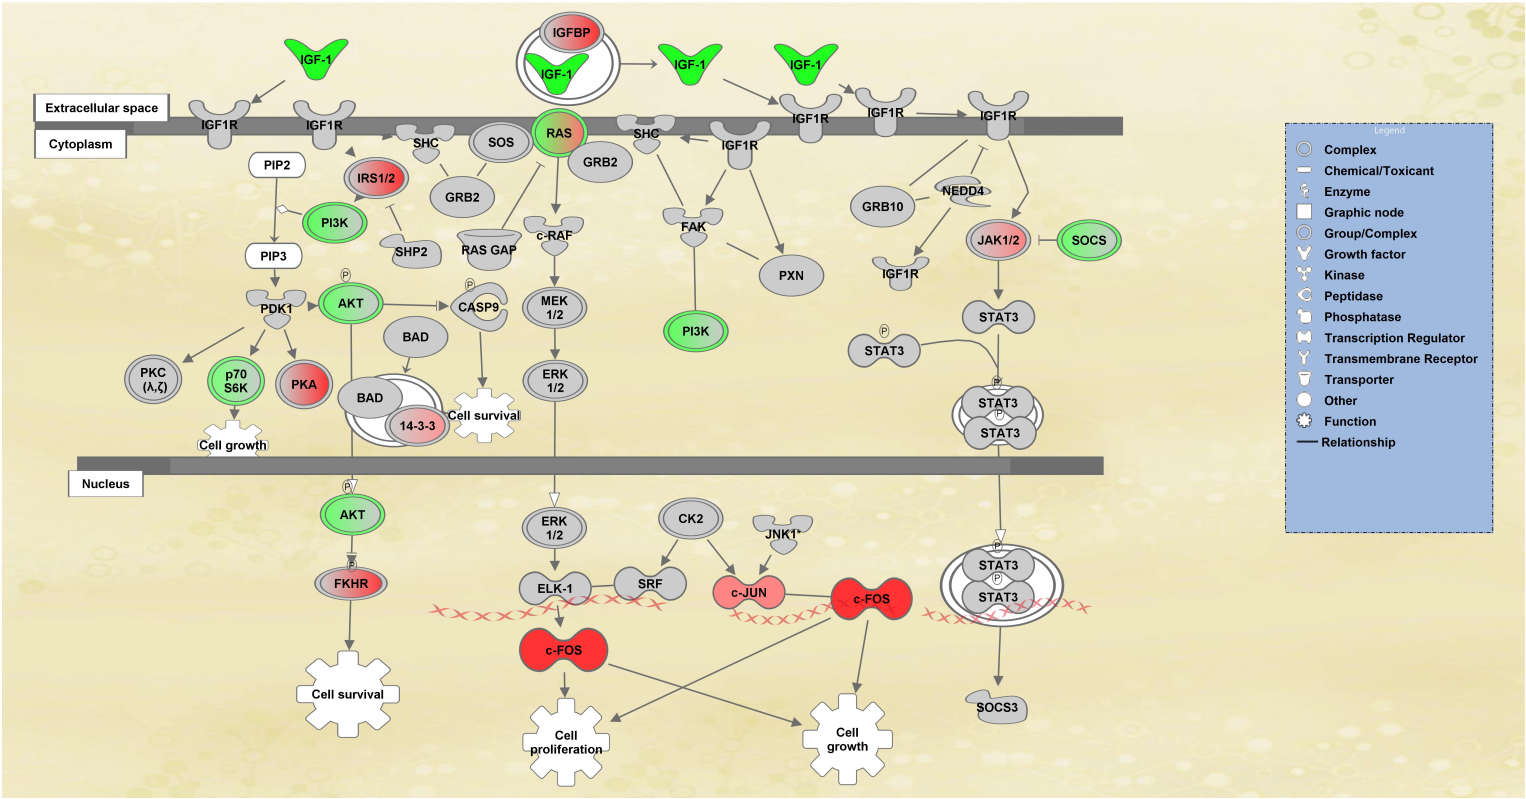

**Supplement:** Supplementary file 4 — Supplementary Figure 4

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8
**Supplement:** Supplementary file 9 — Supplemental Table 1

**Table S1.** Primer sequences used for quantitative PCR analysis

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8
**Supplement:** Supplementary file 10 — Supplemental Table 2

**Table S2:** Up- and down-regulated pathway interactions between the different species and ages

|  | **Pathways** | **M** | **R** | **RH** | **H** | **TOTAL** |
| --- | --- | --- | --- | --- | --- | --- |
| **M-Y** | **Up** | 41 | 147 | 26 | 216 | 430 |
|  | **Down** | 26 | 69 | 68 | 17 | 180 |
| **O-M** | **Up** | 68 | 74 | 74 | 158 | 374 |
|  | **Down** | 57 | 97 | 29 | 95 | 278 |
| **O-Y** | **Up** | 80 | 102 | 44 | 231 | 457 |
|  | **Down** | 58 | 79 | 35 | 61 | 233 |

M: mouse, R: rat, RH: rhesus monkey, H: human, Y: young, M: middle-aged, O: old.

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8
**Supplement:** Supplementary file 12 — Supplemental Table 4

**Table S4**. Z-ratio of the top 20 up- and down-regulated inflammatory genes between the different species and ages.

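For rhesus monkeys, the table holds the inflammatory genes with the highest and lowest Z ratios in each comparison, a Z ratio being the difference of the mean Z scores of 2 ages divided by the SD of that difference over all probes. Recomputed over all 18 animals, the Z ratio of FOS was 17.1 between young and middle-aged muscle (the paper's value 16.48) and -9.71 between middle-aged and old muscle (the paper's value -15.09), the Z ratio of PLA2G2A was 11.6 between young and old muscle (the paper's value 12.76) and the Z ratio of S100A9, a calcium-binding protein of myeloid cells, 9.37 (the paper's value 9.86). The Z ratio of GADD45A was -6.97 between young and old muscle (the paper's value -5.36) and the Z ratio of CX3CR1, a chemokine receptor, -6.41 between young and middle-aged muscle (the paper's value -6.22). Signs were the same as the paper's for 34 of 35 genes of old against young muscle, 34 of 36 of old against middle-aged muscle and 38 of 39 of middle-aged against young muscle, and the correlation across these genes, which are not independent replicates, was 0.896, 0.953 and 0.956. The remaining genes of the table were not analysed here. Over the 15 animals, which were chosen by this comparison, 29, 31 and 34 genes lay within 0.02 of the paper's Z ratio, and the correlations were 0.955, 0.986 and 0.984. By limma over all genes, 0 of 32 tested genes passed between young and old muscle (11 at an unadjusted p under 0.05), 1 of 31 between middle-aged and old muscle, the clock repressor NR1D1 (log2 fold change -0.45, adjusted p = 0.0294), and 0 of 38 between young and middle-aged muscle (23 at an unadjusted p under 0.05). Adjusted over the list alone, 1 was higher and 2 lower, 2 and 1, and 5 and 10, but the study chose these genes on the same animals, so that this is not independent evidence of their direction.

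**Figure D3:**
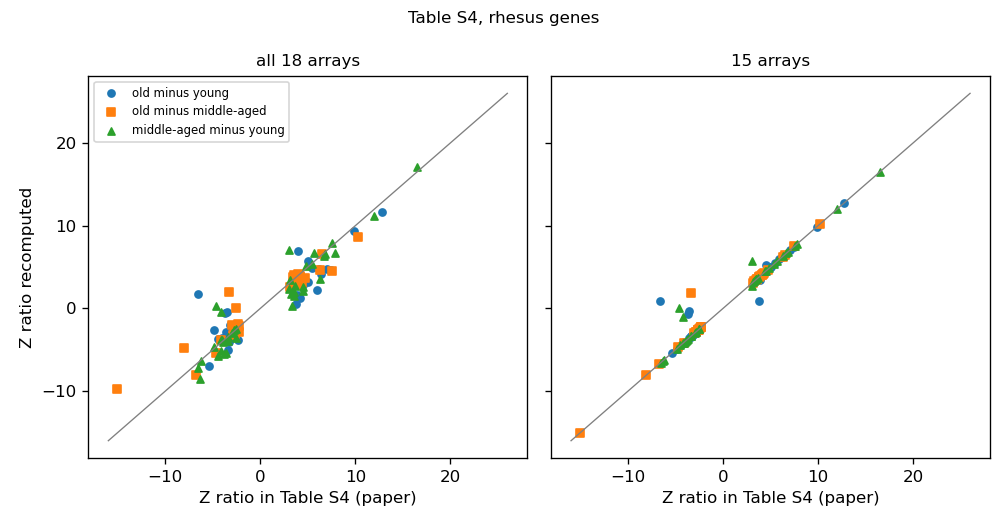
Z ratio recomputed from the deposited intensities (vertical axis) against the rhesus Z ratio of Table S4 (horizontal axis), 1 point per gene and comparison, from all 18 arrays (left) and from the 15 arrays without young replicate 6 and old replicates 1 and 2 (right). The grey line marks equal values, and the points lie closer to it on the right, where 29 of 35, 31 of 36 and 34 of 39 genes are within 0.02.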

# Supplementary material for: Conserved and species-specific molecular denominators in mammalian skeletal muscle aging
**Source:** NPJ Aging Mech Dis. 2017 May 5;3:8. doi: 10.1038/s41514-017-0009-8
**Supplement:** Supplementary file 14 — Supplementary file

**Supplementary tables**

**Table S1.** Mouse, Rats, Rhesus monkeys and human oligonucleotides used for real-time RT-qPCR.

**Table S2**. Up- and down-regulated pathway interactions between the different species and ages.

**Table S3**. Z-ratio of all significant up- and down-regulated pathways significantly changed by age.

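In monkeys, the mitochondrial and ribosomal sets of this table have their counterparts in the OXPHOS and ribosomal protein lists. On the PAGE scale, a set's mean Z ratio against that of all genes in units of its standard error, the OXPHOS list had a Z of -1.66 between young and old muscle over all 18 animals and of -5.69 over the 15 animals, and the ribosomal list -4.89 and -6.59. The paper's values under rhesus monkeys for this comparison are -5.361 for KEGG oxidative phosphorylation, -6.005 for the Reactome electron transport chain and -8.103 for the KEGG ribosome. Between middle-aged and old muscle the OXPHOS list had -7.12 and the ribosomal list -6.28 over all 18 animals, where the paper's values are -5.671, -7.033 and -7.447. The gene sets of the paper are not the same lists of genes, so these values are set side by side without a test. In the table, the columns headed for mice and for monkeys hold the same set names and values in 450 of 450 gene sets of old against young muscle, 422 of 422 of old against middle-aged muscle and 571 of 571 of middle-aged against young muscle.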

**Table S4**. Z-ratio of the top 20 up- and down-regulated inflammatory genes between the different species and ages.

**Table S5**. Complete list of common pathways between species.

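For old against young muscle, the table gives 2 gene sets as lower and 1 as higher in all 4 species: the electron transport chain and MOOTHA VOXPHOS sets, which hold genes of the respiratory chain and of oxidative phosphorylation, and JISON SICKLECELL DIFF, a set of genes that differ in blood cells of patients with sickle cell disease. Under rhesus monkeys it counts 35 lower sets in this comparison, of which 18 are listed for monkeys alone, and 44 higher sets, of which 19 are. In the monkey arrays, the electron transport chain list had a PAGE Z of -0.70 between young and old muscle over all 18 animals and of -4.63 over the 15 animals, and the erythrocyte markers 22.2 and 14.4. By camera with an estimated correlation the erythrocyte markers did not pass over all 18 animals (adjusted p = 0.269). These lists are not the gene sets of the table, and the erythrocyte markers do not stand for the blood cell set, so the values are set side by side without a test. For old against middle-aged muscle the table gives the same 2 sets as lower in all 4 species. There the electron transport chain list had a PAGE Z of -5.89 over all 18 animals and of -5.72 over the 15 animals.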

**Supplementary figures**

**Fig. S1**. Muscle wet weight of soleus (SOL), plantaris (PL), gastrocnemius (GAS), tibialis (TB), extensor digitorum longus (EDL) of young (Y), middle-aged (M) and old (O) mice. Values are expressed as mean ± SEM. ^*^p < 0.05 versus young.

**Fig S2.** Ingenuity pathway analysis (IPA) of mitochondrial dysfunction of genes differentially expressed in skeletal muscle of **(A)** mice, **(B)** rats, rhesus monkeys **(C)** and **(D)** humans in response to age**.** Genes that are significantly up-regulated or down-regulated by age are shown in red and green respectively. Genes in grey did not exhibit significant changes with age. Young (Y), middle-aged (M) and old (O) mice.

**Fig S3.** Ingenuity pathway analysis (IPA) of mTOR signaling of genes differentially expressed in skeletal muscle of **(A)** mice, **(B)** rats, rhesus monkeys **(C)** and **(D)** humans in response to age**.** Genes that are significantly up-regulated or down-regulated by age are shown in red and green respectively. Genes in grey did not exhibit significant changes with age. Young (Y), middle-aged (M) and old (O) mice.

**Fig S4.** Ingenuity pathway analysis (IPA) of IGF-1 signaling of genes differentially expressed in skeletal muscle of **(A)** mice, **(B)** rats, rhesus monkeys **(C)** and **(D)** humans in response to age**.** Genes that are significantly up-regulated or down-regulated by age are shown in red and green respectively. Genes in grey did not exhibit significant changes with age. Young (Y), middle-aged (M) and old (O) mice.

**Fig. S5 (A-F)** Full size sequentially decorated blots of mitochondrial complexes in skeletal muscle of rats.

**Fig. S6 (A-F)** Full size sequentially decorated blots of mitochondrial complexes in skeletal muscle of rhesus monkeys.

**Fig. S7.** Full size in gel complex I activity stain in skeletal muscle of rhesus monkeys.

**Fig. S8 (A-E)** Full size sequentially decorated blots of mitochondrial complexes in skeletal muscle of humans.

How the deposited data were processed for this re-analysis (not part of the article)

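Vastus lateralis RNA of 6 young, 6 middle-aged and 6 old male rhesus monkeys was hybridised to Sentrix Human HT-12 BeadChips, 1 array per animal. The authors isolated RNA with Trizol, amplified and labelled it with biotin-UTP, and deposited the linear probe intensities that GenomeStudio read out of each array as non-normalized values. Whether GenomeStudio subtracted a background is not stated, and 0 of the intensities lay at or below 0. The detection p-value of each probe, as deposited, is GenomeStudio's comparison of the probe with negative controls. The deposited Z scores were made by the authors from the natural log of the intensities, centred and divided by the SD over all probes of an array. They differed from Z scores recomputed from the intensities by at most 0.0184.

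The file holds 47323 probes, of which 30113 carry 1 gene symbol, 8 several and 17202 none, for 20046 symbols. The Z scores of each array were multiplied by 1.19, the mean SD of log2 intensity over the arrays, so that differences read as log2 fold changes. Probes with a detection p under 0.05 on at least 6 arrays were kept (14188 probes, of which 10491 have 1 symbol), and the brightest stood for its gene, which left 8589 genes. Of these, 1611 had more than 1 such probe. The brightness of the human probes on monkey RNA limits which genes can be tested, and the number of arrays limits the precision.

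The 3 ages were compared in 1 limma fit (limma 3.58.1, R 4.3.3) with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Gene lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, adjusted over 37 lists. The same lists were tested by camera with the correlation estimated from the data, by fry and by PAGE as the study defines it. PAGE took all genes of a list with a named probe, without the filter on dim probes. It takes these genes as independent and makes no allowance for their correlation. A list score of an animal is the mean over the list's tested genes of the log2 level minus the gene's mean over the 18 animals. The separation of the ages and the distances between them were tested by exact permutation of the animals. Tables and permutations were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plots were drawn with matplotlib 3.10.9.

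The fit was tested on simulated data in which 200 genes had been changed between young and old animals. It recovered 55.2% of the genes changed by 0.5 log2 units, 91% of those changed by 1 and 97% of those changed by 2, with 8 false calls and 0 calls in the comparison that had not been changed. Each gene was drawn independently around its real mean and within-age SD, without correlation between genes or outlying animals. The simulation therefore does not measure the error rate in the real animals, where 1 split of young and middle-aged animals called 285 genes.

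Genes are named by a rule: in each comparison, the 8 with the highest and the 8 with the lowest log2 fold change among genes that passed (all where fewer passed, and the 4 with the smallest p in a direction where none passed), up to 4 genes of a list in the direction of its median and up to 2 in the other by smallest p, and genes the paper names for monkeys, among them the 5 highest and 5 lowest of Table S4, whose values there had been seen.

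Alternatives were neqc with an offset of 16, quantile normalization, the authors' processed values, no filter on dim probes, a filter on a mean Z score above 0, a detection p under 0.01, the mean of a gene's probes, the probe with the largest absolute Z ratio, the 500 genes with the highest variance, array weights, the replicate number as a block, only the 2 ages compared, the methods' test at the study's thresholds (p under 0.05, absolute Z ratio above 1.5, mean Z score above 0), and leaving out each animal in turn. The fit on the 15 animals without young replicate 6 and old replicates 1 and 2 was added after the data were seen. Some genes and probes were not analysed here, and the gene sets of the study's PAGE were not available, so lists written for this purpose took their place.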

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

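The tests of haemoglobin under other normalizations, of blood markers, of fibre shares, of hybridisation and of connective tissue, and all values from the 15 animals, were chosen after the results were seen.

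The 7 tested erythrocyte markers had a median log2 fold change of 1.146 between young and old muscle, a signal in genes that the paper does not discuss for monkeys. HBA1 levels were 1.49 in old replicate 5 and 3.47 to 7.82 in the other old animals, against at most 1.25 in young animals. Normalization of the arrays is argued against, since the lowest log2 fold change of HBA1, HBA2 and HBB under neqc and quantile normalization was 3.60. More blood in the old biopsies stays open: the lymphocyte markers had a median of -0.0200 (median standard error 0.0922, 5 genes) and the other 4 erythrocyte markers 0.0873 (median standard error 0.141), too few and too dim to decide. Of these 4, ALAS2 stood at 3.50, 0.86 and 1.66 in old replicates 3, 1 and 2, which had the highest HBA1 levels (7.82, 6.58 and 6.37). ALAS2 was at 0.08 in old replicate 5 and at most 0.20 in young animals. A difference with age in the muscle itself was not tested. Of 100 ways to split these animals, the real one included, 4 gave a camera p for erythrocyte markers as low as the real 3.9e-06 (lowest other 3.4e-07), so that chance can be excluded at the level of 0.05 for this list taken alone, without adjustment for the other lists tested in this way. With an estimated correlation camera did not call the list (adjusted p = 0.269).

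Nuclear-encoded OXPHOS genes had a median log2 fold change of -0.21 between middle-aged and old muscle. Of 10000 random lists of the same brightness, 0% had a median at or below it (random medians -0.12 to 0.02), so brightness-matched genes did not fall as far. The random genes were drawn singly, without the correlation of OXPHOS genes (0.52 as estimated), which narrows the spread of their medians. The test therefore cannot decide on a brightness-dependent effect of the arrays. The fibre content of the biopsies stays open: the difference of the OXPHOS score was -0.17 (standard error 0.131), with the slow fibre score as covariate -0.13 (standard error 0.121), and with both fibre scores -0.15 (standard error 0.118). These 3 differences lie apart by less than their standard errors. Other splits of the animals gave a camera p as low in 19 of 100 (real 1.7e-06, lowest other 2.9e-19), and chance cannot be excluded. Age itself stays among the open explanations.

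Young replicate 6 lay apart from the other young animals, with a mean correlation with other arrays of 0.931 against at least 0.962. Its levels were 1.42 for CYCS (others 2.80 to 3.07), 4.81 for PARK7 (5.54 to 5.72), 4.22 for SOD2 (5.16 to 5.57), 2.60 for COX6A2 (3.50 to 3.72), 2.97 for ATP5MF (3.66 to 4.06) and 2.58 for COL5A2 (0.62 to 1.33). Weak hybridisation is argued against, since 14452 probes were detected on its array, the highest number among the young. More connective tissue, fat or vessels in this biopsy may explain it, since its fibroblast, adipocyte and endothelial scores exceeded the highest of the other young animals by at least 0.74, a hypothesis tested on the animal in which it was seen. No biological explanation was tested.

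Single animals also lay far from the other 5 of their age. In all, 32 groups of values held such an animal by Dixon's criterion, where chance gives 19.6 among the groups tested. Middle-aged replicate 6 had an SD of the log intensities of 0.711 (others 0.789 to 0.827), a ribosomal score of 0.38 (-0.03 to 0.08), an erythrocyte score of 0.48 (-0.59 to -0.23), and levels of 3.57 for HBA1 (1.01 to 1.83), 6.05 for HBB (3.50 to 4.33), 7.32 for IL18 (6.42 to 6.75), 7.25 for RPL9 (6.45 to 6.72) and 6.25 for RPS18 (5.45 to 5.70). Middle-aged replicate 2 had an insulin and IGF-1 score of -0.18 (-0.06 to -0.00105). HMOX1 stood at 1.19 in middle-aged replicate 1 (-0.15 to 0.27) and at 3.87 in old replicate 4 (0.23 to 1.40). HP was at 1.46 (-0.11 to 0.27) and NCEH1 at 1.41 (1.67 to 1.77) in middle-aged replicate 4. HSPB2 was at 1.87 (2.30 to 2.49) and LCN2 at 1.83 (0.11 to 0.30) in middle-aged replicate 5. Old replicate 1 had an immediate early score of 0.82 (-0.34 to -0.07), and old replicate 3 a FLVCR2 level of 0.71 (0.98 to 1.08). Old replicate 5 had levels of 2.97 for AKT1 (2.21 to 2.47), 1.38 for BNIP3 (0.55 to 0.83), 1.49 for GADD45A (2.29 to 2.76) and 3.37 for PVALB (5.76 to 6.54). Young replicate 1 had levels of 0.74 for EIF4EBP2 (0.04 to 0.27), 2.01 for IER5 (0.26 to 0.74), 3.32 for IRS2 (1.92 to 2.37) and 5.06 for RPS27L (5.32 to 5.45).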

How the results depend on the processing

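The fit on the 15 animals of Table S4 and the methods' test on them were chosen after the results were seen. Of 3017 comparisons of a result with an alternative, 2685 kept direction and side of the threshold, 147 kept only the direction and lost the call, 23 gained a call, 119 counts moved by more than 1.5 times and 43 changed direction. Most of these comparisons were of single genes, many of which had no call to lose. Of 126 counts of genes with 1 animal left out, 84 moved. Among the 25 list results, all 14 that had a call lost it with an estimated correlation. The cause of these changes was not tested, except where fewer genes or animals enter by construction.

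Counts of genes between young and old muscle (3 higher, 5 lower) were 0 and 0 with quantile normalization, without the filter on dim probes, with only the 2 ages compared and without young replicate 1, 44 and 24 with array weights, 6 and 19 over the 15 animals and 28 and 26 without young replicate 6 (highest of the fits that leave out 1 animal), and neqc gave 1 lower gene. Counts between middle-aged and old muscle (20 higher, 36 lower) were 10 higher without the filter, 10 and 19 with a mean Z score above 0, 9 and 20 at a detection p under 0.01 and 2 and 2 over the 15 animals. Leaving out 1 animal gave 0 (without middle-aged replicate 6) to 47 higher genes (without old replicate 3) and 1 (without middle-aged replicate 6) to 52 lower genes (without young replicate 1). Counts between young and middle-aged muscle (0 higher, 2 lower) were 7 and 22 with array weights, 1 lower with quantile normalization and 10 lower with only these 2 ages, and leaving out 1 animal gave 0 (without young replicate 1) to 1 higher gene (without middle-aged replicate 1) and 1 (without young replicate 1) to 6 lower genes (without old replicate 5). The F test over the 3 ages called 25 genes, 116 with array weights, 8 over the 15 animals, and 1 (without young replicate 3) to 64 (without young replicate 6) when 1 animal was left out.

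At the study's thresholds the methods' test called 289 higher and 351 lower genes between young and old muscle, 528 and 385 between middle-aged and old, and 214 and 472 between young and middle-aged. On the 15 animals it called 370 and 501, 426 and 390, and 260 and 553. After Benjamini-Hochberg adjustment it called 0 and 0, 13 higher and 32 lower between middle-aged and old, and 0 higher and 7 lower between young and middle-aged.

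With the replicate number as a block (replicate block), 0 higher and 0 lower genes passed between young and old muscle, 2 and 4 between middle-aged and old, 0 lower between young and middle-aged and 0 in the F test. The numbers pair no animals: the median correlation of animals with the same number was 0.0216, against -0.0104 for other numbers. The BeadChip as a block was not run, since neither the files nor the labels give it.

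The electron transport and OXPHOS medians between young and old muscle passed with array weights (-0.13, adjusted p = 4.5e-04, and -0.16, adjusted p = 3.2e-05), over the 15 animals (-0.22 each) and without young replicate 6 (-0.16, adjusted p = 1.8e-06, and -0.21, adjusted p = 1.3e-08), and reached 0.00459 without young replicate 5 and -0.00795 without young replicate 4. Between middle-aged and old muscle both lists (-0.20 and -0.21) lost the call with an estimated correlation (adjusted p = 0.82) and by fry (adjusted p = 0.623). From young to middle-aged muscle they lost it with neqc (0.0979 and 0.0820), quantile normalization (0.0905 and 0.0795), array weights (0.0554 and 0.0590), an estimated correlation and fry (0.12 each), turned negative over the 15 animals and without young replicate 6 (-0.0173 and -0.0106 in both) and were 0.21 and 0.20 without young replicate 4. Complex I in that comparison was -0.0429 over the 15 animals and without young replicate 6, and 0.18 without young replicate 4.

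The insulin and IGF-1 median between young and old muscle changed sign with neqc (0.00797), quantile normalization (0.00740), array weights (0.0273) and the 15 animals (0.12), and ran from -0.0489 without young replicate 4 to 0.0570 without young replicate 6. Between middle-aged and old muscle it was -0.00329 with array weights, and -0.0226 without old replicate 5 to 0.10 without old replicate 6. From young to middle-aged muscle it passed without the filter (-0.0844, adjusted p = 0.0205) and by PAGE (Z of -3.48, adjusted p = 0.00167). The inflammatory list between young and old muscle passed over the 15 animals (0.11, adjusted p = 0.042) and by PAGE (Z of 4.34, adjusted p = 6.7e-05), and ran from -0.00939 without young replicate 4 to 0.11 without young replicate 6. From middle-aged to old muscle its median was 0.0729 while camera pointed downward, with an estimated correlation as at the preset one, which is counted above as a change of direction because direction is read from the median, and between young and middle-aged muscle it passed over the 15 animals (0.10) and without young replicate 6 (0.10), with 0.0248 without middle-aged replicate 1. The mTOR list passed by fry between middle-aged and old muscle (0.12, adjusted p = 0.0289) and was 0.00116 between young and middle-aged muscle without the filter.

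Genes whose sign changed did not pass before or after. Over the 15 animals these were RPS6KB1 (-0.0379), MAPKAP1 (-0.0580), EIF4A1 (0.27), UQCRC1 (-0.0950), UQCRC2 (-0.12), FOXO1 (0.38) and NFKB1 (0.13) between young and old muscle, EIF4A1 (0.0949) and IRS2 (-0.00919) between middle-aged and old, and RPS6KB2 (-0.0524) between young and middle-aged. With array weights these were EIF4A1 (0.000844), UQCRC1 (-0.13), UQCRC2 (-0.0229), FOXO1 (0.0845), NFKB1 (0.0405), IRS2 (-0.0598) and RPS6KB2 (-0.0982) in the same comparisons. With neqc these were FOXO1 (0.00188), EIF4A2 (0.12), IRS2 (-0.0168) and EIF4EBP1 (-0.0334), with quantile normalization EIF4A2 (0.12), IRS2 (-0.0158) and EIF4EBP1 (-0.0287), and with the mean of probes AKT1 (0.0533) and EIF4A1 (-0.00474).

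The distance from young to old minus that from young to middle-aged was 0.0037 with quantile normalization and 0.0456 over the 15 animals, and ran from -0.0217 without middle-aged replicate 1 to 0.0124 without old replicate 1. Signal over background limits which genes could be tested, with 24.5 to 30.5% of the probes detected per array.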

Differences from the paper's values

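The paper's values here are the rhesus Z ratios of Table S4, on the scale of the recomputed ones. Signs of its old against middle-aged comparison, whose heading names the ages in the reverse order, matched the recomputed old minus middle-aged values. The 15 animals and the choice to leave out their 3 others were found by comparison with this table, after its values were seen. Alternatives named as set before the data were examined are those that change normalization, probes or 1 animal, 23 for each value.

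The Z ratio of SLC7A2 between young and middle-aged muscle was 7.04, against the paper's 3.00. It no longer differed with the mean of probes (3.32), without young replicates 1, 2, 3 or 6 and without middle-aged replicates 1, 3 or 4, and the other alternatives left it different. Over the 15 animals it was 5.69. Between middle-aged and old muscle the Z ratio of ZFP36 was 0.102, against the paper's -2.56. With neqc (-0.0446) and without middle-aged replicates 2, 4 or 5 or old replicates 1 or 4 it no longer differed, and it did with the others. Over the 15 animals it was -2.56 (-2.555).

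The Z ratio of PDE4B was -0.432 between young and middle-aged muscle (the paper's -4.18), 1.98 between middle-aged and old (the paper's -3.33) and 1.76 between young and old (the paper's -6.61). Only the probe with the largest absolute Z ratio ended the difference, at -3.88 in the first and -5.63 in the last of these comparisons, and no alternative did in the second. The 15 animals gave -1.04, 1.80 and 0.875. The Z ratio of KERA was 0.280 between young and middle-aged muscle (the paper's -4.69), where no alternative ended the difference, and -0.601 between young and old (the paper's -3.69), where only the mean of probes did (-3.29). The 15 animals gave 0.106 and -0.669. For old against young muscle the Z ratio of ACOT11 was -0.426 (the paper's -3.55), and only the probe with the largest absolute Z ratio ended the difference (-3.17). The 15 animals gave -0.323. The Z ratio of FCAR between young and old muscle was 0.534 (the paper's 3.75), its probes lay below the filter on dim probes, and no alternative ended the difference. The 15 animals gave 0.929.

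In all, 4 of 35 values differed between young and old muscle, 2 of 36 between middle-aged and old and 3 of 39 between young and middle-aged, and 4, 1 and 2 over the 15 animals. Over the 15 animals, at least 1 probe of the gene gave a Z ratio within 0.02 of the paper's for 33 of 35, 32 of 36 and 38 of 39 genes. Which probe the study used is not stated.

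The paper places young and middle-aged muscle nearer to each other than to old muscle. The distance from young to old exceeded that from young to middle-aged by -0.00334. It was 0.0037 with quantile normalization, 0.0124 without old replicate 1 and 0.0456 over the 15 animals, none past the exact permutation test.

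The paper describes changes of pathways with age as mostly upward. Its own Table S2 lists 44 upregulated and 35 downregulated pathways for monkeys between young and old, 74 and 29 between middle-aged and old, and 26 and 68 between young and middle-aged. At its thresholds, 45.2, 57.8 and 31.2% of the called genes were higher in these comparisons. Camera called 1 list higher and 1 lower, 0 and 6, and 5 and 1, and PAGE 11 and 4, 9 and 9, and 10 and 3.

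The paper counts inflammation among the pathways higher in old monkey muscle. For monkeys it also reports higher TNF-α and IL-6 mRNA by quantitative PCR and less active NF-κB. TNF, IL1B and IL6 were too dim on these arrays to be tested, so the list covers only part of this claim. The inflammatory list had a median of 0.07 and did not pass by camera between young and old muscle (adjusted p = 0.284). It passed by PAGE, and by camera over the 15 animals though not with an estimated correlation (adjusted p = 0.639), and STAT3 passed there too. The paper counts electron transport and oxidative phosphorylation among the pathways lower in old than in young and in middle-aged muscle. For monkeys it also reports lower OXPHOS mRNA by quantitative PCR, less complex V and lower citrate synthase activity, which this comparison of lists leaves aside. Between young and old muscle neither list passed by camera over all 18 animals (adjusted p = 0.363 and 0.284), and both passed with array weights, without young replicate 6 and over the 15 animals, there not with an estimated correlation (adjusted p = 0.639). Between middle-aged and old muscle both passed by camera and by PAGE (Z of -5.89 and -7.12), but neither with an estimated correlation (adjusted p = 0.82) nor by fry (adjusted p = 0.623).

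The paper describes mTORC1 components as higher with age. No mTORC1 gene passed by limma. At the study's thresholds, between middle-aged and old muscle, MTOR was higher over all 18 animals (Z ratio 3.90) and not over the 15 (Z ratio 2.89), and AKT1S1 was higher over the 15 (Z ratio 1.51) and not over all 18 (Z ratio 1.40). There fry called the mTOR list over all 18 animals and not over the 15 (adjusted p = 0.188). For mTORC2 the paper describes a rise, and MAPKAP1 had a log2 fold change of 0.03 between young and old muscle and passed in no setting. The paper's text describes S6K and 4E-BP as without change, while Fig. S3C colours 4E-BP red between young and old muscle and S6K red between middle-aged and old and green between young and middle-aged. At the study's thresholds RPS6KB1 was higher between middle-aged and old muscle over all 18 animals (Z ratio 2.58) and not over the 15 (Z ratio 2.05), and lower between young and middle-aged muscle over the 15 (Z ratio -2.66) and not over all 18 (Z ratio -2.28). EIF4EBP1 did not pass (Z ratio 1.55).

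The paper describes translation components, among them the partner that binds eIF4A, as higher in old muscle, and Fig. S3C colours eIF4A red between young and old. EIF4A1 and EIF4A2 had log2 fold changes of -0.06 and -0.11 between young and old muscle, EIF4A1 had 0.27 over the 15 animals, and EIF4G1 and EIF4G2, which bind it, had 0.09 and 0.12, none passing. At the study's thresholds EIF4G1 was higher between middle-aged and old muscle over all 18 animals (Z ratio 2.30) and not over the 15 (Z ratio 2.07), and lower between young and middle-aged muscle over both (Z ratio -1.92 and -2.12). The paper describes insulin receptor substrates as lower with age. IRS1 (-0.17) and IRS2 (0.12) did not pass between young and old muscle. At the study's thresholds IRS1 was lower between young and middle-aged muscle over the 15 animals (Z ratio -4.88) and not over all 18 (Z ratio -4.00), while Fig. S3C leaves it grey. For IGF-1 the paper's text describes no change. IGF1 had -0.38 between young and old muscle, passed over its list alone, and was lower at the study's thresholds (Z ratio -2.69, and -2.17 over the 15 animals). AKT1 was lower there as well (Z ratio -3.37), as Fig. S3C colours it.

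Of the genes coloured in Fig. S2C between young and old muscle, PARK7, CYCS and NDUFAF1 were lower and MAOA higher at the study's thresholds only over the 15 animals. GPD2, FURIN, SOD2, UCP2 and COX4I1 had values in the figure's direction and did not pass in these tests. UCP2 was lower between young and middle-aged muscle at the study's thresholds (Z ratio -2.50), as the figure colours it.

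Table S3 shows mice and monkeys in separate columns, yet the gene sets and values under the 2 headings are the same in 571 of 571 gene sets of middle-aged against young, 422 of 422 of old against middle-aged and 450 of 450 of old against young muscle. Which species they belong to could not be told from the table.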

Other observations

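The fits on the 15 animals, and the splits of these animals, were chosen after the results were seen. The test by splits was fixed in advance. It was run on the lists for the paper's conclusions and on the lists that camera had called.

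CDKN1A, a cell cycle inhibitor induced in denervated muscle, was higher in old than in young muscle when adjusted over its list alone (log2 fold change 1.23, adjusted p = 0.191 over all genes), and GADD45A lower (-0.98). In middle-aged against young muscle the values were 1.44 and -1.03, both past over the list alone. The denervation list had medians of 0.01 (adjusted p = 0.748 from camera), -0.06 (adjusted p = 0.632) and 0.08 (adjusted p = 0.241) between young and old, middle-aged and old, and young and middle-aged muscle, and passed by PAGE in the first (adjusted p = 0.0419) and last (adjusted p = 9.5e-04). These medians were, in the 15 animals, 0.0044 and 0.0405, both still called by PAGE.

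Catalase (CAT) was higher in old than in young muscle over its list alone (0.53, adjusted p = 0.12 over all genes), and GPX1 had 0.62. From middle-aged to old muscle GCLM (0.57) and CAT (0.44) passed over the list alone, and MT2A had 1.33 and HMOX1 1.02. NQO1 (0.55) and GCLM (-0.38) went apart between young and middle-aged muscle. The antioxidant list had a median of 0.07 between young and old muscle (19 of 22 genes above 0, adjusted p = 0.147 from camera, 8.0e-09 from PAGE, and a median of 0.15 over the 15 animals), 0.19 between middle-aged and old (adjusted p = 0.0841 from camera, 3.1e-09 from PAGE, and 0.0243 from camera over the 15 animals, where it was 0.669 with an estimated correlation) and -0.06 between young and middle-aged (adjusted p = 0.925).

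The clock repressor NR1D1 was lower in old than in middle-aged muscle, and TEF (0.54) and CIART (0.59) were higher over the circadian list alone. The list had a median of 0.20 there (10 of 12 genes above 0, adjusted p = 0.225 from camera, 1.1e-04 from PAGE) and 0.18 between young and old muscle (adjusted p = 0.363 from camera, 0.016 from PAGE). In the 15 animals the medians were 0.11 and 0.086, and PAGE did not call the latter (adjusted p = 0.0753). The paper's text does not name the time of day of the biopsies.

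Slow fibre genes with lower values in old than in middle-aged muscle were CASQ2 (-0.97), ATP2A2 (-0.78), MYL3 (-0.77) and TNNC1 (-0.64), with standard errors up to 0.93, and fast fibre genes PVALB and MYH1 had 0.74 and 0.49. Between young and old muscle the slow and fast lists had medians of -0.23 and -0.06 (adjusted p = 0.901 and 0.993 from camera, the slow list 1.9e-04 from PAGE), over the 15 animals -0.76 and -0.23 (the fast list 2.4e-04 from PAGE), and CASQ2 had 1.15 between young and middle-aged.

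Other lists did not pass by camera between young and old muscle. Glucocorticoid-responsive genes had a median of 0.11 (mean 0.33, adjusted p = 0.284) and passed by PAGE (adjusted p = 2.1e-13), with a median of 0.32 over the 15 animals (adjusted p = 0.0533 from camera). Passing by neither, adipocyte markers had a median of 0.04 (mean -0.03, adjusted p = 0.748 from camera), endothelial markers -0.09 (adjusted p = 0.926), satellite cell factors -0.22 (8 of 10 below 0, adjusted p = 0.284) and T and B lymphocyte markers -0.02 (adjusted p = 0.729). Endothelial markers were higher in middle-aged than in young muscle over the 15 animals (0.30, all 11 above 0, adjusted p = 0.0013 from camera, 0.919 with an estimated correlation). Only 2 neutrophil markers could be tested, and no list value was computed.

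Among genes measured by quantitative PCR or as proteins in monkeys, none passed between young and old muscle by limma. NDUFAB1 had -0.06, SDHD 0.21, UQCRC1 0.01, UQCRC2 0.03, ATP5F1A -0.09, IL10 0.12, MFN1 -0.04, MFN2 0.19, DNM1L -0.25, PINK1 0.32, BNIP3 0.25, BNIP3L 0.05, NFKB1 -0.04 and RELA 0.02. FOXO1 lay within 0.01 of 0.

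To ask how often other splits of the same animals give as much, 100 splits were drawn per result, the real one included. For counts of genes, 1 of 100 reached the real 8 between young and old muscle (highest other 3). The 56 between middle-aged and old (highest other 8) and the 25 of the F test (highest other 4) were also reached by 1. This 1 is the real split, so no lower share was possible. It argues against chance for each count taken alone, without adjustment for the other results tested in this way. The counts also depended on single animals. Between young and old, 13 of the 18 fits that leave out 1 animal called no gene. The count between middle-aged and old fell to 1 without middle-aged replicate 6 or without old replicate 4. That of the F test fell to 1 without young replicate 3. The 2 genes between young and middle-aged muscle were reached by 5 splits, and the highest other called 285, which points to a structure of the samples that was not traced. Over the 15 animals 1 reached the 25 genes between young and old (highest other 17).

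For lists, the number of splits with a camera p as low is followed by the real p and the lowest other. Between young and old muscle these were 77 for the electron transport chain (0.143, 8.7e-17), 74 for OXPHOS (0.0447, 4.3e-19), 11 for mTOR (0.125, 0.00427), 58 for insulin and IGF-1 (0.399, 0.00146), 28 for inflammation (0.0729, 0.00133) and 26 for ribosomal proteins (1.3e-04, 3.1e-14). The 15 animals gave 21 for the electron transport chain (6.6e-07, 1.0e-15), 21 for OXPHOS (2.8e-08, 1.7e-18) and 5 for inflammation (0.0102, 0.00349). In old against middle-aged muscle these were 19 for the electron transport chain (4.7e-05, 3.1e-15), 12 for mTOR (0.0353, 0.00106), 72 for insulin and IGF-1 (0.656, 0.00353), 93 for inflammation (0.914, 0.00286), 15 for complex I (1.2e-04, 4.8e-11), 22 for complex V (7.5e-04, 5.0e-09), 31 for ribosomal proteins (2.6e-07, 8.6e-19) and 29 for heat shock proteins (8.8e-04, 1.1e-14). In middle-aged against young muscle these were 62 for the electron transport chain (0.00115, 1.1e-29), 62 for OXPHOS (4.0e-04, 4.6e-36), 41 for mTOR (0.358, 0.00632), 13 for insulin and IGF-1 (0.122, 0.00122), 30 for inflammation (0.0446, 3.7e-04), 63 for complex I (0.00536, 4.4e-22), 50 for fibroblast and matrix genes (0.00436, 1.4e-13), 23 for immediate early genes (0.00123, 2.2e-12) and 20 for heat shock proteins (3.5e-05, 2.3e-14). Chance cannot be excluded for any of these lists.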
